# The chromatin factors SET-26 and HCF-1 oppose the histone deacetylase HDA-1 in longevity and gene regulation in *C. elegans*

**DOI:** 10.1038/s41467-024-46510-6

**Published:** 2024-03-14

**Authors:** Felicity J. Emerson, Caitlin Chiu, Laura Y. Lin, Christian G. Riedel, Ming Zhu, Siu Sylvia Lee

**Keywords:** Epigenomics, Gene regulation

## Abstract

SET-26, HCF-1, and HDA-1 are highly conserved chromatin factors with key roles in development and aging. Here we present mechanistic insights into how these factors regulate gene expression and modulate longevity in *C. elegans*. We show that SET-26 and HCF-1 cooperate to regulate a common set of genes, and both antagonize the histone deacetylase HDA-1 to limit longevity. HCF-1 localization at chromatin is largely dependent on functional SET-26, whereas SET-26 is only minorly affected by loss of HCF-1, suggesting that SET-26 could recruit HCF-1 to chromatin. HDA-1 opposes SET-26 and HCF-1 on the regulation of a subset of their common target genes and in longevity. Our findings suggest that SET-26, HCF-1, and HDA-1 comprise a mechanism to fine-tune gene expression and longevity and likely have important implications for the mechanistic understanding of how these factors function in diverse organisms, particularly in aging biology.

## Abstract (web summary)

SET-26, HCF-1, HDA-1 are factors that help package DNA and regulate gene expression. Here, the authors find that SET-26 recruits HCF-1 to specific locations along the genome, where they antagonize the activity of HDA-1. Together, they maintain balanced gene expression and longevity in *C. elegans*.

## Introduction

Chromatin factors provide a layer of regulatory information for the genome by influencing the surrounding chromatin environment. They impact gene expression by modulating histone marks, DNA methylation, accessibility of chromatin, and the composition of protein complexes at chromatin. As such, chromatin factors have an essential role in biology and have been implicated in diverse biological processes from cell division^1^ to aging^2^. Of particular interest, chromatin and aging are intricately linked. Many studies show correlations between aging and an altered chromatin environment (see ref. ^3^ for review), but causative studies are challenging in humans and mammalian model organisms, which often have a relatively long natural lifespan. One of the best systems with which to study this relationship is the worm *C. elegans*, which shares many critical chromatin regulators with mammals^4^ and is a robust model for aging due to its short lifespan and well-characterized aging pathways.

In *C. elegans*, manipulation of specific histone readers, writers, erasers, adapters, and chromatin remodelers has been shown to influence longevity^5–14^, supporting a causative link between chromatin and aging. Chromatin factors that influence longevity have been demonstrated to work through many well-studied longevity pathways, including induction of the mitochondrial unfolded protein response (mitoUPR)^9,11,13,14^, lipid metabolism^12^, and insulin signaling^6,7,10^. Understanding the precise mechanism by which chromatin factors act to modulate aging will help us better understand the aging process itself and may guide efforts to improve healthy aging.

SET-26 and HCF-1 are two highly conserved chromatin factors that our lab has studied that influence longevity in *C. elegans*. SET-26, the *C. elegans* homolog of MLL5 and SETD5, is an epigenetic reader that binds to H3K4me3, a mark typically associated with active chromatin, via its PHD domain^15^. HCF-1, the *C. elegans* homolog of HCF-1, is a chromatin adapter protein, well characterized in mammalian cells for recruiting histone-modifying complexes to chromatin^16^. Loss of either SET-26 or HCF-1 leads to a long lifespan and increased stress resistance^5,8,15,17^. Evidence indicates that SET-26 and HCF-1 operate within somatic cells to limit lifespan^5,15^, and they function within the germline to regulate germline development and fertility^15,18^. Both SET-26 and HCF-1 require DAF-16 to modulate lifespan^5,8,15,17^, and HCF-1 also interacts with SIR-2.1 to affect lifespan^17^. Whereas SET-26 and HCF-1 share many similarities in how they impact longevity, their working relationship was not previously investigated.

Chromatin factors lacking enzymatic activity themselves, like SET-26 and HCF-1, often partner with additional enzymatic components that directly alter the chromatin environment^16^. Histone deacetylases are a major group of enzymes that remove histone acetylation, a mark typically associated with active chromatin^19^. The histone deacetylase HDA-1, the *C. elegans* homolog of HDAC1 and HDAC2, is a critical regulator of development, neurodegeneration, and the mitoUPR^13,14,20,21^, a stress response program that communicates mitochondrial stress to the nucleus and initiates transcriptional activation of mitochondrial chaperones and proteases^22^. HDA-1 is required for the long lifespan of a model of mitoUPR activation^13^, but its role in the lifespan of other longevity models has not yet been explored.

Here we show that SET-26 and HCF-1 are functional partners in longevity and chromatin regulation in *C. elegans*. We find that SET-26 and HCF-1 operate in the same genetic pathway to regulate lifespan, they share many common binding sites at chromatin, and they influence somatic gene expression in similar ways. Our data show that SET-26 is largely required for HCF-1 binding to chromatin in *C. elegans* somatic cells, whereas HCF-1 is dispensible for most, but not all, SET-26 binding to chromatin. We therefore hypothesize that SET-26 recruits HCF-1 to chromatin, and, at a subset of binding sites, we hypothesize that HCF-1 plays a minor role in stabilizing SET-26 binding as well. We find that the long lifespan of both the *set-26(-)* and *hcf-1(-)* mutants depends on HDA-1, and we posit that all three factors co-regulate a common set of genes, likely those involved in mitochondrial and lipid metabolism, with HDA-1 antagonizing SET-26 and HCF-1 for control over gene expression.

## Results

### SET-26 and HCF-1 work together to modulate lifespan

Previous work has demonstrated that loss of either SET-26^8,15^ or HCF-1^5,17^ leads to a longer lifespan in *C. elegans*, however the mechanism of lifespan extension for either of these mutants is incompletely understood, and functional cooperative partners for these proteins have not been identified. Analysis of HCF-1 binding partners in *C. elegans* through two independent immunoprecipitation-mass spectrometry (IP-Mass Spec)^17^ experiments identified SET-26 as a high-confidence interactor (Supplementary Data 1), suggesting the two proteins could be part of the same complex. Consistent with our IP-Mass Spec observation, MLL5 and HCF-1, the human homologs of SET-26 and HCF-1, are able to physically interact and form a complex via an “HCF-1 binding motif” present in the MLL5 protein^23^, which is well conserved from worms to humans (Supplementary Fig. 1a). Interestingly, SET-26 has two human homologs, MLL5 and SETD5, which both contain similar SET domains as SET-26^24,25^. MLL5 appears to be more similar to SET-26 in its ability to bind H3K4me3 via its PHD domain^26^. SETD5, which lacks a PHD domain^25^, shares a similar degree of sequence similarity to SET-26 and has also been recently reported to interact with human HCF-1 in hematopoietic stem cells^27^, indicating that both human homologs of SET-26 can interact with human HCF-1.

We reasoned that if SET-26 and HCF-1 are functional partners, they should operate in the same genetic pathway to modulate longevity. We tested the *set-26(tm2467) hcf-1(pk924)* double mutant and observed that loss of *set-26* did not significantly further extend the long lifespan of the *hcf-1(-)* mutant (Fig. 1a). This non-additive effect is consistent with the hypothesis that the two genes operate in the same genetic pathway to modulate lifespan. However, as it is possible that a non-additive phenotype could be observed in the double mutant due to alternative explanations, such as two separate longevity pathways being fully activated and unable to extend lifespan further, we pursued additional experiments to characterize the actions of SET-26 and HCF-1 directly at chromatin.

**Fig. 1:**
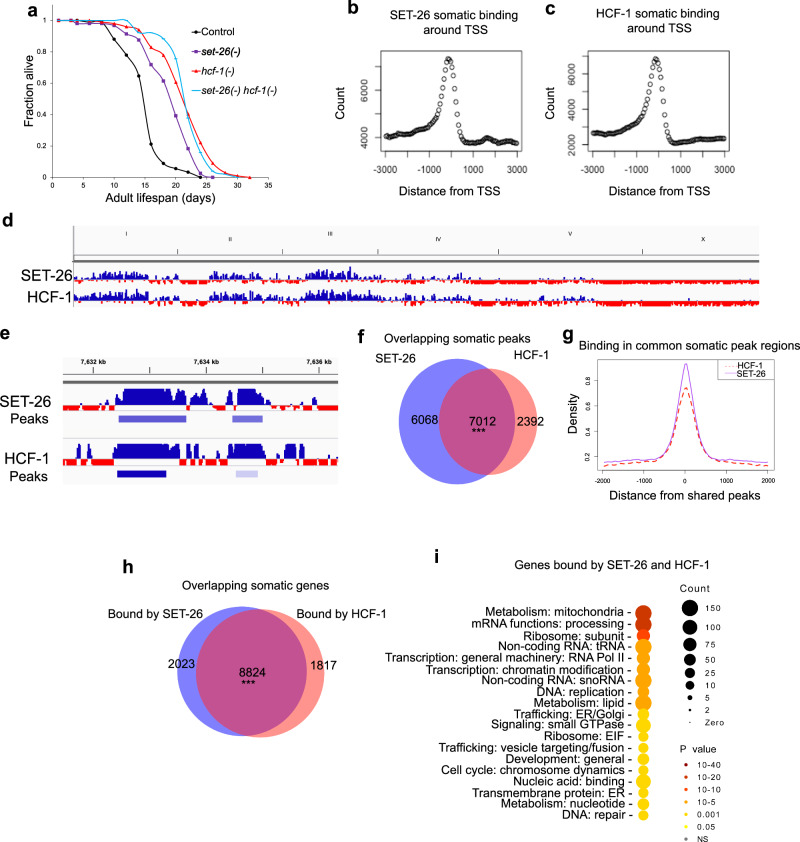
SET-26 and HCF-1 operate in the same genetic pathway to modulate lifespan and have overlapping binding profiles at chromatin. **a** Survival curves for wildtype controls, *set-26(-)*, *hcf-1(-)*, and *set-26(-) hcf-1(-)* double mutants from one representative experiment (*n* = 101, 103, 105, and 106 worms, respectively). Source data are provided as a Source Data file. *N* = 2 biological replicates. Distribution of somatic (**b**) SET-26 or (**c**) HCF-1 peaks relative to the transcription start sites (TSS) of associated genes within 3 kb. Count represents the number of somatic peaks within each bin. Data were obtained from CUT&RUN assays (*N* = 2) in either *glp-1(-);set-26::ha* or *glp-1(-);hcf-1::gfp::3xflag* tagged strains. d Screenshot from the Integrated Genomics Viewer (IGV) showing a genome-wide view of somatic SET-26 or HCF-1 binding. Binding is displayed as normalized log2 signal, where blue represents enrichment, and red represents depletion, of factor binding relative to control. **e** This shows the same binding data as in (**d**) but for a portion of Chromosome IV. Binding is displayed on the top track, and peaks called by MACS2 are displayed on the bottom track, where the darker blue represents more statistically significant peaks as determined by MACS2. **f** Venn diagram showing somatic SET-26 and HCF-1 peaks in the *glp-1(-)* mutant background, and 7012 peaks showing an overlap of 1 bp or more. **g** Metaplots of normalized SET-26 and HCF-1 binding signals within the 7012 overlapping peak regions identified in (**f**). **h** Venn diagram showing the number of genes associated with somatic SET-26 or HCF-1 binding, and 8824 genes that are commonly bound by both factors. **i** Gene ontology (GO) term analysis for the 8824 genes bound by both SET-26 and HCF-1 in somatic cells as determined by Wormcat. In (**f**, **h**) *** indicates *p* < 1 × 10^−15^ and the overlap is higher than expected by chance, as calculated by one-sided hypergeometric test for peak overlap (in **f**) and one-sided Fisher’s Test for gene overlap (in **h**). In (**i**), Wormcat *p* values are determined by one-sided Fisher test with FDR correction. Peaks and gene sets are provided in Supplementary Data 2.

### SET-26 and HCF-1 bind common gene targets

Next, we wondered whether SET-26 and HCF-1 occupy similar binding sites at chromatin, as would be expected if they are part of the same protein complex. To test this, we first constructed CRISPR knock-in strains containing tagged SET-26 or HCF-1. Notably, the tagged strains for both SET-26 and HCF-1 had normal lifespans (Supplementary Fig. 1b, c), indicating that the tags did not disrupt the normal protein function.

We then performed the chromatin profiling technique, CUT&RUN (Cleavage under targets and release using nuclease) with tagged SET-26 or HCF-1. Since our previous work indicated that SET-26 and HCF-1 act in somatic cells to modulate lifespan^5,15^, we specifically profiled SET-26 and HCF-1 genomic binding in somatic cells using a germline-less mutant background. This approach was especially critical because SET-26 and HCF-1 both have separate functions in the germline to regulate development and reproduction^15,18^, and due to the large size of the *C. elegans* germline^28^, utilizing only wildtype worms would risk diluting any somatic-specific signal that could be the most relevant for longevity. The CUT&RUN data indicated that the biological replicates were well correlated with each other (Supplementary Fig. 1d), indicating the results were highly reproducible. As previously shown, the SET-26 binding profile obtained by CUT&RUN was highly similar to the previous ChIP-seq profile for SET-26 obtained from our lab^15,29^. SET-26 and HCF-1 peaks were both highly overlapping with promoter regions in the *C. elegans* genome (Supplementary Fig. 1e, f), with high enrichment immediately upstream of the transcription start site (TSS) (Fig. 1b, c). This is consistent with previous ChIP-seq data of HCF-1 from mammalian cells^30,31^, as well as our lab’s previous SET-26 ChIP-seq data in *C. elegans*, which indicated that SET-26 is an H3K4me3 reader and binds to many active promoters containing H3K4me3^15^.

The somatic binding profiles of SET-26 and HCF-1 were highly similar (Fig. 1d–f; Supplementary Data 2), with 76% of HCF-1 peaks overlapping with SET-26 peaks and 55% of SET-26 peaks overlapping with HCF-1 peaks. Moreover, we found that within these common peak regions, SET-26 and HCF-1 binding were centered directly on top of each other (Fig. 1g). Importantly, we found that SET-26 and HCF-1 profiles were highly overlapping even after excluding blacklisted regions^32^ and highly occupied target (HOT) regions^33^ (Supplementary Fig. 1g; Supplementary Data 2), which are regions commonly identified as peaks across many genome-wide binding profiles for transcription factors^33,34^. Interestingly, we found that SET-26 and HCF-1 bind to thousands of regions in the genome (with 13,422 and 9961 peaks called, respectively), indicating that the factors are highly ubiquitous across the genome. As expected for factors enriched preceding TSSs, SET-26 and HCF-1 profiles largely overlapped with active chromatin, including regions marked by H3K4me3^35^ and accessible regions identified through ATAC-seq^36^ (Supplementary Fig. 1h; Supplementary Data 2) which were identified at similar ages in germline-less worms. This indicates that SET-26 and HCF-1 are both highly prevalent factors at active chromatin, and likely also interact with many additional factors that also bind to these sites.

We next associated SET-26 and HCF-1 peaks to their closest promoters^37^ to identify the putative target genes regulated by SET-26 and HCF-1. As expected, the majority of their putative target genes were shared (Fig. 1h; Supplementary Data 2). Functional enrichment analysis indicated that the 8824 SET-26 and HCF-1 commonly-bound genes were enriched for many biological processes, with the most highly significant being mitochondrial metabolism (253 genes), mRNA processing (214 genes), and ribosome subunits (82 genes) (Fig. 1i; Supplementary Data 2). Taken together, these results suggest that SET-26 and HCF-1 both bind to the promoters of many genes important for basic biological functions in worms.

To confirm that the main findings from this analysis also extended to wild-type worms, we performed the same CUT&RUN analysis in the wildtype background and obtained similar results (Supplementary Fig. 1i–l; Supplementary Data 2). Interestingly, while the majority of genes bound by SET-26 and HCF-1 were identified in both wildtype and somatic-specific analysis (Supplementary Fig. 1m, n; Supplementary Data 2), the genes identified as bound by SET-26 and HCF-1 only in wildtype worms containing germlines were enriched for additional functional groups, including cell cycle (12 and 14 genes, respectively) (Supplementary Fig. 1o, p; Supplementary Data 2), consistent with important roles for SET-26 and HCF-1 in the cell cycle as has been demonstrated in mammalian cells^16,23^. Whole worm SET-26 and HCF-1 binding was also enriched for transcription: chromatin structure (48 and 39 genes), small nuclear RNAs (20 and 44 genes), and mRNA binding (16 and 26 genes).

### SET-26 and HCF-1 regulate expression of a common set of genes

To better understand how SET-26 and HCF-1 regulate the genes to which they bind, we performed RNA-seq of germline-less *set-26(-)* and *hcf-1(-)* mutants at the same time point as our CUT&RUN experiments (day 1 adulthood) (Supplementary Fig. 2a). 

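RNA was collected from about 300 day 1 adults per sample, with 2 replicates each of *glp-1(-)* controls, *glp-1(-);set-26(-)* mutants and *glp-1(-);hcf-1(-)* mutants. Worms were grown from embryos at 25 °C on L4440, the empty vector (EV) control bacteria. Libraries were made with QuantSeq, which reads the end of each transcript next to its poly(A) tail, from 315 ng of RNA with 13 PCR cycles and 86 bp single-end reads. The authors trimmed the reads, aligned them to the *C. elegans* genome with STAR, kept reads that mapped to a single place, and deposited the number of reads counted on each gene by strand, without normalization. Total counts per library ran from 6823934 to 8347215, with a median of 7883073. The 10 genes with the most reads took 10.2% to 16.4% of a library. These are PCR reads without molecular identifiers, so the detection floors given for this study cover counting error only. A gene was tested when it had more than 10 reads in at least 2 of the 6 libraries, as in the paper, which left 12369 genes. Log2 fold changes, their standard errors and adjusted p-values come from edgeR's quasi-likelihood test with TMM normalization and Benjamini-Hochberg adjustment, with n = 2 per genotype. The mutated genes were examined first. *hcf-1* (WBGene00001827), on chromosome IV of WBcel235 from 7770770 to 7774275, had 60 and 67 reads in the control libraries and 24 and 16 in the libraries labelled *hcf-1(-)*, a log2 fold change of -2.17 (standard error 0.40, adjusted p = 0.0123 from edgeR's quasi-likelihood test). *set-26* (WBGene00013106), on chromosome IV from 16646791 to 16655883, had 65 and 57 reads in the control libraries and 66 and 98 in the libraries labelled *set-26(-)*, a log2 fold change of 0.22 (standard error 0.27, adjusted p = 0.652 from the same edgeR test). Reads of *set-26* were thus not lower in the libraries labelled *set-26(-)*, so those libraries are named here by their label. Only the end of each transcript is read, so these counts cannot show a mutation in another part of the gene. They neither test nor contradict the genotype. *set-9*, the paralog of *set-26*, had 3 and 4 reads in the control libraries, 10 and 11 in those labelled *set-26(-)* and 24 and 50 in those labelled *hcf-1(-)*; its counts and those of *set-26* are uncertain, because reads that matched both genes would have been left out.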

Differential expression analysis revealed highly overlapping RNA expression changes in *set-26(-)* and *hcf-1(-)* mutants (Fig. 2a–c; Supplementary Data 3), suggesting similar pathways are activated and repressed in both longevity mutants. 

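Relative to *glp-1(-)* controls, 551 genes were upregulated and 518 downregulated in the libraries labelled *set-26(-)*, whose reads of *set-26* were not lower than in controls, at an adjusted p under 0.05 from edgeR's quasi-likelihood test. For the libraries labelled *hcf-1(-)* these counts were 960 and 722. Among the alternatives, leaving out the filter on low counts moved these counts most, to 1010 and 1280 genes in the libraries labelled *set-26(-)*. With the replicate number as a block, 1102 genes were upregulated and 906 downregulated in the libraries labelled *hcf-1(-)*; the deviations of same-numbered libraries had a correlation of 0.11 across genes in that comparison. The upregulated lists shared 378 genes, against 42.8 by chance (odds ratio 42.1, one-sided Fisher's exact test over the 12369 genes tested, -log10 p = 310.9). The downregulated lists shared 365 genes, against 30.2 by chance (odds ratio 76.8, -log10 p = 364.1 from the same exact test). Of the genes called in both mutants, 1 changed in opposite directions. Both lists were made against the same 2 control libraries, which can make the changes look alike. The numbers by chance make no allowance for this, and neither does the share with the same direction. Of the 2007 genes called in either mutant, 1914 (95.4%) changed in the same direction in both. The log2 fold changes of the mutants had a Pearson correlation of 0.82 across all genes tested, which are not independent replicates. Of the 485 genes the paper lists as upregulated in both mutants, 483 were tested and all 483 were higher in both, and 373 were called in both. The paper's list came from these same libraries, so the shared direction is not an independent test.
Ranked by the smaller of the 2 changes, *col-73*, *col-175* and *col-49* were the most upregulated genes. *col-73* (WBGene00000649, chromosome II, 4872098 to 4873129) had 0 and 1 reads in the control libraries, 362 and 51 in those labelled *set-26(-)* and 2094 and 1512 in those labelled *hcf-1(-)*, at least 65.5-fold and at least 424-fold higher (adjusted p = 0.0153 and 0.00313 from edgeR). *col-175* was at least 108-fold and at least 475-fold higher (adjusted p = 0.0172 and 0.00538 from edgeR), and *col-49* at least 59.5-fold and at least 250.0-fold higher (adjusted p = 0.0392 and 0.012 from edgeR). These bounds are for the mean of the 2 replicates. Replicate 2 of the libraries labelled *set-26(-)*, with 51 reads of *col-73*, would alone give a lower bound. Collagens form a multigene family, so their counts are uncertain where reads matched more than 1 member. With the libraries labelled *hcf-1(-)* left out of the fit, *col-49* was not called in the libraries labelled *set-26(-)* (adjusted p = 0.0567 from edgeR). The most downregulated were *Y48E1B.8*, *C32H11.4* and *asm-3*. *C32H11.4* (WBGene00007867, chromosome IV, 12921264 to 12923296) had 6942 and 7626 reads in the control libraries and log2 fold changes of -5.03 (standard error 0.50) and -7.74 (standard error 0.57), with adjusted p = 0.00136 and 0.000322 from edgeR. *asm-3* had log2 fold changes of -4.82 (standard error 0.60) and -5.48 (standard error 0.62), with adjusted p = 0.00309 and 0.00182 from edgeR. *Y48E1B.8* had log2 fold changes of -5.32 and -5.22 (adjusted p = 0.0462 and 0.0343 from edgeR), but its control libraries had 296 and 17 reads and it was called in neither mutant with the replicate number as a block. From the overlap of the lists, the paper proposes that similar pathways are activated and repressed in both longevity mutants.

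**Figure D1:**
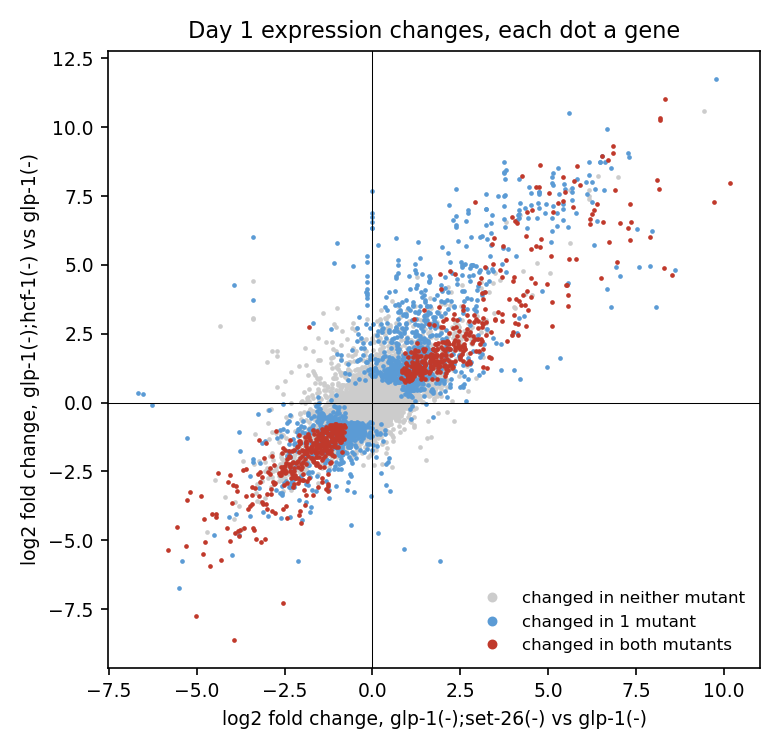
Log2 fold changes at day 1 in the libraries labelled *set-26(-)* (horizontal axis) and *hcf-1(-)* (vertical axis) against *glp-1(-)* controls, with a dot for each of the 12369 genes tested and colours for genes called in both mutants, in 1 or in neither. Most of the genes called in either mutant, 95.4%, lie in the lower left or upper right quadrant.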

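The medians below cover the mitochondrial metabolism and collagen genes among the genes the paper lists as upregulated in both mutants at day 1. They were chosen from these same libraries, so their direction at day 1 is not an independent test. All 55 mitochondrial metabolism genes were tested and higher in both mutants. Their median log2 fold change was 1.87 (3.66-fold) in the libraries labelled *set-26(-)*, with 1.92 and 1.83 in the replicates, and 51 of the 55 were called. The median was 1.46 (2.75-fold) in the libraries labelled *hcf-1(-)*, with 1.41 and 1.49 in the replicates, and 53 were called. All 31 collagen genes were tested and higher in both mutants. Their median log2 fold change was 4.77 (27.2-fold) in the libraries labelled *set-26(-)*, where the replicates differed, with 5.24 and 2.41, and 20 genes were called. It was 7.58 (191-fold) in the libraries labelled *hcf-1(-)*, with 6.98 and 6.82 in the replicates and 29 genes called. Both control libraries had 3 reads or fewer for 14 of the 31 collagen genes, so the size of their change depends on how counts near 0 are treated. With every count under 3 reads set to 3, the collagen genes were 16.0-fold (*set-26(-)*) and 98.0-fold (*hcf-1(-)*) higher at the median. These values allow for counts near 0 but not for the spread of replicates. In the fit without replicate 1 of the libraries labelled *set-26(-)*, and without this floor, the median was 5.48-fold. With DESeq2's Wald test, the median log2 fold change in the libraries labelled *hcf-1(-)* was 6.89. The downregulated categories were not analysed here.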

Pathway enrichment analysis indicates that the 485 genes commonly upregulated in germline-less *set-26(-)* and *hcf-1(-)* mutants are most enriched for mitochondrial metabolism (55 genes, median fold change 3.60 and 2.69), and collagen/extracellular material (31 genes, median fold change 30.59 and 118.53) (Supplementary Fig. 2b; Supplementary Data 3), while the 602 commonly downregulated genes are most significantly enriched for pathogen stress response (41 genes, median fold change 0.31 and 0.24) and lipid metabolism (56 genes, median fold change 0.31 and 0.31) (Supplementary Fig. 2c; Supplementary Data 3).

**Fig. 2:**
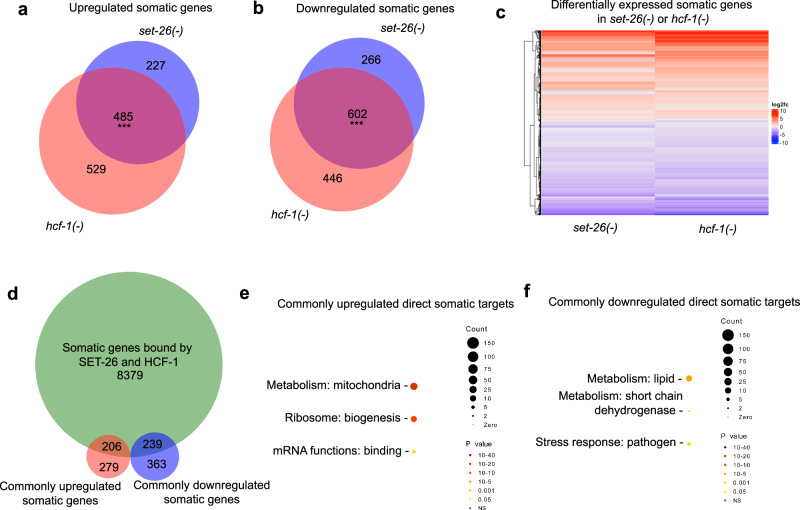
SET-26 and HCF-1 regulate a common set of genes. Venn diagrams showing genes (**a**) upregulated or (**b**) downregulated in RNA expression in germline-less day 1 adult *glp-1(-);set-26(-)* or *glp-1(-);hcf-1(-)* double mutants compared to *glp-1(-)* single mutants and the overlapping 485 upregulated, or 602 downregulated genes with significant expression changes in both mutants. **c** Heatmap showing hierarchical clustering of all differentially expressed genes in either *glp-1(-);set-26(-)* or *glp-1(-);hcf-1(-)* double mutants compared to *glp-1(-)* single mutants; The log2 fold change of RNA expression in each double mutant versus control was used for the clustering analysis and is shown as indicated on the scale. **d** Venn diagram showing the genes bound by SET-26 and HCF-1 as determined in Fig. 1h and the genes commonly upregulated or downregulated in RNA expression when *set-26* or *hcf-1* is inactivated as determined in (**a**, **b**). 445 genes are bound by both SET-26 and HCF-1 and show significant RNA expression change in both mutants. GO term analysis by Wormcat of SET-26 and HCF-1 direct somatic targets that are (**e**) upregulated (206) or (**f**) downregulated (239) in RNA expression in (**d**). In (**a**) and (**b**), *** indicates *p* < 1 × 10^−15^ and the overlap is higher than expected by chance, as calculated by one-sided Fisher’s Test. In (**e**) and (**f**), Wormcat *p* values are determined by one-sided Fisher test with FDR correction. Gene sets are provided in Supplementary Data 3. *N* = 2 for RNA-seq.

We focused on the putative direct targets of SET-26 and HCF-1 that are likely to have biological relevance under our assaying condition, which are the genes bound by each of the factors that also showed expression changes when each of the factors was lost. Notably, similar numbers of SET-26 and HCF-1 direct targets showed up- (206 genes) or downregulated (239 genes) mRNA expression in the mutants (Fig. 2d; Supplementary Data 3), suggesting that SET-26 and HCF-1 could have both activating and repressive roles depending on the gene. The SET-26 and HCF-1 targets commonly upregulated in *set-26(-)* and *hcf-1(-)* mutants were enriched for mitochondrial metabolism (46 genes, median fold change 3.60 and 2.57), ribosome biogenesis (12 genes, median fold change 2.53 and 2.98), and mRNA binding (7 genes, median fold change 2.21 and 3.07) (Fig. 2e; Supplementary Data 3), whereas the downregulated common targets were enriched for lipid metabolism (23 genes, median fold change 0.38 and 0.40), short chain dehydrogenase metabolism (5 genes, median fold change 0.44 and 0.46), and pathogen stress response (9 genes, median fold change 0.37 and 0.38) (Fig. 2f; Supplementary Data 3), suggesting SET-26 and HCF-1 could have direct roles in regulating these pathways.

### SET-26 is required for HCF-1’s recruitment to chromatin at the majority of HCF-1 binding sites

We next wondered what relationship SET-26 and HCF-1 have with each other at chromatin. SET-26 and its’ mammalian homolog, MLL5, have both been previously described to bind to the active H3K4me3 histone mark^15,26^, which could account for their method of recruitment to chromatin. HCF-1 however, does not possess any DNA or chromatin binding domains itself, and the mammalian homolog is often recruited by other chromatin factors, including MLL5^16,38^, to large protein complexes. To determine whether SET-26 could recruit HCF-1 to chromatin in somatic cells of *C. elegans*, we obtained the chromatin binding profile of HCF-1 using our HCF-1-tagged strain in germline-less worms with and without functional *set-26*. In order to appropriately compare HCF-1 binding profiles between genotypes, we additionally surveyed H3 binding in each genotype in parallel and normalized HCF-1 binding to H3 within each genotype. By surveying H3 in parallel within each genotype, we were able to use H3 as a type of internal control for the immunoprecipitation process itself within each genotype. We found that normalizing to antibody background as in Fig. 1 or to H3 made little difference in the appearance of the HCF-1 profile or the location of peaks called by MACS2 (Supplementary Fig. 3a), and the H3 profiles were highly consistent between controls and *set-26(-)* mutants (Supplementary Fig. 3b). We therefore used H3 as normalization for further differential analysis.

A survey of the HCF-1 peak regions revealed a consistent and dramatic decrease in HCF-1 binding in somatic cells of the *set-26(-)* mutant (Fig. 3a), such that the number of HCF-1 somatic peaks was reduced by 88% in the *set-26(-)* background (Fig. 3b; Supplementary Data 4). To visualize this genome-wide, we plotted HCF-1 binding at all HCF-1 somatic peak regions and noticed a drastic decrease in binding in the *set-26(-)* mutant at most HCF-1 peaks (Fig. 3c). 

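At day 1, *hcf-1* had 110 and 85 reads in the libraries labelled *set-26(-)*, whose reads of *set-26* itself were not lower than in controls. Its count, normalized within the day 1 libraries, was 13.3 ± 4.22 CPM (reads of the gene relative to library size, SD, n = 2) there. In *glp-1(-)* controls it was 9.67 ± 0.53 CPM (SD, n = 2). The log2 fold change of *hcf-1* was 0.46 (standard error 0.36, adjusted p = 0.466 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).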

While there is still some enrichment of HCF-1 at binding sites in the *set-26(-)* mutant above background levels, we conclude that SET-26 is required for the majority of proper HCF-1 patterning at chromatin genome-wide in somatic cells. *hcf-1* RNA and protein levels are not noticeably changed in the germline-less *set-26(-)* mutant (Supplementary Fig. 3c–e), suggesting that the decrease of HCF-1 binding to chromatin is not due to a defect in HCF-1 production in *set-26(-)* mutants.

**Fig. 3:**
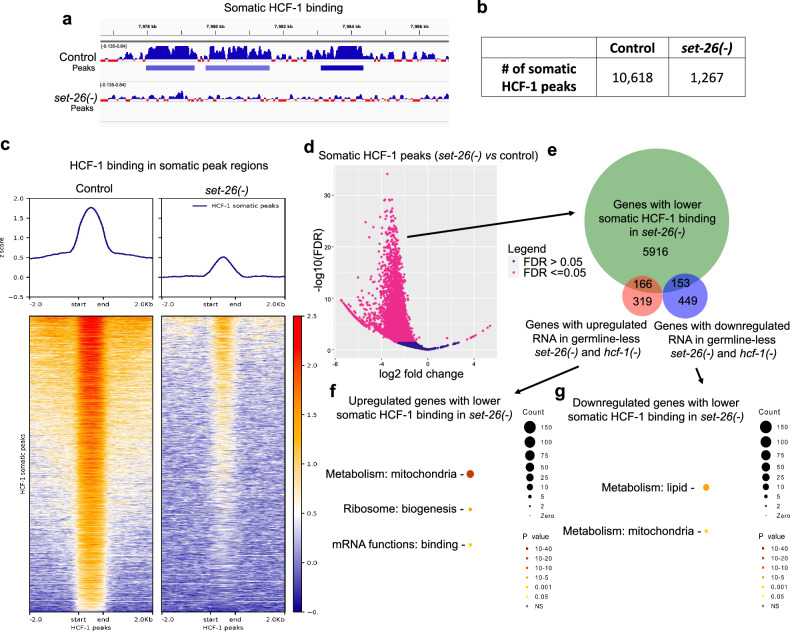
HCF-1 recruitment to chromatin in somatic cells requires SET-26. **a** Screenshot from IGV shows normalized somatic HCF-1 binding and peak calls in a portion of Chromosome V (captured by CUT&RUN of *hcf-1::gfp::3xflag* worms, *N* = 2) in control worms or *set-26(−)* mutants grown on *glp-1* RNAi. **b** Number of HCF-1 peaks called in combined replicates of controls or *set-26(−)* mutants grown on *glp-1* RNAi. **c** Metaplot (top) and heatmap (bottom) of z-scores representing normalized HCF-1 signal in somatic HCF-1 binding sites and surrounding 2 kb up- and downstream in either controls or *set-26(−)* mutants grown on *glp-1* RNAi. **d** Volcano plot of HCF-1 binding regions determined by DiffBind to be significantly different (pink, FDR < = 0.05) or unchanged (blue, FDR > 0.05) in *set-26(−)* mutants compared to controls grown on *glp-1* RNAi. DiffBind FDR values are calculated using DESeq2. **e** Venn diagram of genes with significantly lower HCF-1 binding in *set-26(-)* mutants grown on *glp-1* RNAi (as determined in **d**) and the overlap with genes up- or downregulated in RNA expression in germline-less *set-26(-)* and *hcf-1(-)* mutants (from Fig. 2a, b). Wormcat GO enrichment analysis for genes with lower HCF-1 binding in *set-26(-)* mutants on *glp-1* RNAi that are either (**f**) upregulated or (**g**) downregulated in RNA expression in both *set-26(-)* and *hcf-1(-)* germline-less mutants (from **e**). Wormcat *p* values are determined by one-sided Fisher test with FDR correction. Gene sets and differential peaks are provided in Supplementary Data 3 and 4.

We next asked which HCF-1 somatic binding regions were statistically significantly decreased in the *set-26(-)* mutant compared to controls, and we observed that 82% of HCF-1 peaks exhibited significantly lower binding in the *set-26(-)* mutant (Fig. 3d; Supplementary Data 4), with a substantial median fold change decrease (0.18). We next asked which of these *set-26*-dependent HCF-1-bound regions were associated with genes that showed significant RNA expression change in somatic cells of *set-26(-)* and *hcf-1(-)* mutants (Fig. 3e; Supplementary Data 3). We found that the expression of 319 of the *set-26*-dependent HCF-1-bound genes showed significant RNA expression change in *set-26(-)* and *hcf-1(-)* mutants, with similar numbers of up- and downregulated genes. The upregulated genes were strongly enriched for mitochondrial metabolism (42 genes, median fold change of 3.65 and 2.60), with less significant enrichment for ribosome biogenesis (9 genes, median fold change of 2.44 and 3.14) and mRNA binding (7 genes, median fold change of 2.21 and 3.07) (Fig. 3f; Supplementary Data 3), while the downregulated genes were enriched for lipid (18 genes, median fold change 0.36 and 0.38) and mitochondrial metabolism (10 genes, median fold change 0.36 and 0.39) (Fig. 3g; Supplementary Data 3). The data suggest that SET-26 could play a critical role in either recruiting or stabilizing HCF-1 binding at chromatin, where the two factors work together to fine-tune gene expression, particularly of mitochondrial and lipid metabolism genes. To confirm that the dramatic germline-less results we obtained were not due to the RNAi system used to produce germline-less worms (*glp-1* RNAi), we repeated the experiments with a genetic perturbation to produce germline-less worms (*glp-1(e2141)*) and obtained similar results (Supplementary Fig. 3f, g), with 80% of HCF-1 peaks being significantly decreased by loss of *set-26* (Supplementary Fig. 3h; Supplementary Data 4).

When we repeated these experiments in whole worms containing germlines, we observed a moderate loss of HCF-1 recruitment to chromatin in the *set-26(-)* mutant worms (Supplementary Fig. 3i, j), with only 9% of HCF-1 peaks being significantly lowered in worms lacking *set-26* (Supplementary Fig. 3k; Supplementary Data 4). As SET-26 primarily operates in somatic cells to modulate lifespan^15^, we focused on the somatic results, which we believe to be the most relevant to potentially help us understand the lifespan phenotypes of the mutants.

### HCF-1 is dispensable for most SET-26 recruitment but does contribute to SET-26 stabilization at a subset of genes

We next tested the opposite hypothesis, examining whether SET-26 recruitment to chromatin also required HCF-1. We performed CUT&RUN targeting SET-26 in germline-less worms with and without functional *hcf-1* (Supplementary Fig. 4a), and we did not observe a dramatic difference in SET-26 recruitment to chromatin (Fig. 4a–c; Supplementary Data 4). We wondered whether individual SET-26 peak regions at local sites may still reach the threshold for being significantly changed in the *hcf-1* mutant. We identified 37% of SET-26 somatic peaks were significantly decreased by loss of *hcf-1* (Fig. 4d; Supplementary Data 4), with a modest median fold change decrease (0.54). These binding differences were largely unique to somatic cells as well, as, when we repeated the experiments in whole worms containing germlines, only 2% of SET-26 binding regions were identified as significantly altered in *hcf-1(-)* mutants (Supplementary Fig. 4b–d; Supplementary Data 4). We asked which of the *hcf-1*-dependent SET-26-bound regions identified in somatic cells were associated with genes that showed significant RNA expression change in somatic cells of *set-26(-)* and *hcf-1(-)* mutants (Fig. 4e; Supplementary Data 3). 238 *hcf-1*-dependent SET-26-bound genes showed significant expression changes in the somatic *set-26(-)* and *hcf-1(-)* mutants, again with a similar number of up- and down-regulated genes. The upregulated genes were enriched for mitochondrial metabolism (38 genes, median fold change 3.72 and 2.71), ribosome biogenesis (8 genes, median fold change 3.23 and 3.54), and mRNA binding (6 genes, median fold change of 2.16 and 3.23) (Fig. 4f; Supplementary Data 3), while the downregulated genes were enriched for lipid metabolism (11 genes, median fold change 0.43 and 0.41) (Fig. 4g; Supplementary Data 3).

**Fig. 4:**
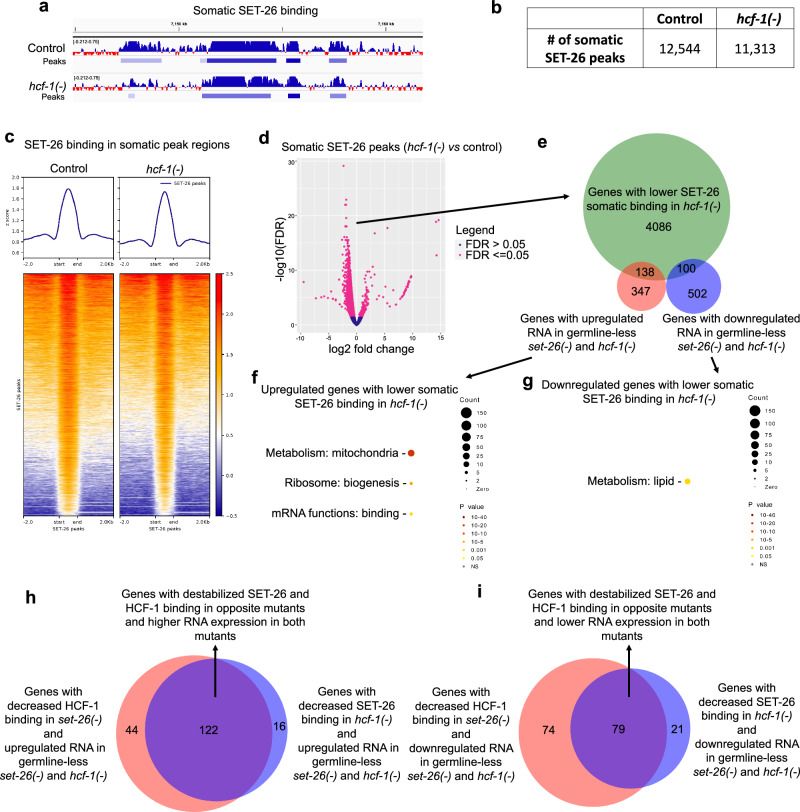
HCF-1 is dispensable for most SET-26 recruitment genome-wide but facilitates SET-26 binding at a subset of somatic binding sites. **a** Screenshot from IGV shows normalized somatic SET-26 binding and peak calls in a portion of Chromosome II (captured by CUT&RUN of *set-26::ha* worms, *N* = 2) in controls or *hcf-1(-)* mutants grown on *glp-1* RNAi. **b** Number of SET-26 peaks called in combined replicates of controls or *hcf-1(−)* mutants grown on *glp-1* RNAi. **c** Metaplot (top) and heatmap (bottom) of z-scores representing normalized SET-26 signal in somatic SET-26 binding sites and surrounding 2 kb up- and downstream in either controls or *hcf-1(-)* mutants grown on *glp-1* RNAi. **d** Volcano plot of SET-26 binding regions determined by DiffBind to be significantly different (pink, FDR < = 0.05) or unchanged (blue, FDR > 0.05) in *hcf-1(-)* mutants compared to controls grown on *glp-1* RNAi. DiffBind FDR values are calculated using DESeq2. **e** Venn diagram showing the overlap of the somatic genes with significantly lower SET-26 binding in *hcf-1(-)* mutants grown on *glp-1* RNAi (as determined in **d**) and those with up- or downregulated RNA expression in germline-less *set-26(-)* and *hcf-1(-)* mutants (as seen in Fig. 2a, b). Wormcat GO enrichment analysis for genes with lower SET-26 binding in *hcf-1(-)* mutants on *glp-1* RNAi that are either (**f**) upregulated or (**g**) downregulated in RNA expression in *set-26(-)* and *hcf-1(-)* mutants (from **e**). Wormcat *p* values are determined by one-sided Fisher test with FDR correction. h-i Venn diagram showing the number of genes with decreased SET-26 or HCF-1 binding in the opposite mutant and the (**h**) 122 that overlap and are upregulated or (**i**) 79 that overlap and are downregulated in RNA expression in both mutants as determined in (**e**) and Fig. 3e. Gene sets and differential peaks are provided in Supplementary Data 3 and 4.

Since these genes represent similar biological categories to the genes identified in Fig. 3e–g as having decreased HCF-1 binding in the *set-26(-)* germline-less mutant and exhibiting expression changes in the mutants, we asked how many of the genes from the two analyses overlapped. We found that the majority of the genes did overlap (Fig. 4h, i; Supplementary Data 3), with 122 upregulated and 79 downregulated genes in common. As expected, the 122 upregulated genes were enriched for mitochondrial metabolism (36 genes, median fold change of 3.72 and 2.71), ribosome biogenesis (6 genes, median fold change 3.23 and 3.54), and mRNA binding (5 genes, median fold change 2.21 and 3.40), (Supplementary Fig. 4e; Supplementary Data 3) while the 79 downregulated genes were enriched for lipid metabolism (8 genes, median fold change of 0.42 and 0.41) (Supplementary Fig. 4f; Supplementary Data 3). Overall, the data suggest that SET-26 and HCF-1 could co-stabilize each other on a subset of direct target genes involved in key biological processes.

### HDA-1 is required for the full longevity of *set-26(-)* and *hcf-1(-)* mutants

Because SET-26 and HCF-1 homologs are well known to work with additional chromatin factors^23,30,38,39^, we wondered whether we could identify additional protein factors that might work together with SET-26 and HCF-1 at chromatin in *C. elegans*. We noted that the histone deacetylase HDA-1, homolog of mammalian HDAC1 and HDAC2, was a possible interactor of HCF-1 based on the IP-Mass Spec data (Supplementary Data 1), even though the data suggested only a weak interaction. Homologs of SET-26 and HCF-1 in flies and humans, respectively, have been suggested to recruit HDAC1 homologs to chromatin^16,40^, supporting a possible conserved functional interaction between these three proteins in various species.

We next tested whether *hda-1* depletion would impact the lifespan of our *set-26(-)* and *hcf-1(-)* mutants. Previous studies have found that, depending on conditions, depletion of *hda-1* can either reduce^13^, or have no effect^41,42^ on lifespan in *C. elegans*. However, the standard method of initiating *hda-1* RNAi at egglay in *C. elegans* leads to a profound sterility and developmental phenotype, resulting in worms with a sterile and disorganized gonad and protruding vulva^21^. To avoid these pleiotropic developmental effects and to focus on the effect of *hda-1* depletion during aging, we initiated *hda-1* RNAi on day 1 of adulthood in our lifespan studies. We found that under these conditions, depletion of *hda-1* with two different RNAi constructs (Supplementary Fig. 5a, b) did not impact the lifespan of wildtype worms, as previously reported for RNAi initiated at the L4 stage^41^. Interestingly, depletion of *hda-1* in adulthood specifically decreased the lifespan of *set-26(-)* and *hcf-1(-)* mutants (Fig. 5a and Supplementary Fig. 5c). Repeating this experiment in a germline-less mutant background, we obtained similar results (Fig. 5b), suggesting that HDA-1 is required in somatic cells of *set-26(-)* and *hcf-1(-)* mutants, where SET-26 and HCF-1 operate to modulate longevity.

**Fig. 5:**
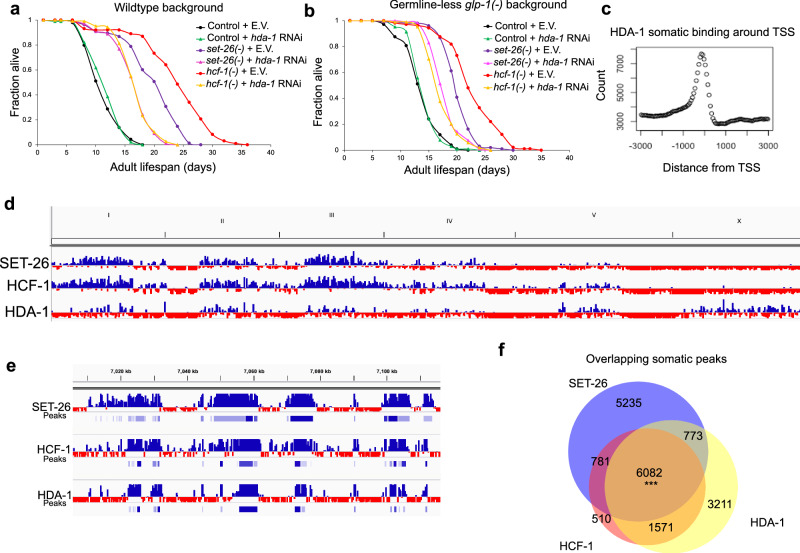
HDA-1 is required for the full longevity of *set-26(-)* and *hcf-1(-)* mutants and co-occupies many binding sites with SET-26 and HCF-1. **a** Survival curves for wildtype controls, *set-26(-)*, and *hcf-1(-)* mutants on E.V. control RNAi and *hda-1* RNAi from one representative experiment (*n* = 108, 102, 107, 105, 104, and 106 worms, respectively). **b** Survival curves for *glp-1(-)* germline-less controls, *glp-1(-);set-26(-)*, and *glp-1(-);hcf-1(-)* mutants on E.V. control RNAi and *hda-1* RNAi from one representative experiment (n = 104, 104, 106, 104, 106, and 105 worms, respectively). *hda-1* RNAi was initiated on day 1 of adulthood to avoid developmental defects caused by initiating *hda-1* RNAi from egglay. *N* = 2 biological replicates for lifespan experiments. **c** Distribution of somatic HDA-1 peaks relative to the transcription start sites (TSS) of associated genes within 3 kb. Count represents the number of somatic peaks within each bin. Data were obtained from CUT&RUN assays in the *glp-1(-);hda-1::gfp::ha* tagged strain, *N* = 2. Screenshots from IGV show normalized somatic SET-26, HCF-1 (as in Fig. 1), and HDA-1 binding either in a (**d**) whole genome view, or a (**e**) close-up of a section of Chromosome II, with peaks called by MACS2 underneath the signal track for each factor. **f** Venn diagram showing somatic SET-26, HCF-1, and HDA-1 peaks in the *glp-1(−)* mutant background and 6082 peaks that overlap by 1 bp or more. In (**f**), *** indicates *p* < 1 × 10^−15^ and the overlap is higher than expected by chance, as calculated by one-sided hypergeometric test. Source data are provided as a Source Data file. Gene sets are provided in Supplementary Data 2.

### HDA-1 co-occupies promoters bound by SET-26 and HCF-1

Although histone deacetylases are typically associated with gene silencing by removing active acetylation marks, the mammalian HDAC1 has been shown to localize at active gene promoters^19,43^. Recent ChIP-seq data in *C. elegans* from germline-less mutants also supports the localization of HDA-1 to active promoters in the worm^13^. To repeat this observation in our own hands, we tagged HDA-1 with GFP and HA. We performed CUT&RUN with this HDA-1-tagged strain in germline-less mutants (Supplementary Fig. 5d) and noticed that HDA-1 peaks were often (81% of the time) overlapping with promoter regions (Supplementary Fig. 5e), and, like SET-26 and HCF-1, the HDA-1 signal was enriched preceding the TSS (Fig. 5c). HDA-1 co-occupied many of the same promoters as SET-26 and HCF-1 (Fig. 5d–f; Supplementary Data 2), with 54% of HDA-1 peaks overlapping both SET-26 and HCF-1 somatic peaks, 49% of SET-26 peaks overlapping both HCF-1 and HDA-1 peaks, and 70% of HCF-1 peaks overlapping both SET-26 and HDA-1 peaks. This suggests that all three factors could regulate a common set of genes. Similar results were obtained by repeating the experiment in whole worms containing a germline (Supplementary Fig. 5f–i; Supplementary Data 2).

### HDA-1 binding to chromatin is not detectably changed in *set-26(-)* or *hcf-1(-)* mutants

We next wondered whether HDA-1 localization to chromatin was dependent on SET-26 or HCF-1. We performed CUT&RUN using germline-less HDA-1-tagged worms in *set-26(-)* and *hcf-1(-)* mutants (Supplementary Fig. 6a). We did not detect major differences in HDA-1 recruitment in *set-26(-)* or *hcf-1(-)* germline-less mutants (Fig. 6a–c; Supplementary Data 4), although the overall somatic HDA-1 signal and number of peaks was somewhat lower, particularly in *set-26(-)* mutants. This was accompanied by the identification of 26% of HDA-1 somatic peaks as being significantly lower in the *set-26(-)* mutant (Fig. 6d; Supplementary Data 4), while only 5% of peaks were lower in the *hcf-1(-)* mutant (Fig. 6e; Supplementary Data 4). When we repeated the experiment in whole worms containing a germline (Supplementary Fig. 6b, c), the effect of *set-26* loss on HDA-1 recruitment to chromatin was more dramatic, with 64% of HDA-1 peaks showing decreased binding (Supplementary Fig. 6d; Supplementary Data 4), whereas loss of *hcf-1* continued to have a minimal effect on HDA-1 recruitment to chromatin (Supplementary Fig. 6e; Supplementary Data 4). The data raise the intriguing possibility that germline SET-26 could have a role in HDA-1 recruitment. However, given that SET-26 operates in somatic cells to regulate lifespan, our data suggest that any HDA-1 recruitment defect observed here is unlikely to be related to the longevity phenotype of the *set-26(-)* mutant. This notion is further supported by the observation that only a small number of genes with lower somatic HDA-1 binding in *set-26(-)* and *hcf-1(-)* mutants also showed gene expression changes in those mutants (Fig. 6f; Supplementary Data 3). Altogether, we suggest that altering HDA-1 recruitment in early adulthood is not the main mechanism through which *set-26(-)* and *hcf-1(-)* mutants extend lifespan.

**Fig. 6:**
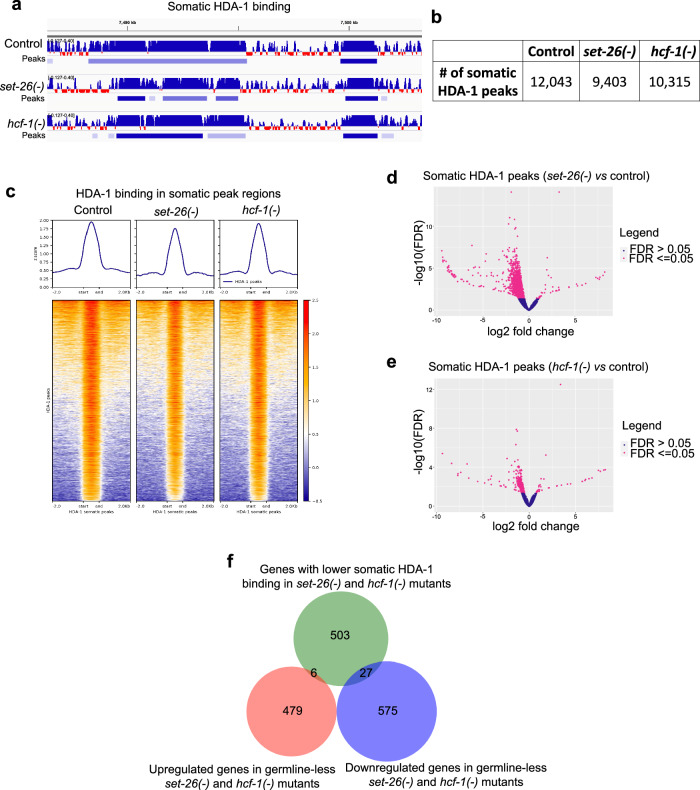
SET-26 and HCF-1 are unlikely to be major players in HDA-1’s recruitment to chromatin in somatic cells. **a** Screenshot from IGV shows normalized somatic HDA-1 binding and peak calls in a portion of Chromosome I (captured by CUT&RUN of *hda-1::gfp::ha* worms, *N* = 2) in controls, *set-26(-)*, or *hcf-1(-)* mutants grown on *glp-1* RNAi. **b** Number of HDA-1 peaks called in combined replicates of controls, *set-26(-)*, or *hcf-1(-)* mutants grown on *glp-1* RNAi. **c** Metaplot (top) and heatmap (bottom) of z-scores representing normalized HDA-1 signal in somatic HDA-1 binding sites and surrounding 2 kb up- and downstream in either controls, *set-26(-)*, or *hcf-1(-)* mutants grown on *glp-1* RNAi. **d**, **e** Volcano plot of HDA-1 binding regions determined by DiffBind to be significantly different (pink, FDR < = 0.05) or unchanged (blue, FDR > 0.05) in (**d**) *set-26(-)* or (**e**) *hcf-1(-)* mutants compared to controls grown on *glp-1* RNAi. DiffBind FDR values are calculated using DESeq2. **f** Venn diagram showing the genes with lower somatic HDA-1 binding in *set-26(-)* and *hcf-1(-)* mutants (identified in **d**, **e**) and the 6 and 27 genes that are commonly up- or downregulated, respectively, in *set-26(-)* and *hcf-1(-)* mutants as determined in Fig. 2a, b. Gene sets and differential peaks are provided in Supplementary Data 3 and 4.

### HDA-1 regulates expression of a subset of SET-26 and HCF-1 targets in opposing directions in the soma of *set-26(-)* and *hcf-1(-)* mutants

We next wondered whether the interaction between SET-26, HCF-1, and HDA-1 could be at the level of gene regulation. Given the antagonistic relationship between HDA-1 with SET-26 and HCF-1 in terms of lifespan modulation, we hypothesized that HDA-1 would oppose SET-26 and HCF-1 in gene regulation. We performed RNA-seq of germline-less *set-26(-)* and *hcf-1(-)* mutants and controls grown to adulthood on empty vector control bacteria and aged on either *hda-1* RNAi or empty vector control to determine *hda-1*-dependent gene expression changes. 

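The day 1 population of each genotype and replicate was split evenly onto EV or *hda-1* RNAi plates, so the same-numbered EV and *hda-1* RNAi libraries of a genotype come from 1 population. About 300 worms were collected per sample at day 3; the number at day 12 is not given in the methods. Each genotype, diet and day had 2 replicates, and libraries and counts were made as for day 1. The 12 day 3 libraries had 7680222 to 10147124 reads (median 8516625), and the 12 day 12 libraries had 6045498 to 17748121 (median 8908380.5). At day 12 the libraries labelled *hcf-1(-)* had 14983879 and 8974830 reads on EV and 6966458 and 17748121 on *hda-1* RNAi (replicates 1 and 2), so depth differed between their replicates. Comparisons of *hda-1* RNAi with EV used the 4 libraries of 1 genotype and day, and comparisons of mutants with controls the 6 libraries of 1 day and diet, as in the paper's methods. The targeted gene was examined first. *hda-1* (WBGene00001834) lies on chromosome V of WBcel235 from 14525389 to 14527411. Its reads were higher, not lower, in every library labelled *hda-1* RNAi, from 252.4 to 1917 CPM in these 12 libraries against 20.5 to 117.2 in the 18 labelled EV. These CPM were normalized over all 30 libraries. At day 3 the log2 fold change of *hda-1* was 5.19 in controls (standard error 0.58), 6.00 in libraries labelled *set-26(-)* (standard error 0.23) and 5.31 in those labelled *hcf-1(-)* (standard error 0.27), with adjusted p = 0.0034, 1.62e-12 and 2.33e-05 from edgeR's quasi-likelihood test. At day 12 it was 5.197, 5.14 and 5.61 in the same order (standard errors 0.26, 0.37 and 0.59, adjusted p = 0.00192, 0.00295 and 0.00218 from the same edgeR test). The counts therefore do not show a loss of *hda-1* RNA, and libraries are named by their label in every comparison of *hda-1* RNAi with EV. The paper reports depletion of *hda-1* by qRT-PCR at day 3. By immunoblot it also reports less HDA-1 protein at that age, including in germline-less worms. Whether the reads counted here come from the worms' own transcripts was not tested, so they cannot decide whether the knockdown worked.

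**Figure D2:**
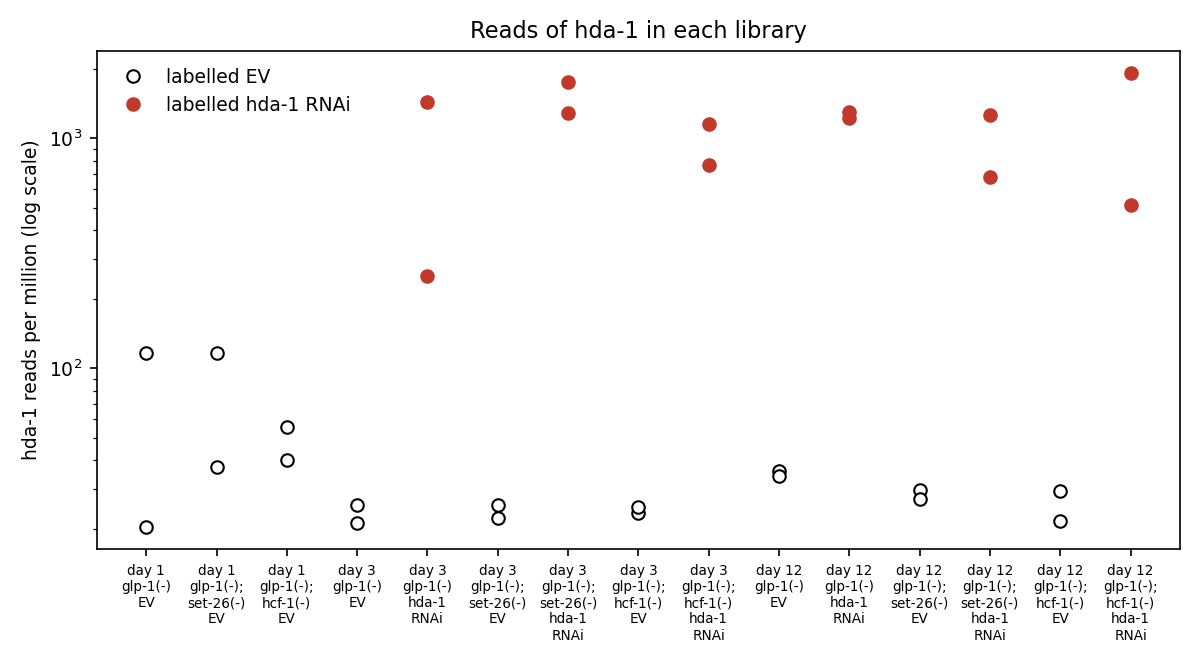
Normalized reads of *hda-1* in CPM (log axis) in each of the 30 libraries, by day, genotype and diet, with 1 point per replicate. The lowest library labelled *hda-1* RNAi, at 252.4 CPM, lies above the highest labelled EV, at 117.2.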

We collected samples at day 3, roughly 48 h after initiating *hda-1* RNAi, and at day 12 of adulthood to examine any age-related changes. We chose day 12 as a late-stage timepoint because it represents a time just before a major wave of death in germline-less controls (Fig. 5b), and because age-related chromatin and RNA expression changes in germline-less *glp-1(-)* mutants have been extensively profiled by our lab at day 12 of adulthood^35,44,45^. 

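In *glp-1(-)* controls on EV, 1426 genes were upregulated and 1819 downregulated at day 12 relative to day 1, of 12115 tested in the 4 libraries (edgeR's quasi-likelihood test, adjusted p under 0.05, n = 2 per day). With the other control libraries also in the fit, the number upregulated was 2299. By the paper's methods, the day 12 worms were what remained of the day 1 population. With the replicate number as a block, which fits that pairing, 970 genes were upregulated and 1457 downregulated. *Y60C6A.3* (WBGene00271832, chromosome V, 4785802 to 4786197) and *F13E9.9* (WBGene00008758, chromosome IV, 10897620 to 10899191) rose most. *Y60C6A.3* had 359 and 307 reads at day 12 and 0 at day 1, at least 65.8-fold higher (adjusted p = 0.00147 from edgeR). *F13E9.9* had 118 and 449 reads at day 12 and 0 at day 1, at least 62.4-fold higher (adjusted p = 0.0129 from edgeR). *col-93* (WBGene00000668, chromosome III, 10984552 to 10985609) fell most, from 58621 and 40835 reads to 18 and 5, a log2 fold change of -12.89 (standard error 0.74, adjusted p = 0.000798 from edgeR). *C32H11.4* fell to 4 and 1 reads, a log2 fold change of -12.22 (standard error 0.56, adjusted p = 0.000716 from edgeR). The gene lists of the earlier study were not used here.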

As expected, we uncovered many of the same age-related gene expression changes as our lab previously identified^35^ (Supplementary Fig. 7a, b).

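At day 3, the comparison of libraries labelled *hda-1* RNAi, in which reads of *hda-1* were higher, with EV gave 5 genes in controls (4 upregulated, 1 downregulated), 12 in those labelled *set-26(-)* (8 and 4) and 2 in those labelled *hcf-1(-)* (both upregulated), with edgeR's quasi-likelihood test. *hda-1* itself was 1 of the genes called in each genotype. At an unadjusted p under 0.05 there were 621, 584 and 415 genes, against 576.5, 606.4 and 628.1 by chance. The replicate number as a block raised the counts to 104, 71 and 144 genes; the deviations of same-numbered libraries had correlations of 0.18, 0.16 and 0.32 across genes. Over the 3 genotypes together, with 6 libraries on each diet, 60 genes were called, 42 upregulated and 18 downregulated, and 139 with the replicate number as a block. The other genes called in controls, named here after their values were seen, were *cnc-6*, *col-12* and *F57A10.2*, with log2 fold changes of 1.59, 3.05 and 2.73, and *ZK355.8* with -1.34 (adjusted p = 0.0273 for each from edgeR). The other gene called in the libraries labelled *hcf-1(-)* was *spp-9*, with a log2 fold change of 2.13 (adjusted p = 0.0311 from edgeR), likewise named after its value was seen. Both *hda-1* and *spp-9* were called there under all 5 other settings. Of the 5 genes called in controls, only *hda-1* was called with other libraries in the fit, and only *hda-1*, *cnc-6* and *ZK355.8* with DESeq2's Wald test. In the libraries labelled *set-26(-)*, where *col-12* (1.98) and *ZK355.8* (-1.55) were also among the 12 genes, only *hda-1* was called with other libraries in the fit and 8 of the 12 with DESeq2's Wald test. The first principal component of the 12 libraries, from the 500 most variable genes after the variance-stabilizing transformation, held 58.8% of the variance and the second 29.2%. Differences between genotypes made up 99.4% and 98.9% of these components.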

Surprisingly, we found that gene expression was largely unchanged at day three of adulthood, after two days of *hda-1* RNAi (Supplementary Fig. 7c; Supplementary Data 3). This is despite the marked decrease in HDA-1 protein levels induced at this timepoint, with a decrease of approximately 87% in the wildtype background and 48% in the germline-less background (Supplementary Fig. 7d, e). Although the knockdown in the germline-less background was weaker than the wildtype background when surveying total protein levels in whole worms by western blot, this was likely due to the high proportion of neurons (roughly one third of somatic cells) in the germline-less mutant, which are resistant to RNAi^46,47^. Indeed, while intestinal cells from germline-less mutants showed a dramatic reduction of HDA-1::GFP::HA levels by day 3 of adulthood after two days of *hda-1* RNAi (Supplementary Fig. 7f, g), the GFP levels in the head were not significantly decreased by *hda-1* RNAi (Supplementary Fig. 7h, i).

By day 12 of adulthood however, *hda-1*-dependent gene expression changes emerged (Supplementary Fig. 7j; Supplementary Data 3), and we therefore focused our analysis on these later-life gene expression changes. 

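At day 12, the first principal component held 36.2% of the variance and the second 33.8%. Differences between diets made up 66.7% of the first component and 29.1% of the second, and differences between genotypes 30.9% and 67.8%. Over the 3 genotypes together, 2529 genes differed between libraries labelled *hda-1* RNAi and EV, 1604 upregulated and 925 downregulated, and 3414 with the replicate number as a block (edgeR's quasi-likelihood test, 6 libraries on each diet). These libraries had more reads of *hda-1* than those on EV.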

We identified 471 and 877 genes that changed in expression in *set-26(-)* and *hcf-1(-)* mutants respectively on *hda-1* RNAi versus empty vector. 

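At day 12, the libraries labelled *hda-1* RNAi, in which reads of *hda-1* were higher than on EV, differed from EV in 161 genes in those labelled *set-26(-)* (122 upregulated, 39 downregulated) and in 756 in those labelled *hcf-1(-)* (579 and 177), with edgeR's quasi-likelihood test. In controls, 128 genes differed, 118 upregulated and 10 downregulated. The number of genes tested was 13283, 14062 and 12951 in that order. A replicate block gave 2202, 3074 and 1678 genes. Same-numbered libraries, which share a population, deviated together, with correlations of 0.43, 0.30 and 0.42 across genes. DESeq2's Wald test gave 470, 874 and 357 genes, which included all 161 genes of the first list and 732 of the 756 of the second. The paper states that *hda-1*-dependent changes had emerged by this age.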

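On EV at day 12, 636 genes differed from controls in the libraries labelled *set-26(-)* (439 upregulated, 197 downregulated) and 790 in those labelled *hcf-1(-)* (449 and 341), of 13608 genes tested with edgeR's quasi-likelihood test. With the replicate number as a block, 1074 genes differed in the libraries labelled *hcf-1(-)*, where the deviations of same-numbered libraries had a correlation of 0.10 across genes. Of the genes changed on EV, 27 (4.2%) were also changed on *hda-1* RNAi in the libraries labelled *set-26(-)*, and 136 (17.2%) in those labelled *hcf-1(-)*. With the block, the shared genes were 284 and 511.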

We found that of the 967 and 1129 genes that are misregulated at baseline in *set-26(-)* and *hcf-1(-)* mutants compared to controls on empty vector at day 12 of adulthood, 114 (12%) and 204 (18%), respectively, were again significantly mis-regulated upon *hda-1* RNAi. Of these genes that are regulated by SET-26 and/or HCF-1 at baseline and are again changed by *hda-1* RNAi, the majority of the genes exhibited an antagonistic change in expression such that the gene expression changes normally observed in the *set-26(-)* and *hcf-1(-)* mutants were reversed when aged on *hda-1* RNAi. Specifically, of the 114 genes that showed significant expression changes in the *set-26(-)* mutant (compared to controls) and also when *set-26(-)* mutants were treated with *hda-1* RNAi (compared to control RNAi), 70% (80 genes) show an antagonistic relationship, to the extent that 50 of these genes that are normally altered in *set-26(-)* mutants no longer reached significance in *set-26(-)* mutants treated with *hda-1* RNAi, and one gene reached significance in the opposite direction from its baseline change. Similarly, of the 204 genes that are differentially expressed in the *hcf-1(-)* mutant (compared to controls) and also when *hcf-1(-)* was treated with *hda-1* RNAi (compared to control RNAi), 68% (138 genes) show an antagonistic relationship, whereupon 83 of these genes were no longer significantly differentially expressed upon *hda-1* RNAi, and two genes reached significance in the opposite direction from their baseline change.

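Of the 27 genes changed in both comparisons in the libraries labelled *set-26(-)*, 19 (70.4%, 95% Wilson interval 51.5% to 84.1%) changed in opposite directions, 11 of them higher and 8 lower than controls on EV. The interval treats genes as independent, which they are not. On *hda-1* RNAi, 12 of the 19 were not called against controls on the same diet, and 0 were called in the opposite direction, where 2803 of all genes had an unadjusted p under 0.05. Under the replicate block, 73.9% of the shared genes had opposite directions, and of those 210 genes 88 were not called on *hda-1* RNAi and 3 were called in the opposite direction. Same-numbered libraries had a correlation of 0.235 there, and the block raised the genes called from 463 to 1976. Both comparisons use the same EV libraries of the mutant, and those on *hda-1* RNAi had more reads of *hda-1*.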

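Of the 136 genes changed in both comparisons in the libraries labelled *hcf-1(-)*, 88 (64.7%, 95% Wilson interval 56.4% to 72.2%) changed in opposite directions, 45 of them higher and 43 lower than controls on EV. On *hda-1* RNAi, whose libraries had more reads of *hda-1*, 60 of the 88 were not called against controls and 1 was called in the opposite direction. With the replicate number as a block, the share with opposite directions was 66.5%, and of those 340 genes 127 were not called on *hda-1* RNAi and 1 was called in the opposite direction. The correlation of same-numbered libraries was 0.278 there, and the genes called rose from 614 to 2039. The mutant's EV libraries enter both comparisons here too. From the opposite directions, the paper states that the changes normally seen in the mutants were reversed on *hda-1* RNAi.

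**Figure D3:**
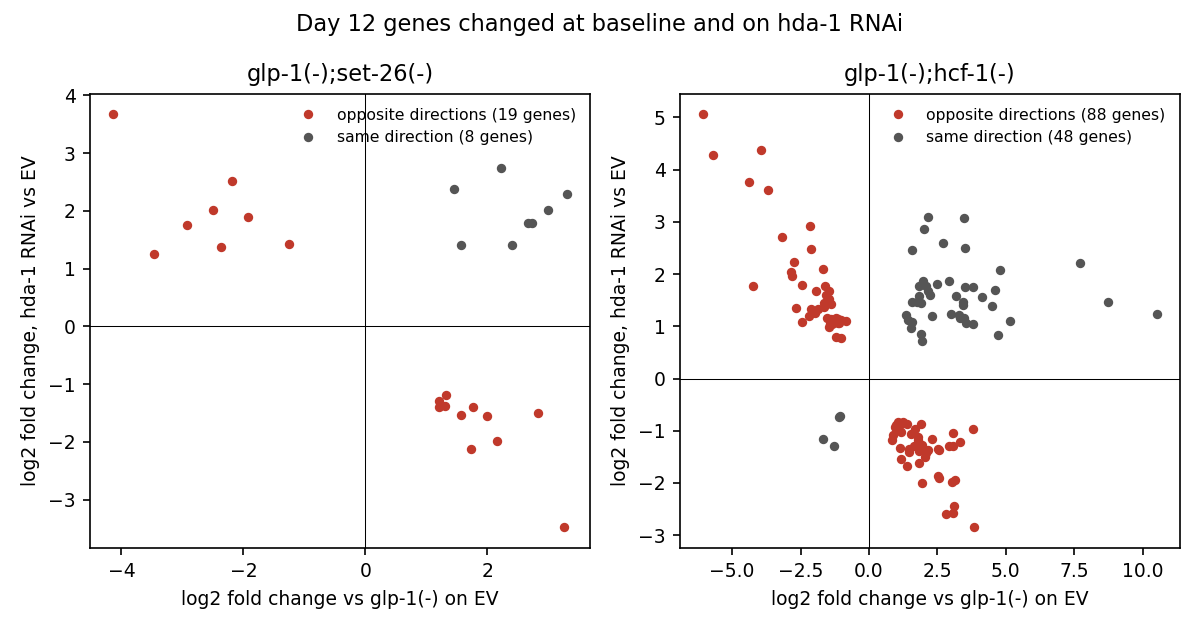
Log2 fold changes at day 12 of the genes called in both comparisons, with the mutant against *glp-1(-)* on EV on the horizontal axis and *hda-1* RNAi against EV on the vertical axis, 1 dot per gene. The 19 and 88 genes with opposite directions are red, and the 8 and 48 with the same direction are grey.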

To focus on the gene expression changes most likely to be relevant to the lifespan phenotype, we looked for *hda-1*-dependent gene expression changes unique to *set-26(-)* and *hcf-1(-)* mutants. We reasoned that since *hda-1* RNAi shortens the lifespan of *set-26(-)* and *hcf-1(-)* mutants and not controls, the genes that change in response to *hda-1* RNAi in *set-26(-)* and *hcf-1(-)* mutants and not controls would be most likely to explain the requirement for *hda-1* in *set-26(-)* and *hcf-1(-)* mutant longevity. 

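Between libraries labelled *hda-1* RNAi, with their higher reads of *hda-1*, and EV at day 12, 693 genes were called in at least 1 mutant and not in controls, 108 in libraries labelled *set-26(-)*, 661 in those labelled *hcf-1(-)* and 76 in both. With the replicate number as a block in each comparison, 2807 genes were. Of the genes called in a mutant, 53 and 95 were also called in controls. In controls, 104 (96.3%) of the 108 genes and 626 (94.7%) of the 661 changed in the same direction as in the mutant. The median log2 fold change of the 108 genes in the mutant's direction was 1.82 in the mutant and 1.27 in controls, and that of the 661 genes 1.46 and 1.18. A direct test of whether the effect of *hda-1* RNAi differed between mutant and control, the interaction in edgeR's quasi-likelihood model of the 12 libraries, called 0 of 14836 genes for either mutant. At an unadjusted p under 0.05 there were 839 genes for *set-26(-)* and 535 for *hcf-1(-)*, against 741.8 by chance. Among the 108 and 661 genes themselves there were 31 and 90. These genes were chosen by their change in the mutant, which also enters the interaction. A replicate block in that model, shared by the genotypes although their populations differ, called 16 and 15 genes.
By the smaller change in the 2 mutants, *Y49F6B.12*, *C36F7.5* and *gcy-13* rose most. *Y49F6B.12* (WBGene00044376, chromosome II, 3472075 to 3472416) had log2 fold changes of 5.47 in libraries labelled *set-26(-)* (standard error 0.33, adjusted p = 0.00107 from edgeR) and 5.43 in those labelled *hcf-1(-)* (standard error 0.54, adjusted p = 0.00216 from edgeR), and 2.77 in controls (adjusted p = 0.269 from edgeR). *C36F7.5* had 2.99 and 3.02 (adjusted p = 0.0129 and 0.000824 from edgeR), and 1.73 in controls (adjusted p = 0.103 from edgeR). *gcy-13* had 2.71 and 3.65 (adjusted p = 0.0413 and 0.0047 from edgeR), and 3.47 in controls (adjusted p = 0.0912 from edgeR). *F59A7.11*, *clec-18* and *W02D7.11* fell most. *F59A7.11* had -3.48 and -2.60 (adjusted p = 0.0452 and 0.00744 from edgeR) and was at least 3.28-fold lower in controls. *clec-18* had -3.54 and -2.53 (adjusted p = 0.0192 and 0.0155 from edgeR). In controls it was 16.4-fold lower against the floor of 3 reads. The control EV libraries had 99 and 5 reads, so that value rests on 1 library and is not a lower bound. *W02D7.11* had -2.28 and -2.36 (adjusted p = 0.0291 and 0.0118 from edgeR), and -4.29 in controls (adjusted p = 0.0724 from edgeR). With DESeq2's size factors, *gcy-13* and *F59A7.11* were not called in the libraries labelled *set-26(-)* (adjusted p = 0.0507 and 0.0549 from edgeR). With other libraries in the fit, *W02D7.11* was not called there and *clec-18* not in those labelled *hcf-1(-)* (adjusted p = 0.0742 and 0.101 from edgeR).

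**Figure D4:**
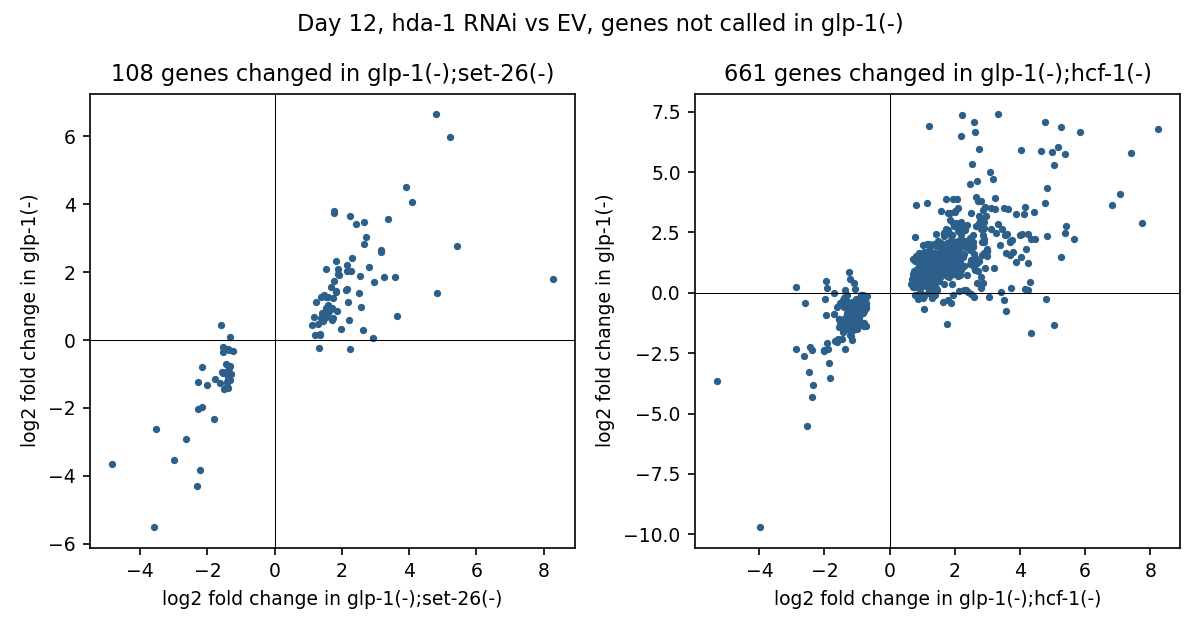
Log2 fold changes of *hda-1* RNAi against EV at day 12 in the mutant (horizontal axis) and in *glp-1(-)* controls (vertical axis) for the genes called in the mutant and not in controls, 1 dot per gene. Of the 108 genes on the left, 104 have the same direction in controls, and of the 661 on the right, 626.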

We identified 813 genes in total that were significantly differentially expressed in either *set-26(-)* or *hcf-1(-)* mutants on *hda-1* RNAi compared to empty vector. We plotted the expression of these genes first at baseline, in *set-26(-)* or *hcf-1(-)* day 12 mutants compared to controls, and then in *set-26(-)* and *hcf-1(-)* mutants on *hda-1* RNAi compared to empty vector (Fig. 7a; Supplementary Data 3).

**Fig. 7:**
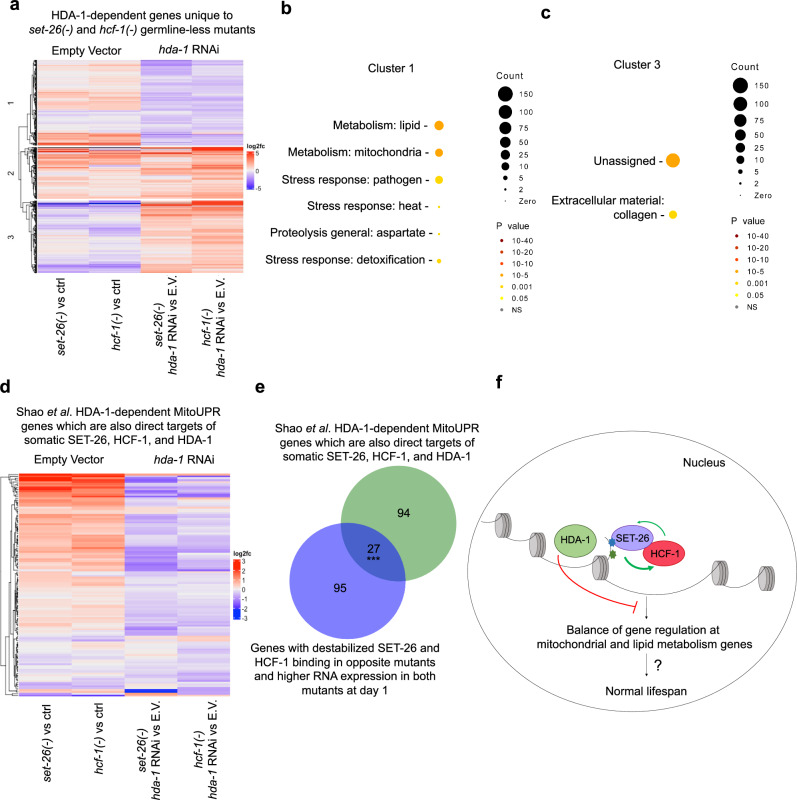
SET-26 and HCF-1 control expression of a subset of genes which are co-regulated by HDA-1 in an antagonistic manner. **a** Heatmap showing hierarchical clustering of HDA-1-dependent genes identified as differentially expressed with *hda-1* RNAi during aging in either day 12 adult *glp-1(-);set-26(-)* or *glp-1(-);hcf-1(-)* worms but not *glp-1(-)* single mutants. Log2 fold change of RNA expression for these genes in day 12 samples are indicated by color. Columns 1–2 show expression changes in *glp-1(-);set-26(-)* or *glp-1(-);hcf-1(-) vs glp-1(-)*, and columns 3–4 show expression changes in *glp-1(-);set-26(-)* or *glp-1(-);hcf-1(-)* on *hda-1* RNAi vs E.V. during aging. The heatmap is split into three hierarchical clusters representing different behaviors. **b**, **c** Wormcat enrichment analysis of cluster 1 or 3. Wormcat *p* values are determined by one-sided Fisher test with FDR correction. **d** Heatmap showing hierarchical clustering of direct somatic binding targets of SET-26, HCF-1, and HDA-1 that were also identified by ref. ^13^ as “HDA-1-dependent mitoUPR genes”. Log2 fold change of these genes in our day 12 data set are shown by color. As above, columns 1-2 show expression changes in germline-less *set-26(-)* and *hcf-1(-)* mutants *vs* controls, and columns 3–4 show the expression change in germline-less *set-26(-)* and *hcf-1(-)* mutants on *hda-1* RNAi *vs* E.V. during aging. **e** Venn diagram showing overlap of the common CUT&RUN targets of SET-26, HCF-1, and HDA-1 that are also “HDA-1-dependent mitoUPR genes” as indicated in (**d**) with the 122 genes on which somatic SET-26 and HCF-1 binding stabilize each other and show higher RNA expression in both mutants as identified in Fig. 4h. **f** The proposed model, in which SET-26 recruits HCF-1 to chromatin, HCF-1 stabilizes SET-26, and the pair work together to regulate gene expression. The model proposes that HDA-1 co-regulates a subset of genes with SET-26 and HCF-1, often mitochondrial and lipid metabolism genes, but in the opposite direction. Together, the factors contribute to the balance of gene regulation and longevity. In (**e**), *** indicates *p* < 1 × 10^−15^ and the overlap is higher than expected by chance, as calculated by one-sided Fisher’s Test. Gene sets are provided in Supplementary Data 3. *N* = 2 for RNA-seq.

We noticed that the heatmap naturally clustered into three segments based on different patterns of gene expression behavior, with two of the three clusters exhibiting opposing gene expression in the *set-26(-)* and *hcf-1(-)* mutants at baseline and on *hda-1* RNAi. 

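Of the 693 genes called in a mutant and not in controls, 692 had a value in all 4 comparisons, computed without the filter on low counts. Their log2 fold changes were split into 3 clusters by hierarchical clustering with complete linkage, and the clusters are named here by their change on *hda-1* RNAi, in libraries where reads of *hda-1* were higher. The lowest cluster held 184 genes, the middle one 374 and the highest 134. With average linkage the clusters held 2, 689 and 1 genes. Counted by direction alone, 124 genes were higher in both mutants at baseline and lower on *hda-1* RNAi in both, and 155 the reverse. Another 197 were higher in both mutants in all 4 comparisons, 26 were lower in all 4, and 190 had other patterns.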

We were particularly interested in these opposing clusters (cluster 1 with 332 genes and cluster 3 with 281 genes), because of our observation that HDA-1 opposes SET-26 and HCF-1 in lifespan modulation, making genes in these clusters good candidates as modulators of lifespan in the mutants. We found that Cluster 1, which contained genes that tended to increase in *set-26(-)* and *hcf-1(-)* mutants (median fold change 1.25 and 1.40) but decreased on *hda-1* RNAi (median fold change 0.47 and 0.53), was enriched for lipid (26 genes) and mitochondrial metabolism (20 genes), as well as stress response genes (27 genes combined between pathogen, heat, and detoxification categories) and proteolysis genes (5 genes) (Fig. 7b; Supplementary Data 3), while Cluster 3, which contained genes that tended to decrease in *set-26(-)* and *hcf-1(-)* mutants (median fold change 0.70 and 0.59) but increased on *hda-1* RNAi (median fold change 2.07 and 2.48), was enriched for unassigned processes (110 genes) and collagen (12 genes) (Fig. 7c; Supplementary Data 3).

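In the libraries labelled *set-26(-)* and *hcf-1(-)*, the genes of the cluster lowest on *hda-1* RNAi had median fold changes of 1.35 and 1.59 at baseline and 0.478 and 0.453 on *hda-1* RNAi against EV, where reads of *hda-1* were higher. Directions were opposite for 136 and 146 of its 184 genes. The middle cluster had medians of 0.971 and 0.757 at baseline and 1.98 and 2.98 on *hda-1* RNAi, with opposite directions for 204 and 251 of its 374 genes. Clustered on DESeq2's log2 fold changes, the middle cluster's median at baseline was 1.14 in the libraries labelled *set-26(-)*, on the other side of 1, and 0.907 in those labelled *hcf-1(-)*. The cluster highest on *hda-1* RNAi had 4.49 and 3.08 at baseline and 2.15 and 3.79 on *hda-1* RNAi.
The mitochondrial metabolism and collagen genes from the paper's day 1 list, which the day 12 libraries did not choose, were tested with limma's camera against all other genes tested. In this family of 12 tests, which also covered the 10 mitoUPR genes the paper names, the adjusted values are by Benjamini-Hochberg. The 55 mitochondrial metabolism genes had median log2 fold changes of 0.28 and 0.37 at baseline, higher for 43 and 49 genes (adjusted p = 0.00674 and adjusted p = 2.28e-05 from limma's camera). On *hda-1* RNAi their medians were -0.34 and -0.26, lower for 47 and 51 genes (adjusted p = 8.92e-06 and adjusted p = 8.4e-05 from limma's camera). With the replicate number as a block these medians were -0.35 and -0.26 (adjusted p = 3.64e-05 and adjusted p = 0.00017 from limma's camera, over the 8 tests run with the block), and the baseline median in the libraries labelled *hcf-1(-)* was 0.35 (adjusted p = 4.13e-05). In controls the median on *hda-1* RNAi was -0.27, lower for 43 of 54 genes tested (adjusted p = 0.0019 from limma's camera, over 3 tests in controls). Of the collagen genes, 12 and 16 could be tested on *hda-1* RNAi, with medians of 0.98 and 1.39, higher for 12 and 15 (adjusted p = 8.92e-06 and adjusted p = 9.44e-08 from limma's camera). With the block the collagen medians were 0.99 and 1.38 (adjusted p = 6.46e-05 and adjusted p = 8.72e-06 from limma's camera). In controls the collagen median was 2.48, higher for 12 of 12 genes (adjusted p = 1.14e-17 from limma's camera). The day 12 counts decided which collagen genes passed the filter on low counts. A gene with few reads on EV could pass only if it was higher on *hda-1* RNAi, so part of this direction may come from the filter. At baseline, 9 collagen genes could be tested, with medians of 0.40 and -0.23 (adjusted p = 0.119 and adjusted p = 0.829 from limma's camera), and with the block the latter was -0.09 (adjusted p = 0.827).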

We were particularly interested in the enrichment in Cluster 1 for mitochondrial metabolism genes, given our findings that SET-26 and HCF-1 stabilize each others’ binding on mitochondrial metabolism genes and the expression of these genes are increased in *set-26(-)* and *hcf-1(-)* mutants (Fig. 4h, Supplementary Fig. 4e; Supplementary Data 3). Furthermore, previous studies have demonstrated that HDA-1 is required for activation of the mitoUPR in *C. elegans*^13,14^, and the lifespan phenotype of a model of mitoUPR-mediated longevity^13^. 

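At day 1, *hsp-6* (WBGene00002010, chromosome V of WBcel235, 4824124 to 4826760) had 208.7 ± 61.8 CPM (SD, n = 2) in the libraries labelled *set-26(-)*, 118.9 ± 22.7 (SD, n = 2) in those labelled *hcf-1(-)* and 37.4 ± 0.77 (SD, n = 2) in controls. Its log2 fold changes were 2.48 (standard error 0.27, 5.58-fold, adjusted p = 0.00197 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 1.67 (standard error 0.27, 3.18-fold, adjusted p = 0.00761). *hsp-60* (WBGene00002025, chromosome III, 1619742 to 1625803) had 51.3 ± 4.195, 24.8 ± 7.24 and 8.65 ± 3.25 CPM (SD, n = 2) in the same order. Its log2 fold changes were 2.56 (standard error 0.33, 5.92-fold, adjusted p = 0.00393 from edgeR's test) and 1.52 (standard error 0.33, 2.86-fold, adjusted p = 0.0222 from edgeR's test). Both genes were higher in each replicate of each mutant than in either control library. The libraries labelled *set-26(-)* did not have fewer reads of *set-26* than controls.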

Our RNA-seq analysis showed elevated levels of two mitoUPR markers, *hsp-6* (increased 5.46-fold and 3.12-fold) and *hsp-60*^48^ (increased 5.82-fold and 2.79-fold), in *set-26(-)* and *hcf-1(-)* young adults (Supplementary Fig. 8a, b), suggesting the mitoUPR is activated at baseline in these mutants. In line with this, we observed increased GFP expression of the classical mitoUPR reporter strain, *hsp-6p::gfp*, in *set-26(-)* and *hcf-1(-)* mutants as young adults (Supplementary Fig. 8c, d). To test if HDA-1 is required for mitoUPR activation in *set-26(-)* and *hcf-1(-)* mutants at baseline, we initiated *hda-1* RNAi at egglay and observed decreased expression of *hsp-6p::gfp* in *set-26(-)* and *hcf-1(-)* mutants as young adults (Supplementary Fig. 8c, d). As a control, we repeated the conditions followed by Shao et al. and observed as expected that *hsp-6p::gfp* activation induced by *atp-2* RNAi was decreased upon *hda-1* RNAi as expected^13^ (Supplementary Fig. 8e, f).

Previous analysis from Shao et al. identified a group of 283 “HDA-1-dependent mitoUPR genes”, which are mitoUPR genes normally activated upon mitochondrial perturbation and the expression of which decreases on *hda-1* RNAi^13^. We intersected this gene list with our CUT&RUN datasets to obtain 121 “HDA-1-dependent mitoUPR genes” also bound by SET-26, HCF-1, and HDA-1 in somatic cells. We plotted the expression of these 121 genes (Fig. 7d; Supplementary Data 3) in our day 12 adult gene expression data set again at baseline and with *hda-1* RNAi during aging. Although only a small number of these genes (19 and 26) reached the threshold of statistical significance in *set-26(-)* and *hcf-1(-)* mutants versus controls at day 12 of adulthood, respectively, our heatmap revealed that the majority of these 121 genes tended to subtly increase in expression in germline-less *set-26(-)* and *hcf-1(-)* mutants compared to controls, with 94 and 92 out of 121 genes having a fold change higher than one compared to controls in *set-26(-)* and *hcf-1(-)* mutants (median fold change of 1.37 and 1.45, respectively). When exposed to *hda-1* RNAi, the expression of these genes generally decreased in both *set-26(-)* and *hcf-1(-)* mutants, with 102 and 109 genes showing a fold change less than one on *hda-1* RNAi (median fold change of 0.75 and 0.79, respectively), although again the number of genes that reached statistical significance within this group was small (9 in *set-26(-)* mutants and 12 in *hcf-1(-)* mutants on *hda-1* RNAi). Although subtle, the overall trend is consistent with reduction of *hda-1* leading to a mild deactivation of mitoUPR genes in germline-less *set-26(-)* and *hcf-1(-)* mutants. Interestingly, we found that 27 of these direct targets that were “HDA-1-dependent mitoUPR genes” were the same genes identified in Fig. 4h that exhibited de-stabilized SET-26 and HCF-1 binding in the *hcf-1(-)* and *set-26(-)* mutants respectively and were accompanied by increased RNA expression in both *set-26(-)* and *hcf-1(-)* mutants at day 1 of adulthood (median fold change of 4.15 and 3.10 at day 1 of adulthood, respectively) (Fig. 7e; Supplementary Data 3). These include the mitoUPR marker *hsp-6*, the mitochondrial fission factors *mff-2* and *drp-1*, the mitochondrial translocases *timm-23*, *scpl-4*, and *tin-9.1*, and the translational elongation factors *gfm-1*, *tufm-1*, *tufm-2*, and *tsfm-1* (Supplementary Data 3). 

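At day 1, these 10 genes were called upregulated in both mutants with edgeR's quasi-likelihood test. The paper chose them in part for higher expression at day 1 in these same libraries, so that direction is not an independent test. For libraries labelled *set-26(-)*, whose reads of *set-26* were not lower, the log2 fold changes ran from 1.66 for *tin-9.1* to 4.13 for *mff-2*, with a median of 2.19. In those labelled *hcf-1(-)* they ran from 1.25 for *tufm-2* to 2.47 for *mff-2*, with a median of 1.94. *mff-2* (WBGene00018894, chromosome I of WBcel235, 5657917 to 5658712) overlaps 1 other gene on the same strand, so its count is uncertain. At day 12 on EV, all 10 were higher than controls in both mutants, with medians of 0.29 and 0.83 (adjusted p = 0.00141 and adjusted p = 2.28e-05 from limma's camera over 12 tests), and 2 and 3 were called. On *hda-1* RNAi, whose libraries had more reads of *hda-1*, all 10 were lower than on EV in both mutants, with medians of -0.49 and -0.41 (adjusted p = 2.15e-05 and adjusted p = 0.00281 from limma's camera). In controls, 8 of the 10 were lower on *hda-1* RNAi, with a median of -0.28 (adjusted p = 0.0225 from limma's camera, over 3 tests in controls). *mff-2* was called in the libraries labelled *set-26(-)*, with a log2 fold change of -1.49 (standard error 0.21, adjusted p = 0.0265 from edgeR), and no gene of the 10 in those labelled *hcf-1(-)*. *hsp-6* had log2 fold changes on *hda-1* RNAi of -1.30 (adjusted p = 0.115 from edgeR) and -0.53 (adjusted p = 0.463 from edgeR). With the replicate number as a block, *hsp-6* was called in both, with -1.30 and -0.61 (adjusted p = 1.13e-05 and 0.000133 from edgeR).

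**Figure D5:**
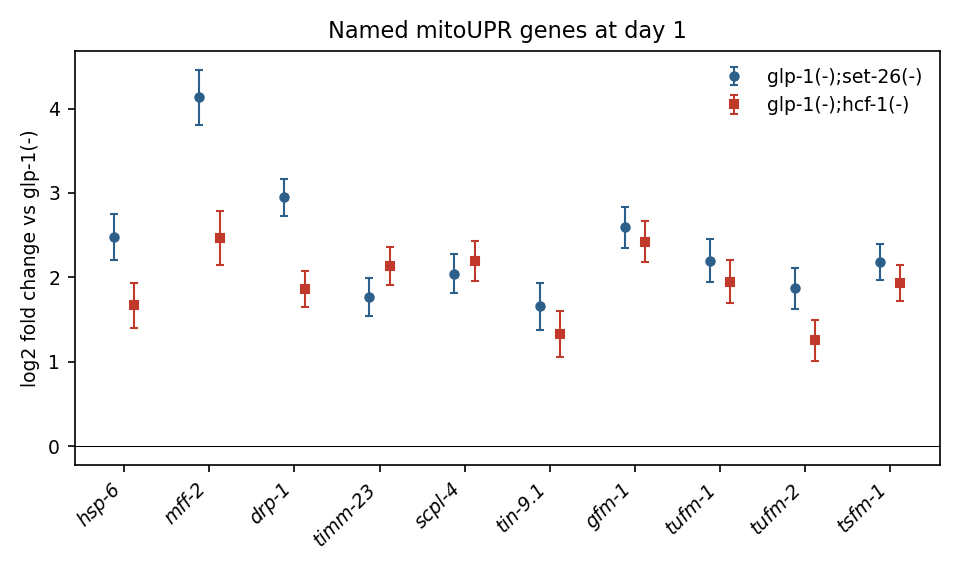
Log2 fold changes against *glp-1(-)* controls at day 1 of the 10 named genes in libraries labelled *set-26(-)* and *hcf-1(-)*, with bars for the standard error and 2 replicates per genotype. The highest value is 4.13 for *mff-2*, and every value lies above 0. The genes were chosen in part for being higher in these same libraries.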

Taken together, this suggests that SET-26 and HCF-1 stabilize each other and dampen expression of a subset of mitoUPR genes where they compete with HDA-1 for control over gene expression.

## Discussion

In this study, we find that the chromatin factors SET-26 and HCF-1 work together in both lifespan modulation and chromatin regulation in *C. elegans*. We show that SET-26 and HCF-1 operate in the same genetic pathway to regulate lifespan, and the long lifespan of both mutants requires the histone deacetylase HDA-1 in somatic cells. All three factors have similar binding profiles at chromatin, suggesting they could regulate similar genes. Our CUT&RUN data suggest a more direct relationship between SET-26 and HCF-1 at chromatin, and we propose that SET-26 is responsible for the majority of HCF-1 recruitment to chromatin in somatic cells. Interestingly, we identified a subset of genes, mainly functioning in mitochondrial and lipid metabolism, on which SET-26 and HCF-1 stabilize each others’ binding and act to affect the expression. The genetic relationship between HDA-1 with SET-26 and HCF-1 is antagonistic and our gene expression profiling shows that HDA-1 often impacts gene expression in the opposite direction from SET-26 and HCF-1, especially on mitochondrial and lipid metabolism genes. Taken together, we put forth a model in which SET-26 recruits HCF-1 to chromatin, where HCF-1 helps stabilize SET-26 at a subset of binding sites. HDA-1 binds to these same genes and antagonizes SET-26 and HCF-1 over control of gene expression (Fig. 7f). Together, SET-26, HCF-1, and HDA-1 fine-tune gene expression, particularly of mitochondrial and lipid metabolism genes.

Since previous studies have shown that both SET-26 and HCF-1 operate in somatic cells to regulate lifespan^5,15^, we focused the majority of our genomic studies on germline-less mutants to study the tissues of most relevance to the aging phenotype. Indeed, we found that HCF-1 binding to chromatin is severely affected by loss of *set-26* when looking at somatic-only samples but only minorly affected in germline-containing wildtype whole worm samples. One possible explanation for the difference between germline-containing and germline-less worms could be that SET-26 plays a more important role in recruiting HCF-1 in somatic cells than in the germline, however as we have not conducted any tissue-specific analysis of isolated germlines, we can only speculate about this possibility. It is tempting to speculate however, that SET-26 could have a tissue-specific role in recruiting HCF-1 only in somatic cells, or that another protein such as SET-9, a paralog of SET-26 which is only expressed in the germline and modulates reproduction but not lifespan^15^, could contribute to HCF-1 recruitment in the germline. It will be interesting for future studies to investigate the role of SET-26 in recruiting HCF-1 in the germline and whether SET-9 plays a role.

As *C. elegans* somatic cells are all terminally differentiated, this study may also provide an incentive to study the role of the human homologs of SET-26 and HCF-1, called MLL5 and HCF-1, in differentiated cells. Most research on MLL5 and HCF-1 has been done in proliferating cell lines to study cell cycle progression and cancer, but recent evidence suggests both MLL5 and HCF-1 can play a role in neuronal development^49,50^, and HCF-1 has been shown to play a role in the adult murine liver^31^, highlighting the need for additional work on the mammalian homologs in differentiated tissues.

Contrarily, we find a more substantial defect in HDA-1 binding in wildtype whole worm germline-containing samples than in germline-less mutants. We speculate that this could be the result of a tissue-specific role for SET-26 in mediating HDA-1 recruitment in the germline and not in somatic cells, and it will be interesting for future studies to test this hypothesis. In light of our previous observation that SET-9 and SET-26 are required to restrict the spreading of H3K4me3 at SET-9 and SET-26 binding sites only in the germline^15^, it will be interesting to investigate whether histone acetylation and HDA-1 recruitment are also altered specifically at these sites. Given that SET-26, HCF-1, and HDA-1 are all well-known regulators of the germline in *C. elegans*^15,18,21^ and that in *Drosophila* the SET-26 homolog, UpSET, can recruit the HDA-1 homolog, Rpd3, to chromatin in an embryonic cell line^40^, this will be an interesting avenue for future study. It may prove especially interesting given the role of all three proteins in the cell cycle and cancer in humans^16,24,51,52^, and the evidence from our whole worm CUT&RUN data that SET-26 and HCF-1 binding is enriched for cell cycle genes in germline-containing worms.

In order to focus on the targets most likely to influence longevity, we characterized SET-26 and HCF-1 binding primarily in somatic cells. Interestingly, SET-26 and HCF-1 both occupy the promoters of many thousands of genes which represent a wide range of basic biological functions, making them relatively ubiquitous and general factors at promoters. Of note, our CUT&RUN approach utilized whole worms lacking germlines, thus our results are an aggregate of binding signal obtained from all surveyed somatic cell types. Therefore, our current approach is not able to distinguish whether SET-26 and HCF-1 co-occupy the same promoters in the same cell type, or whether they occupy the same promoters independently in different cell types. Given the IP-Mass Spec interaction data between SET-26 and HCF-1 and the requirement for SET-26 in HCF-1 binding, it seems more likely that SET-26 and HCF-1 co-occupy the same promoters together in the same cell types, however future approaches will be required to test this in a tissue-specific manner.

While SET-26 and HCF-1 occupy the promoters of many thousands of genes, only a small subset of these binding sites actually change in expression in *set-26(-)* and *hcf-1(-)* germline-less mutants. Previous studies of HCF-1 in mammalian cells have shown similar findings, revealing HCF-1 to be a factor that binds thousands of active promoters, but influences the expression of only a subset of those promoters in both activating and repressive ways^30,31^. Interestingly, mammalian HCF-1 is well known to be able to recruit either activating or repressive histone-modifying complexes to chromatin at different stages of the cell cycle^16^. Thus, it is possible that SET-26 and HCF-1 interact with multiple chromatin-modifying complexes or transcription factors in the same cell type, or, given that the CUT&RUN and RNA-seq data both represent a mixture of somatic cells, that SET-26 and HCF-1 work with distinct subcomplexes in different cell types. It will be interesting to identify these potential subcomplexes in the future, the cell type they operate in, and which contribute to the longevity phenotype of the mutants. It will also be interesting to determine whether the genes bound by SET-26 and HCF-1 that do not change in expression in our dataset ever show expression changes in different cell types or physiological contexts, and if not, whether SET-26 and HCF-1 are functionally redundant at those sites or if they play a different role in shaping the chromatin landscape.

One of the most interesting findings from our study is that in somatic cells, HCF-1 binding is severely decreased genome-wide upon loss of *set-26*, whereas the majority of somatic SET-26 binding occurs largely independently from HCF-1. Importantly, we have not ruled out an indirect effect caused by loss of *set-26*, and it is entirely possible that loss of *set-26* somehow alters the chromatin environment indirectly in a manner that prevents proper HCF-1 recruitment to chromatin. However, it is tempting to speculate that SET-26 may directly recruit HCF-1 to chromatin. This is especially intriguing given evidence from human cells that mammalian homologs, MLL5 and HCF-1, physically interact^23,38^, and recent work that showed MLL5 was required for proper HCF-1 recruitment at certain MLL5 target genes^38^. It will be interesting in the future to further validate whether there is a direct binding relationship between SET-26 and HCF-1, and to determine whether the highly conserved “HCF-1 binding motif” identified in the human MLL5 protein^23^ is also required for the interaction between *C. elegans* SET-26 and HCF-1. We posit that SET-26 arrives at chromatin first, recruited to H3K4me3 by its PHD domain^15^, and then serves as a major recruiter of HCF-1. This also may explain both the longevity of the *set-26(-)* mutant, caused by a lack of complete HCF-1 binding to chromatin, and the reason why the *set-26(-)* mutant is less long-lived than that *hcf-1(-)* mutant, as even the HCF-1 peaks that show a dramatic reduction in the *set-26(-)* mutant often still have some low level of HCF-1 present.

Although the majority of SET-26 recruitment is not altered by loss of *hcf-1*, there were still a subset of binding sites with decreased SET-26 binding in the *hcf-1(-)* mutant, suggesting that HCF-1 could help stabilize SET-26 at chromatin after being recruited. Interestingly, we found a subset of genes which exhibited lower SET-26 binding in the *hcf-1(-)* mutant, lower HCF-1 binding in the *set-26(-)* mutant, and altered RNA expression in both mutants. The upregulated genes were most enriched for mitochondrial metabolism, while the downregulated genes were enriched for lipid metabolism, implicating SET-26 and HCF-1 together as important direct co-regulators of these pathways.

In line with a conserved role for SET-26 and HCF-1 in modulating mitochondrial gene expression, evidence from mammals also finds that reduction in HCF-1 binding at chromatin in human cells impacts mitochondrial pathways^39^ and loss of MLL5 in murine cells leads to increased mitochondrial membrane potential and ROS levels^53^. In an analysis similar to that shown here, wherein Minocha et al. overlapped their ChIP-seq and RNA-seq data to identify direct targets of HCF-1 that change in expression in mouse hepatocytes, they also identified mitochondrial-related genes as the most significant GO term^31^, suggesting that at least HCF-1 has a highly conserved function in directly regulating mitochondrial gene expression from worms to mammals.

We find that HDA-1 co-occupies many of the same promoters as SET-26 and HCF-1, however whether the connection between HDA-1 with SET-26 and HCF-1 is one of direct binding or mediated by the surrounding chromatin environment is unclear. Interestingly, although SET-26 is an H3K4me3 reader, it can only competently bind H3K4me3 when there are nearby histone acetylation marks^15^, supporting the likelihood that machinery associated with histone acetylation, such as HDA-1, would occupy similar regions of chromatin.

Indeed, we find that it is unlikely that SET-26 or HCF-1 directly alter HDA-1 recruitment to chromatin in somatic cells, but rather we postulate that the three factors occupy the same promoters, with SET-26 and HCF-1 working to mediate gene expression in one direction, while HDA-1 works against them in the other direction. Genes that match this description within our data are enriched for mitochondrial and lipid metabolism genes, which are of particular interest given our findings that SET-26 and HCF-1 stabilize each other on and affect expression of mitochondrial and lipid metabolism genes, and the wide array of literature connecting mitochondrial perturbation with lifespan modulation^2,54,55^. Furthermore, HDA-1 has been shown to be required for activation of the mitoUPR in *C. elegans* and in human cells^13,14^, and to be required for the longevity of a model of mitoUPR-mediated longevity^13^. Thus, it is particularly intriguing to find that many mitoUPR genes are activated in the *set-26(-)* and *hcf-1(-)* long-lived mutants, and their induced expression are reversed in the shorter-lived *set-26(-)* and *hcf-1(-)* mutants on *hda-1* RNAi. It is tempting to speculate that these genes may be promising candidates to explain the long lifespan of the *set-26(-)* and *hcf-1(-)* mutants and the decline in lifespan on *hda-1* RNAi. It will be critical for future studies to determine whether these genes are responsible for the longevity of *set-26(-)* and *hcf-1(-)* mutants in an *hda-1*-dependent manner, and the impact they may have on mitochondrial function in the mutants.

Given the conserved relationship between SET-26 and HCF-1 homologs in humans^23,27,38^ and the conservation of SET-26, HCF-1, and HDA-1 homologs in regulating mitochondria in mammals^13,31,39,53^, it will be interesting to further explore the role between these three factors in mammalian cells, especially in respect to the regulation of mitochondrial gene expression. As all three factors in humans are implicated in neurodevelopment^49,50,56^ and cancer^24,51,52^, and HCF-1’s function in cancer has already been linked to the regulation of mitochondrial gene expression^39^, understanding how MLL5, HCF-1, and HDAC1/2 interact and the pathways they regulate in humans could have broad implications for understanding both aging and human disease.

## Methods

### *C. elegans* maintenance

Strains with a *glp-1(e2141)* mutant background were maintained at 16 °C, whereas all other strains used were maintained at 20 °C. To maintain worms, animals were well fed on 6-cm nematode growth medium (NGM) plates containing 30 μg/mL streptomycin seeded with 200 μl of a 5× concentrated strep-resistance OP50 overnight culture. In all experiments with the exception of RNAi experiments (which utilize the HT115 bacterial strain), worms were fed OP50. All strains used in this study contained the wild-type (N2H) allele of *fln-2*, a gene which has been shown to be mutated in common *C. elegans* strains and can affect lifespan^57^. All worms used for analysis in this paper were hermaphrodites. See Supplementary Data 5 for a list of all strains used in this paper.

### Immunoprecipitation-mass spectrometry (IP-Mass Spec)

Two independent IP-Mass Spec analyses were carried out in single replicate by different labs using the strains IU171 *rwIs3*[*phcf-1::hcf-1::gfp, unc-119*]*;hcf-1(pk924)* and IU382.1 *rwIs9*[*phcf-1::hcf-1::gfp pmec-7::rfp*], both of which contain an integrated HCF-1::GFP array^5,17^. IU171 and IU382.1 were used only for the IP-Mass Spec, whereas in all other cases the tagged HCF-1 strain refers to the CRISPR knock-in created in this study. The first experiment used IU171 and was conducted exactly as previously described^17^, using worms grown in liquid culture and an anti-GFP antibody (3E6, Invitrogen). The second experiment was conducted similarly as previously described^58^. Briefly, worms were grown on eight, 9 cm High Growth plates (3 g/L NaCl, 30 g/L agar, 20 g/L peptone, 20 mg/L cholesterol, 1 mM CaCl_2_,1 mM MgSO_4_, 25 mM potassium phosphate pH 6.0) seeded with OP50 until the bacteria was nearly, but not yet, eaten. Unsynchronized worms were then harvested, and proteins were extracted by Fastprep in 1x lysis buffer (20 mM Tris-HCl pH 8.0, 150 mM NaCl, 0.1% NP-40, 2 mM EDTA pH 8.0). HCF-1::GFP was immunoprecipitated using 20 μl of GBP beads with 6.5 mL worm lysate supernatant and protease inhibitor cocktail, followed by 5 h incubation at 4 °C. Samples were analyzed by immunoblot followed by an LTQ Orbitrap mass spectrometer (ThermoFisher Scientific). For the experiment using IU171, RAW data from the mass spectrometer were searched using SEQUEST and a database of the *C. elegans* proteome, as described in ref. ^59^. In both experiments, relative protein abundance for each putative HCF-1 interactor was also measured following immunoprecipitation in untagged N2 worms as a negative control. IP-Mass spec proteomics data from the two independent experiments have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD047509 (performed by co-author C.G.R.) and PXD047247 (performed by co-author M.Z.).

### Lifespan

Lifespan analysis was conducted similarly as previously described^15^. Specifically, 3–10 gravid adults were allowed to lay embryos on plates with the appropriate bacteria for 2–5 h at the growth temperature of the strain (16 °C for *glp-1(e2141)* strains or 20 °C for all other strains). The adults were removed and plates containing synchronized embryos were shifted to 25 °C for ~48 h until they reached day 1 of adulthood, which was marked as day 1 for lifespan analysis. 30–35 day 1 adults were then transferred onto 2–3 plates containing either the same bacteria or shifted onto the appropriate bacteria for aging. Specifically, for RNAi experiments using adult *hda-1* RNAi, all worms were grown on the empty vector bacteria “L4440”, then worms were split between L4440 and *hda-1* RNAi at day 1 of adulthood. For lifespan experiments conducted on OP50, worms were grown on stock plates (as described above) containing 5X concentrated live OP50, and then transferred at day 1 of adulthood to NGM plates seeded with 200 μl of a 10× concentrated strep-resistant OP50 overnight culture which had been killed by washing twice with a solution of LB containing 100 μg/mL carbenicillin and 15 μg/mL tetracycline as previously described^8^. Worms used for lifespan were transferred to fresh plates every 1–2 days until the end of their reproductive period and monitored for survival every 2 days until all worms died. The chemical 5-fluoro-2′-deoxyuridine was not used. Worms were scored as dead when they failed to respond to a gentle prod on the head. Worms that exploded, experienced internal hatching of offspring (bagged), or crawled onto the side of the plate were marked as censored on the day of the event. Lifespan data were analyzed with OASIS 2 online survival analysis tool^60^. The Kaplan-Meier estimator was used for re-plotting survival curves in Excel and log-rank tests were utilized to determine whether two lifespans were significantly different. All lifespans were conducted at least twice, and the data displayed in each figure show one representative replicate (See Source Data for all lifespan data).

### RNAi

RNAi was administered by feeding. Briefly, HT115 bacteria expressing double stranded RNA against the gene of interest were obtained from the Ahringer library and verified by Sanger sequencing unless otherwise noted (see “*hda-1 3*′*UTR* RNAi construction” below). RNAi bacteria and the control empty vector bacteria, L4440, were grown in overnight cultures containing 100 μg/mL carbenicillin and 15 μg/mL tetracycline at 37 °C for 12–16 h. The overnight cultures were diluted 1:20 in LB containing 100 μg/mL carbenicillin and grown at 37 °C for 2–4 h until an optical density of 0.6–0.8 was reached for all cultures. Cultures were then induced with 1 mM total concentration of IPTG, and grown at 37 °C for an additional 2–3 h. After induction, bacteria were spun down at 3000 rpm for 15–20 min at room temperature and concentrated 50-fold. 200 μl of concentrated bacteria were seeded on 6-cm “RNAi plates” and 1–2 mL were seeded on 15-cm “RNAi plates”, which were NGM plates lacking streptomycin and with the addition of 100 μg/mL ampicillin, 15 μg/mL tetracycline, and 1 mM IPTG. Unless specifically noted as “*hda-1 3*′*UTR* RNAi”, “*hda-1* RNAi” refers to the use of the Ahringer RNAi construct.

### CRISPR

The *hcf-1::gfp::3xflag* insertion strain was generated using CRISPR-mediated genome editing as previously described^61^, such that a flexible linker, GFP and 3X FLAG tags were inserted immediately before the endogenous *hcf-1* stop codon in the N2 background. The Dickinson et al. method^61^ was used to generate and inject a repair template and guide RNAs, and to select positive hits that were hygromycin-resistant rollers. After initial selection, the self-excising cassette, containing the roller and hygromycin-resistant markers, was removed and successful removal was verified by Sanger sequencing.

The *set-26::ha* insertion strain was generated using CRISPR-mediated genome editing as previously described^15,62,63^, such that an HA tag was inserted immediately before the endogenous *set-26* stop codon in the N2 background.

The *hda-1::gfp::ha* insertion strain was generated by SunyBiotech using CRISPR-mediated genome editing such that the GFP and HA tags were inserted immediately before the endogenous *hda-1* stop codon in the N2 background. All strains generated in this study are available from the authors upon reasonable request.

### CUT&RUN

In experiments in which worms were grown on OP50, embryos were collected from full stock plates as previously described^29^. 3000 embryos were seeded per plate on 15-cm NGM plates containing 1 mL of a 25-times concentrated overnight culture of streptomycin-resistant OP50. In experiments utilizing *glp-1* RNAi, 150–300 synchronized gravid adults were pre-incubated with RNAi plates seeded with *glp-1* RNAi bacteria overnight for 10–14 h at 20 °C. The next day, the gravid adults were transferred to fresh *glp-1* RNAi plates for 3–6 h at 20 °C, after which the resulting synchronized embryos were washed off of the plates, counted, and seeded, either with 3000 worms per plate for 15-cm plates, or 200 worms per plate for 6-cm plates. For consistency, in experiments with *glp-1* RNAi, control worms laying embryos on L4440 were pre-incubated overnight with L4440 in the same way. Enough embryos were prepared such that 3000 worms were available for each CUT&RUN reaction as previously described^29^. After seeding embryos, plates (either OP50 or RNAi) were incubated at 25 °C for ~48–52 h until the plates were full primarily of young adults. After reaching the young adult stage, worms were washed off plates and CUT&RUN experiments were performed precisely as previously described by us in detail elsewhere^29^, using 1 μl of undiluted primary antibody (targeting either HA (Cell Signaling #3724), FLAG (ThermoFisher #MA1-91878) or histone H3 (abcam #ab1791)) in a 100 μl reaction, similarly to other standard CUT&RUN protocols^64,65^. When using the anti-FLAG primary antibody, which was produced in mouse, 1.5 μl of undiluted secondary anti-mouse antibody produced in rabbit (abcam # ab46540) was used in a 150 μl reaction to increase yield as described previously^29^.

Sequencing libraries were prepared using the NEBNext Ultra II DNA Library Prep Kit for Illumina (NEB, cat. No E7645S and E7335S) and amplified using 14 PCR cycles following the manufacturer’s instructions with slight modifications as previously described by us in detail elsewhere^29^. Libraries were submitted for 2 × 32 paired-end sequencing with an Illumina NextSeq 500 machine. All CUT&RUN experiments were repeated twice, with biological replicates grown and collected separately. See Supplementary Data 5 for a detailed list of antibodies used in CUT&RUN experiments. CUT&RUN sequencing data have been deposited in the NCBI Gene Expression Omnibus under accession code GSE224076 and under SuperSeries GSE224078.

### CUT&RUN, ATAC-seq, and ChIP-seq data analysis

Data analysis was performed similarly as described^45^. For detailed information, see Supplementary Information - Supplementary Methods.

### RNA-seq

Embryos were collected from full stock plates of *glp-1(-)*, *glp-1(-);set-26(-)*, and *glp-1(-);hcf-1(-)* strains as described above for CUT&RUN. Embryos were seeded at ~60 worms per plate on 6-cm RNAi plates containing L4440 empty vector bacteria and were grown at 25 °C for ~48 h until most worms were young adults. Approximately 300 worms were collected as day 1 adults, and the remaining population was washed off of their plates using M9 buffer containing 0.05% Tween-20 and split evenly onto either fresh L4440 plates or *hda-1* RNAi plates. Two days later, approximately 300 worms were collected from each genotype on either L4440 or *hda-1* RNAi as day 3 adults, and the remaining population was grown until day 12 of adulthood, with one transfer at day 7 onto fresh RNAi plates to ensure worms were well fed. At each collection, worms were washed off of plates with M9 buffer containing 0.05% Tween-20. Worms were settled and washed 1–5 times with M9 buffer, and then were snap frozen in liquid nitrogen in 500 μl of Tri Reagent. Samples were alternatively thawed, vortexed, and re-frozen in liquid nitrogen at least five times to break apart worms. 100 μl chloroform was added per tube, and samples were vortexed and then spun at 18,000 rcf for 15 min at 4 °C. The aqueous layer was then transferred to a fresh tube, and 250 μl isopropanol was mixed into each sample. 1 μl GlycoBlue was added and, after a 10 min incubation at RT, samples were spun at 12,000 rcf for 10 min at 4 °C. The supernatant was discarded, and the RNA pellet was washed with 70% ethanol. The pellet was then air dried and dissolved in nuclease-free water. RNA was treated with DNase to remove residual DNA following the instructions from the TURBO DNase kit (Invitrogen, AM1907), and RNA was further purified by ethanol precipitation using 0.1 volumes of 3 M sodium acetate, 2.5 volumes of ice cold 100% ethanol, and 1 μl GlycoBlue overnight at −80 °C. The following morning, samples were spun at 18,000 rcf for 30 min at 4 °C, pellets were washed twice with ice cold 75% ethanol, and the pellet was air dried and dissolved in nuclease-free water. RNA-seq libraries were prepared with the QuantSeq 3′ mRNA-Seq Library Prep Kit (Lexogen) following the manufacturer’s instructions beginning with 315 ng RNA from each sample and using 13 PCR cycles. Libraries were quantified with Qubit and quality checked using Bioanalyzer and then submitted for single-end 86 bp sequencing with an Illumina NextSeq 500 machine. RNA-seq data have been deposited in the NCBI GEO database under accession code GSE224075 and under SuperSeries GSE224078.

### RNA-seq data analysis

In the Linux environment, adapter sequences were trimmed and low-quality reads were filtered out from sequencing files using Trim Galore! (v0.6.5), which utilizes Cutadapt (v3.4)^66^ and FastQC (v0.11.8), with the settings –q 20 –fastqc. Trimmed sequencing files were then aligned to the ce11/WBcel235 *C. elegans* reference genome using STAR (v2.7.9a)^67^ with the options –runThreadN 2 –quantMode GeneCounts —-outFilterMultiMapNmax 1 –outFilterMismatchNmax 2 –outSAMtype BAM SortedByCoordinate. The resulting tab-delimited text files containing read count per gene, with column 3 (the middle column of counts) representing the correct counts for 3’ RNA-seq data, were used to create a matrix of gene expression to compare multiple samples. Matrices contained either all genotypes at the same age on the same bacteria (e.g. *glp-1(-), glp-1(-);set-26(-)*, and *glp1(-);hcf-1(-)* on L4440 at Day 3) or the same genotype at the same age on different bacteria (e.g. *glp-1* on L4440 and *hda-1* RNAi), depending on whether the goal was to identify genes differentially expressed in the longevity mutants or genes dependent on *hda-1* in one genotype. The matrices were uploaded into RStudio and used as input to DESeq2 (v1.34.0)^68^. Genes with low read counts were pre-filtered out before differential analysis, and only genes that had more than 10 read counts in at least 2 samples were kept for analysis. PCA plots were generated using the ‘vst’ transformation function in DEseq2 and the ‘plotPCA’ function with default settings, followed by the ‘ggplot’ function in ggplot2 (v3.3.6)^69^. DESeq2 was used to find the differentially expressed genes either by genotype or condition (*hda-1* RNAi) using the standard DESeq command. Only the genes reaching an adjusted *p* value of less than 0.05 were kept and considered significant. Normalized counts for particular genes of interest were plotted using the ‘plotCounts’ function in DESeq2. Genes sets in each genotype were compared to each other or to CUT&RUN genes using BioVenn (www.biovenn.nl)^70^, and the significance of overlapping genes was determined by Fisher’s exact test calculated in RStudio. To compare the genes which are differentially expressed during aging in the current study to Pu et al., (as in Supplementary Fig. 7a, b), differentially expressed genes were downloaded directly from ref. ^35^ (supplementary information Table S7). WormCat 2.0 (www.wormcat.com) was used for gene ontology enrichment analysis, where the *p* values are determined by Fisher’s test with false discovery rate (FDR) correction^71^.

To generate heatmaps using RNA-seq data, gene expression matrices were uploaded into DESeq2 as described above, except lowly expressed genes were not pre-filtered. DESeq2 was again used to find differentially expressed genes as described above, and the log2 fold change values were extracted from the DESeq2 result table for each gene to be plotted in the heatmap. Heatmaps were plotted with the ‘Heatmap’ function in the ComplexHeatmap package (v2.10.0)^72^ with the options ‘cluster_rows = T, cluster_columns = F, show_row_names = FALSE, row_dend_reorder = TRUE, na_col = “black”’. To split a heatmap, the option ‘split = 3’ was added and the genes from each clustered section were extracted using the ‘row_order’ function in ComplexHeatmap.

### Immunoblotting and quantification

300–1000 synchronized adult worms were washed off of plates with M9 buffer containing 0.05% Tween-20. Worms were settled and washed 1–5 times with M9 buffer, and then snap frozen in liquid nitrogen in minimal M9 buffer. Immunoblots were run as previously described^15^. Samples were boiled for 7 min at 100 °C in an equal volume of 2X SDS sample buffer and run through an SDS page gel containing 8% acrylamide. After separation, samples were transferred to a nitrocellulose membrane for 1 h at 4 °C. The membrane was then blocked with Tris-buffered saline containing 0.1% tween (TBST) and 5% BSA, washed with TBST and incubated overnight at 4 °C with primary antibody (1:1000 for FLAG (ThermoFisher #MA1-91878) or HA (Cell Signaling #3724); 1:2000 for H3 (abcam #ab1791)) diluted in TBST + 5% BSA. The membrane was then washed again with TBST three times, and incubated with a fluorescent secondary antibody (1:5000 dilution; Licor #926-32211 or #926-68070) at RT for 1.5–2.5 h in the dark. Membranes were washed three times with TBST, once with TBS, and then imaged using the ChemiDoc MP Imaging System. Immunoblots were repeated 2–3 times. Fluorescence of the target protein was normalized to H3 fluorescence using the BioRad Image Lab Software, and then fold change was calculated between conditions. Statistical significance of fold change compared to control was analyzed using one-tailed or two-tailed *t* tests as specified in figure legends. See Supplementary Data 5 for a detailed list of antibodies used in immunoblotting experiments.

### *hda-1 3*′ *UTR* RNAi construction

The *hda-1 3*′ *UTR* RNAi construct was designed to target a unique 774 bp region in the 3′ UTR of *hda-1*. This region in *hda-1* was amplified from N2 genomic DNA with primers containing restriction digest sites for EcoO109I and SacI-HF restriction enzymes. Purified PCR products and purified DNA from miniprep of the L4440 vector were digested with EcoO109I and SacI-HF in rCutSmart^TM^ (NEB) buffer for 1 h or 16 h at 37 °C. The digested products were purified and ligated together using T4 DNA ligase (NEB). The ligation product was then retransformed into high-efficiency 5-alpha competent *E. coli* cells (NEB) which were grown overnight at 37 °C. Colonies were grown for 12–16 h overnight at 37 °C in LB containing 100 μg/mL carbenicillin and plasmids were purified by miniprep and verified with Sanger sequencing. 1 μl of the correct plasmid was then retransformed into homemade HT115 competent cells and used for RNAi. See Supplementary Data 5 for primer sequences.

### qRT-PCR

For qRT-PCR, 50–300 worms were collected at day 3 of adulthood on L4440 or *hda-1* RNAi, with *hda-1* RNAi initiated on day 1 of adulthood. Samples were frozen and RNA isolated, DNAse-treated, and purified as described for RNA-seq above. cDNA was synthesized using qScript cDNA SuperMix from Quantabio following the manufacturer’s instructions, then 1 μl RNase H was added to the reaction and incubated for 20 min at 37 °C to remove residual RNA. qRT-PCR reactions were performed in triplicate on a LightCycler 480 II machine in 10 μl reactions containing 2 μl of tenfold diluted cDNA, 1 μl of 5 μM primers, and 7 μl of Taq mix containing a SybrGreen mix, dNTPs, and hot start Taq. Ct values were obtained using the LightCycler 480 Software high sensitivity setting. Triplicate Ct values were averaged, then normalized to first a housekeeping gene (*ama-1*) and then control samples using the 2^−ΔΔCt^ method^73^ to compute fold change of *hda-1* with *hda-1* RNAi compared to empty vector bacteria. Two biological replicates were conducted for each qRT-PCR experiment. The statistical significance of fold change compared to control was analyzed using one-tailed *t* tests. See Supplementary Data 5 for primer sequences.

### Fluorescence imaging and quantification

For detailed information, see Supplementary Information - Supplementary Methods.

### Statistics and reproducibility

Statistical analyses were performed in Microsoft® Excel (v16.66.1) for immunoblotting, imaging, and qRT-PCR experiments, in OASIS 2^60^ for lifespan analyses, in WormCat 2.0^71^ for gene ontology analyses, and in RStudio (v2022.02.0 + 443) for all other analyses. The R packages used for differential analyses in CUT&RUN and RNA-seq data sets are included in the methods section and Supplementary Methods. All experiments were repeated with at least two biological replicates with similar results. The details of types of statistical analyses and *p* value cutoffs for each experiment are included in the corresponding figure legend, and the raw data including sample size and statistical analysis for each figure are included in the Source Data file.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Reporting Summary

### Source data

Source Data

## Data Availability

CUT&RUN and RNA-seq raw sequencing data, CUT&RUN bigwig files for visualization, and the RNA-seq read count matrix have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO series accession number GSE224075 (RNA-seq), GSE224076 (CUT&RUN) and can be found as SuperSeries GSE224078. IP-Mass spec proteomics data from the two independent experiments have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD047509 (performed by co-author C.G.R.) and PXD047247 (performed by co-author M.Z.). ChIP-seq data of H3K4me3 and H3 in day 2 adult *glp-1(e2141)* mutants were downloaded from GEO series GSE101964^35^. ATAC-seq data of accessible regions in young adult *glp-1(e2144)* mutants were downloaded from GEO series GSE114439^36^. Differentially expressed genes during aging were downloaded directly from ref. ^35^. Blacklisted regions were obtained from ENCODE lists^32^ and HOT regions were obtained from Chen et al.^33^. For genome alignment, the ce11/WBcel235 *C. elegans* reference genome was downloaded from Ensembl (https://useast.ensembl.org/Caenorhabditis_elegans/Info/Index). Source data are provided with this paper.

# Supplementary material for: The chromatin factors SET-26 and HCF-1 oppose the histone deacetylase HDA-1 in longevity and gene regulation in C. elegans
**Source:** Nat Commun. 2024 Mar 14;15:2320. doi: 10.1038/s41467-024-46510-6
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Information for Emerson et al.

The chromatin factors SET-26 and HCF-1 oppose the histone deacetylase HDA-1 in longevity and gene regulation in *C. elegans*

**Supplementary Information**

|                          | Pages |
|--------------------------|-------|
| Supplementary Figures    | 2-14  |
| Supplementary Methods    | 14-18 |
| Supplementary References | 19-20 |

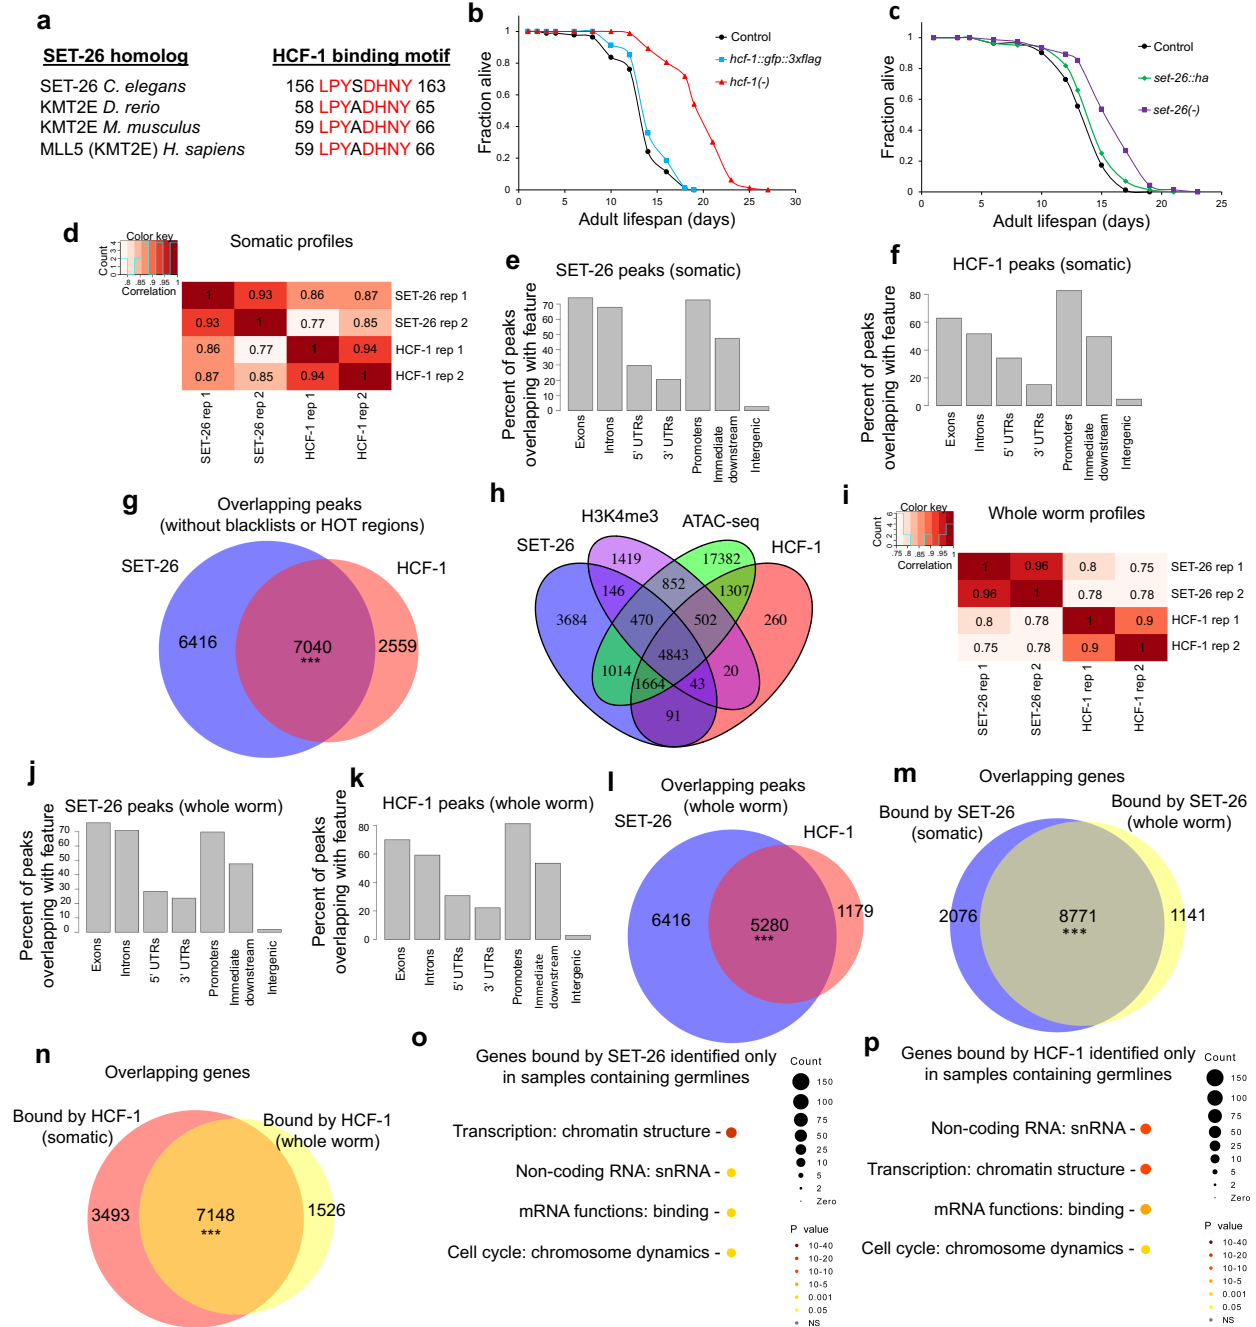

**Supplementary Fig. 1: Quality control and whole worm profiles for SET-26 and HCF-1 binding.** **a** Alignment of the HCF-1 binding motif (DHNY) and immediate upstream sequence identified in MLL5 (by Zhou et al.<sup>1</sup>) and the corresponding amino acid sequences showing conservation. **b-c** Survival curves for worms carrying epitope-tagged **(b)** *hcf-1* (*hcf-1::gfp::3xflag*, n=90 worms) or **(c)** *set-26* (*set-26::ha*, n=89 worms) compared to wildtype controls (n= 89 and 87 worms, respectively) and loss of function mutants of *hcf-1* (n= 89 worms) or *set-26* (n=89 worms) from one representative experiment. N=2. **d** Pearson's correlation of CUT&RUN profiles for SET-26 or HCF-1 binding in the *glp-1(-)* mutant (N=2). **e-f** Annotation of the proportion of somatic **(e)** SET-26 or **(f)** HCF-1 peaks that overlap the indicated features. **g** Venn diagram showing somatic SET-26 and HCF-1 peaks in the *glp-1(-)* mutant when

blacklisted regions and HOT regions are removed prior to peak calling, and peaks overlapping by 1bp or more. **h** Venn diagram showing somatic SET-26 and HCF-1 peaks in the *glp-1(-)* mutant, and their overlap by 1bp or more with H3K4me3 obtained from Pu et al.<sup>2</sup>, and accessible ATAC-seq peaks from Jänes et al.<sup>3</sup>. All pairwise overlaps reached statistical significance. **i** Pearson's correlation of CUT&RUN profiles for SET-26 or HCF-1 binding in the wildtype background containing germlines (N=2). **j-k** Annotation of the proportion of whole worm (**j**) SET-26 or (**k**) HCF-1 peaks that overlap the indicated features. **l** Venn diagram showing SET-26 and HCF-1 peaks in the wildtype background, and peaks overlapping by 1bp or more. **m-n** Venn diagrams showing genes associated with (**m**) SET-26 or (**n**) HCF-1 peaks in somatic (*glp-1(-)* mutant) samples compared to whole worm (wildtype) samples. **o-p** GO term analysis (Wormcat) for the (**o**) 1,141 genes bound by SET-26 or (**p**) 1,526 genes bound by HCF-1 that were identified only in wildtype samples containing germlines and not in *glp-1(-)* mutants. \*\*\* indicates  $p < 1 \times 10^{-15}$ , as calculated by hypergeometric test for peak overlap (in **g**, **h**, and **l**) and Fisher's Test for gene overlap (in **m** and **n**). In (**o-p**), Wormcat *p* values are determined by Fisher test with FDR correction. Quantitative data are provided in Source Data; peaks and genes are provided in Supplementary Data 2.

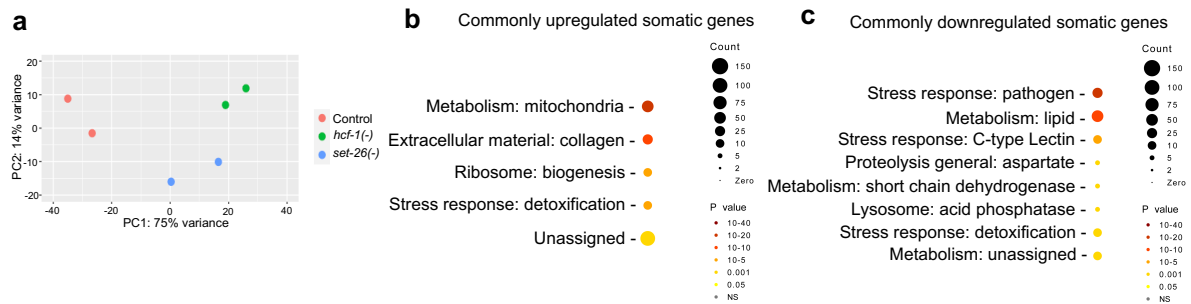

**Supplementary Fig. 2: Quality control for RNA-seq analysis.** **a** PCA plot showing correlation between RNA-seq replicates (N=2) for *glp-1(-)*, *glp-1(-);hcf-1(-)*, and *glp-1(-);set-26(-)* mutants at day 1 of adulthood. **b-c** Wormcat GO enrichment analysis for genes commonly (**b**) upregulated (485 genes) or (**c**) downregulated (602 genes) in RNA expression in both *glp-1(-);hcf-1(-)*, and *glp-1(-);set-26(-)* mutants compared to single *glp-1(-)* mutants as determined in Fig. 2a and b. Wormcat *p* values are determined by Fisher test with FDR correction. Gene sets are provided in Supplementary Data 3. PC, principal component.

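In the principal component analysis of the 6 day 1 libraries, the first component held 74.9% of the variance and the second 14.4%. Differences between genotypes made up 94.2% of the first component and 86.6% of the second. With all genes after the filter in place of the 500 most variable, the first component held 58.7%.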

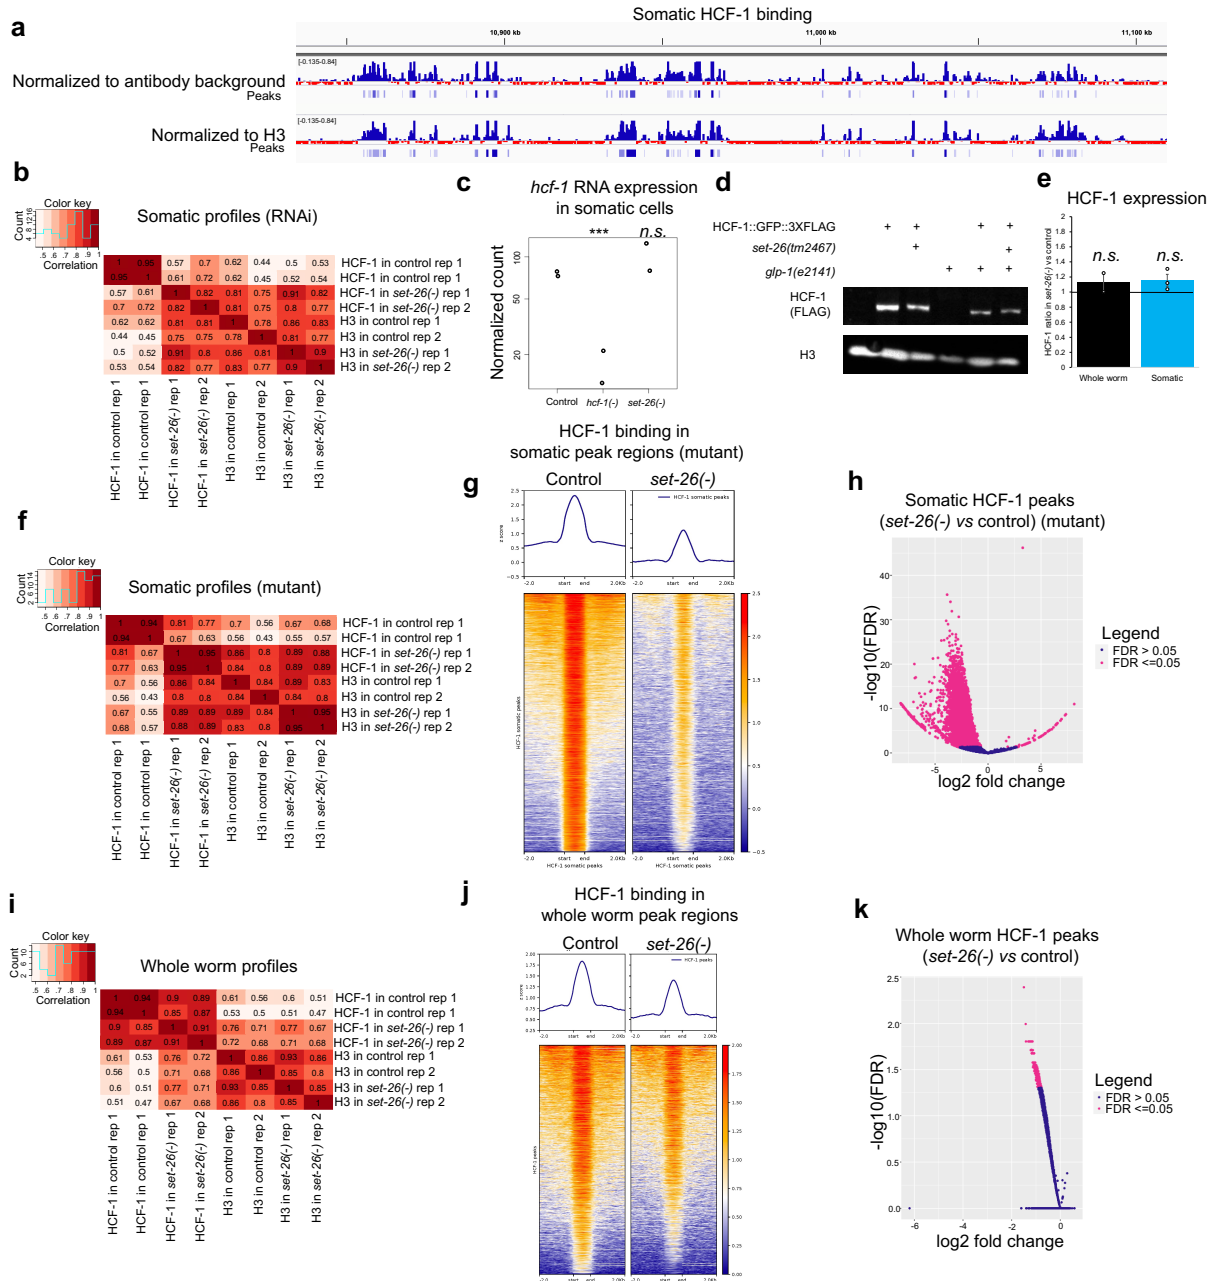

**Supplementary Fig. 3: HCF-1 requires SET-26 primarily in somatic cells for its recruitment to chromatin.** **a** IGV screenshot showing somatic HCF-1 binding (ChrV), with binding and peak calls either normalized to antibody background (top) as in Fig. 1d-e, or to H3 (bottom) as in Fig. 3a. CUT&RUN profiles (N=2) were captured using *hcf-1::gfp::3xflag* worms in either the *glp-1(-)* mutant background (top) or with *glp-1* RNAi (bottom). **b** Pearson's correlation of CUT&RUN profiles for HCF-1 or H3 in controls (*hcf-1::gfp::3xflag* worms) or *set-26(-)* mutants on *glp-1* RNAi. **c** Normalized counts of *hcf-1* expression from RNA-seq of day 1 adult *glp-1*, *glp-1(-);set-26(-)*, or *glp-1(-);hcf-1(-)* mutants. Each dot represents one replicate. **d** Representative replicate of immunoblotting experiments targeting HCF-1 or H3 in day 1 adult controls (*hcf-1::gfp::3xflag* worms) or *set-26(-)* mutants in wildtype or *glp-1(-)* mutant backgrounds. N2 and *glp-1(-)* untagged worms were used as negative controls for the FLAG antibody (lanes 1 and 4).

**e** Quantification of immunoblotting comparing HCF-1 levels normalized to H3 in *set-26(-)* mutants versus controls in wildtype (whole worm) or germline-less *glp-1(-)* mutant (somatic) backgrounds. N = 2-3 experiments; each dot represents one replicate. **f** Pearson's correlation of CUT&RUN profiles for HCF-1 or H3 in *glp-1(-)* single mutants or *glp-1(-);set-26(-)* double mutants (N=2). **g** Metaplot (top) and heatmap (bottom) of HCF-1 signal in somatic HCF-1 binding sites and surrounding 2kb up-and downstream in either *glp-1(-)* or *glp-1(-);set-26(-)* mutants. **h** Volcano plot of HCF-1 binding regions in *glp-1(-);set-26(-)* mutants vs. *glp-1(-)*. **i** Pearson's correlation of CUT&RUN profiles for HCF-1 or H3 control in wildtype worms or *set-26(-)* mutants grown on empty vector (E.V) RNAi (N=2). **j** Metaplot (top) and heatmap (bottom) of HCF-1 signal in whole worm HCF-1 binding sites and surrounding 2kb up-and downstream in either WT or *set-26(-)* mutants grown on E.V. **k** Volcano plot of HCF-1 binding regions in *set-26(-)* mutants vs. wildtype on E.V. In **(c)**, \*\*\* indicates FDR <0.0005 and *n.s.* FDR >0.05 as determined by DESeq2. In **(e)**, *n.s.* represents *p*>0.05 determined by two-tailed t-test; error bars represent standard errors. In **(h)** and **(k)**, pink indicates FDR ≤0.05 and blue indicates FDR >0.05, determined by DiffBind. Quantitative data in Source Data. Genes and peaks in Supplementary Data 4.

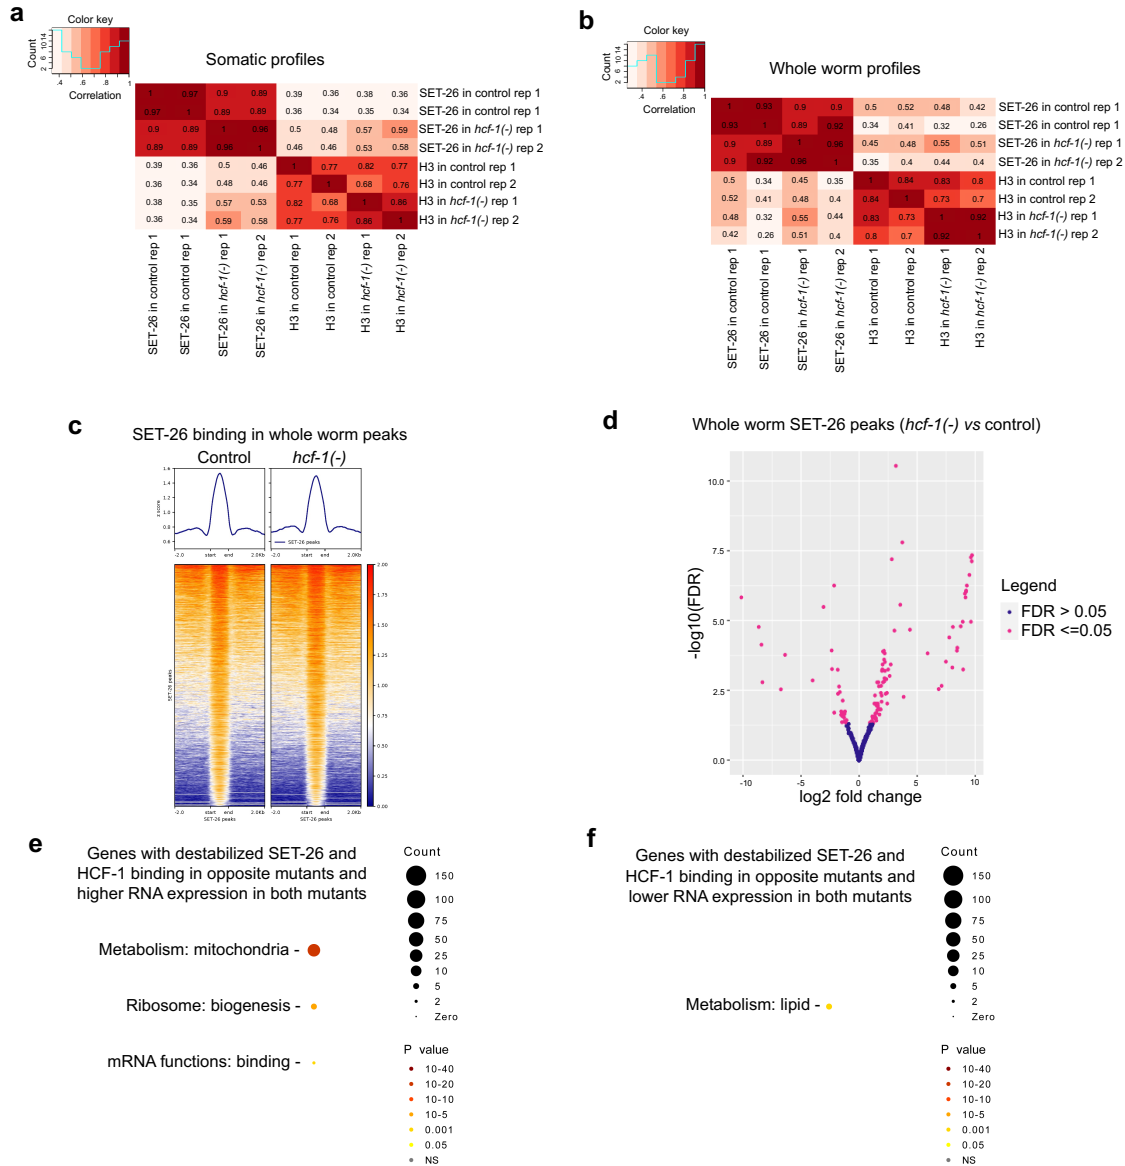

**Supplementary Fig. 4: The requirement for HCF-1 in a subset of SET-26 binding sites primarily occurs in somatic cells.** **a-b** Pearson's correlation of CUT&RUN profiles for SET-26 or H3 in controls (*set-26::ha* worms) or *hcf-1(-)* mutants grown on (a) *glp-1* RNAi or (b) E.V. control RNAi in two independent replicates. **c** Metaplot (top) and heatmap (bottom) of SET-26 signal in whole worm SET-26 binding sites and surrounding 2kb up-and downstream in either controls or *hcf-1(-)* mutants grown on E.V. control RNAi. **d** Volcano plot of SET-26 binding regions determined by DiffBind to be significantly different (pink, FDR ≤ 0.05) or unchanged (blue, FDR > 0.05) in *hcf-1(-)* mutants compared to controls grown on E.V. control RNAi. DiffBind FDR values are calculated using DESeq2. **e-f** Wormcat GO enrichment analysis for the (e) 122 genes identified in Fig. 4h or (f) 79 genes identified in Fig. 4i that are upregulated or downregulated respectively in germline-less *set-26(-)* and *hcf-1(-)* mutants, and which display decreased somatic SET-26 and HCF-1 binding in the opposite mutant. Wormcat *p* values are determined by Fisher test with FDR correction. Gene sets and differential peaks are provided in Supplementary Data 3 and 4.

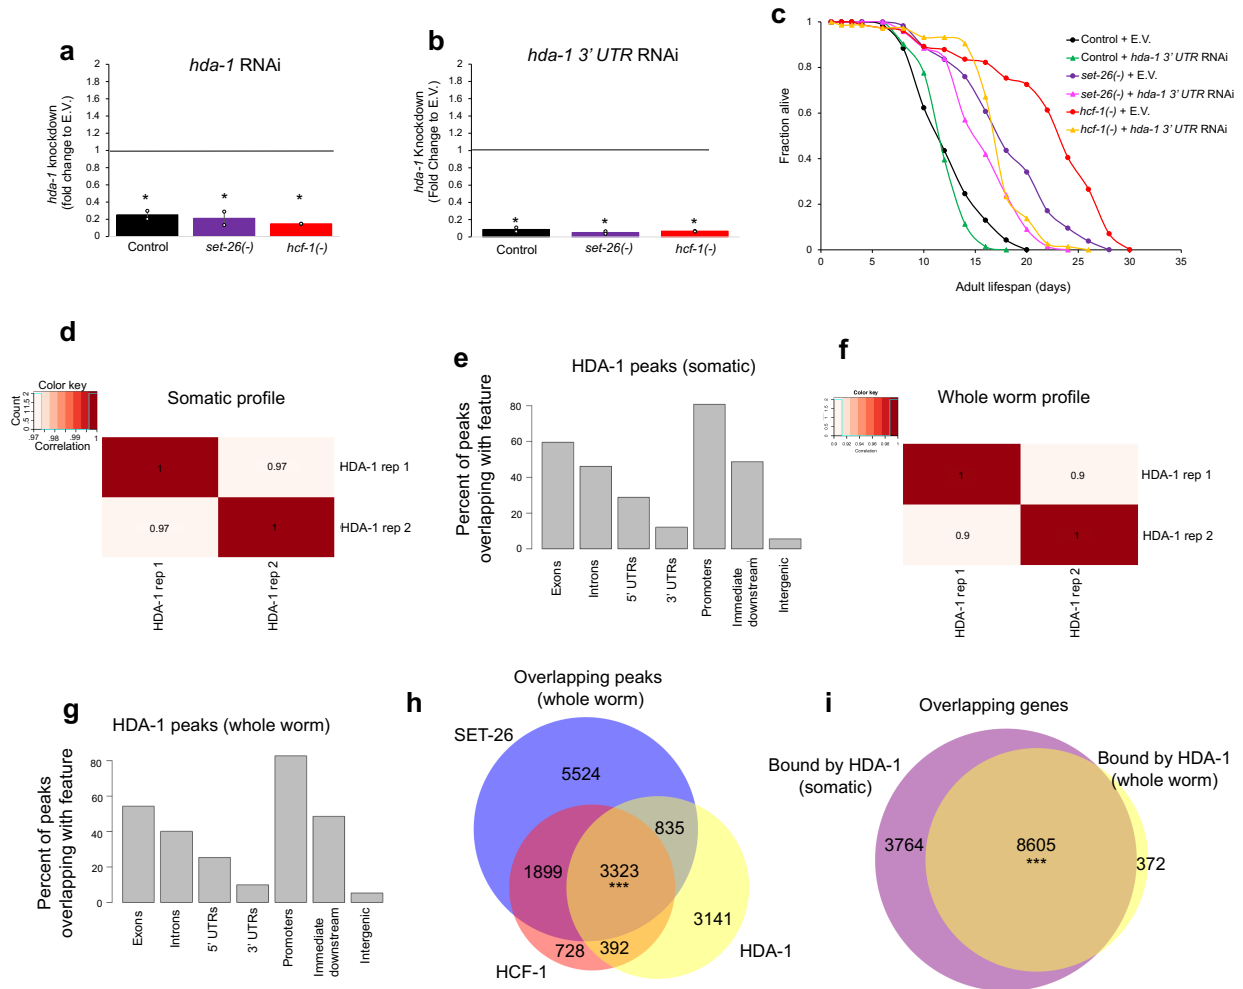

**Supplementary Fig. 5: Validation of *hda-1* requirement for *set-26(-)* and *hcf-1(-)* mutant longevity and HDA-1 binding profiles.** **a-b** *hda-1* RNA expression measured by qRT-PCR in day 3 adults treated with (a) *hda-1* RNAi from the Ahinger library or (b) newly constructed *hda-1* 3' UTR RNAi initiated on day 1 of adulthood in WT control worms, *set-26(-)* mutants, or *hcf-1(-)* mutants. Fold change represents the change in *hda-1* RNA levels in worms on *hda-1* RNAi relative to each genotype grown on E.V. RNAi. N=2 independent experiments, dots represent individual biological replicates. **c** Survival curves for wildtype controls, *set-26(-)*, and *hcf-1(-)* mutants on E.V. control RNAi and *hda-1* 3' UTR RNAi from one representative experiment, n=73, 75, 75, 74, 75, and 74 worms, respectively. *hda-1* RNAi was initiated on day 1 of adulthood. N=2 biological replicates. **d** Pearson's correlation of the CUT&RUN profiles for HDA-1 (*hda-1::gfp::ha* worms) in a *glp-1(-)* mutant background in two independent replicates. **e** Annotation of the proportion of somatic HDA-1 peak regions that overlap with the indicated genomic features. A single peak may be annotated to multiple features if it spans more than one feature. **f** Pearson's correlation of the whole-worm CUT&RUN profiles for HDA-1 (*hda-1::gfp::ha* worms) in a wildtype background in two independent replicates. **g** Annotation of the proportion of whole worm HDA-1 peak regions that overlap with the indicated genomic features. A single peak may be annotated to multiple features if it spans more than one feature. **h** Venn diagram showing SET-26, HCF-1, and HDA-1 peaks found from whole worm wildtype samples and the

3,323 peaks that overlap by 1bp or more. **i** Venn diagram showing the number of genes identified as bound by HDA-1 in somatic (*glp-1(-)* mutant) samples compared to whole worm (wildtype) samples. In (**a** and **b**) \* indicates  $p < 0.05$  in one-tailed t-test. Error bars represent standard errors. In (**h** and **i**), \*\*\* indicates  $p < 1 \times 10^{-15}$  and the overlap is higher than expected by chance, as calculated by hypergeometric test for peak overlap (in **h**) and Fisher's Test for gene overlap (in **i**). Quantitative data are provided in Source Data and gene sets are provided in Supplementary Data 2.

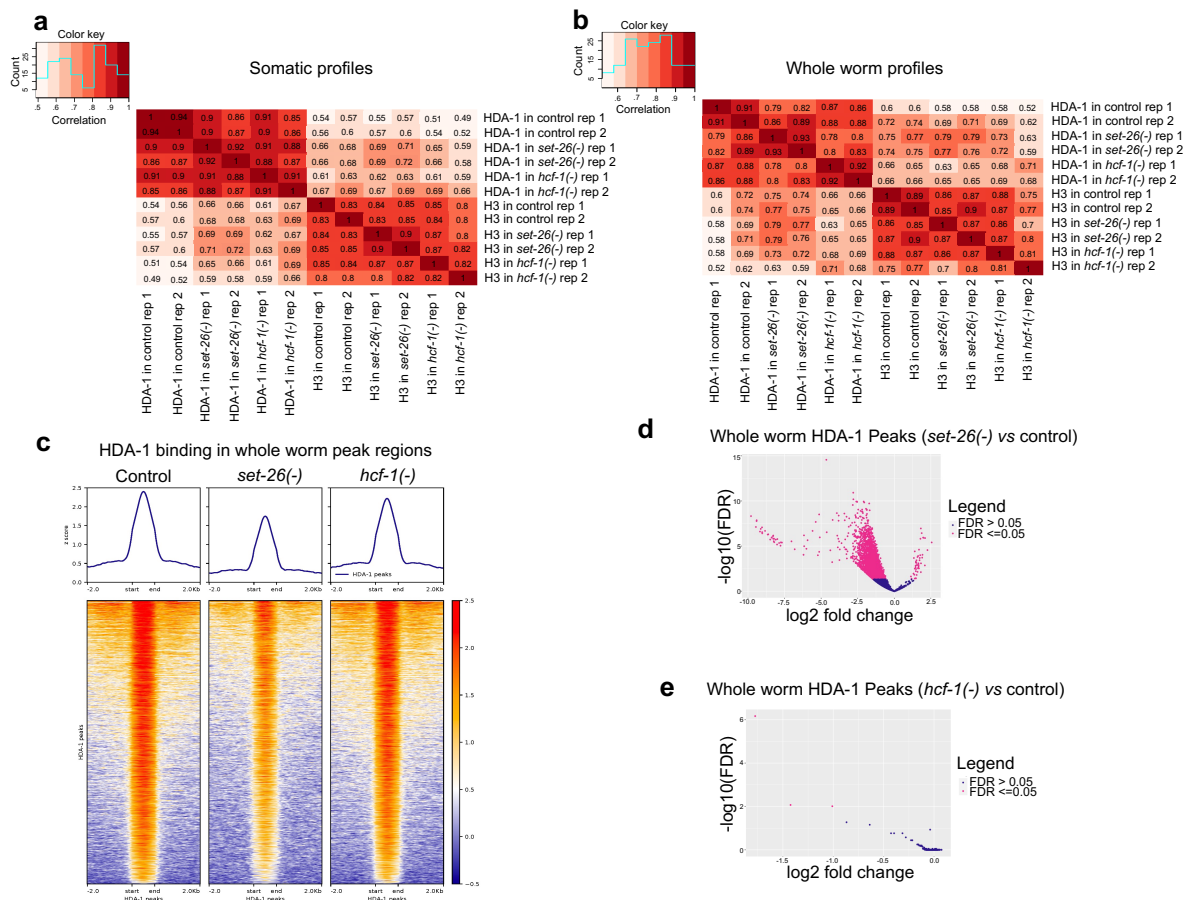

**Supplementary Fig. 6: HDA-1 recruitment to chromatin is more dramatically affected by loss of *set-26* in whole worms than in germline-less worms.** **a-b** Pearson's correlation of the CUT&RUN profiles for either HDA-1 or H3 in controls (*hda-1::gfp::ha* worms), *set-26(-)* mutants, or *hcf-1(-)* mutants grown on (a) *glp-1* RNAi or (b) E.V. control RNAi in two independent replicates. **c** Metaplot (top) and heatmap (bottom) of z-scores representing normalized HDA-1 signal in whole worm HDA-1 binding sites and surrounding 2kb up-and downstream in controls, *set-26(-)* mutants, or *hcf-1(-)* mutants grown on E.V. control RNAi. **d-e** Volcano plots of HDA-1 binding regions determined by DiffBind to be significantly different (pink, FDR ≤ 0.05) or unchanged (blue, FDR > 0.05) in (d) *set-26(-)* or (e) *hcf-1(-)* mutants compared to controls grown on E.V. control RNAi. Diffbind FDR values in are calculated using DESeq2. Gene sets and differential peaks are provided in Supplementary Data 4.

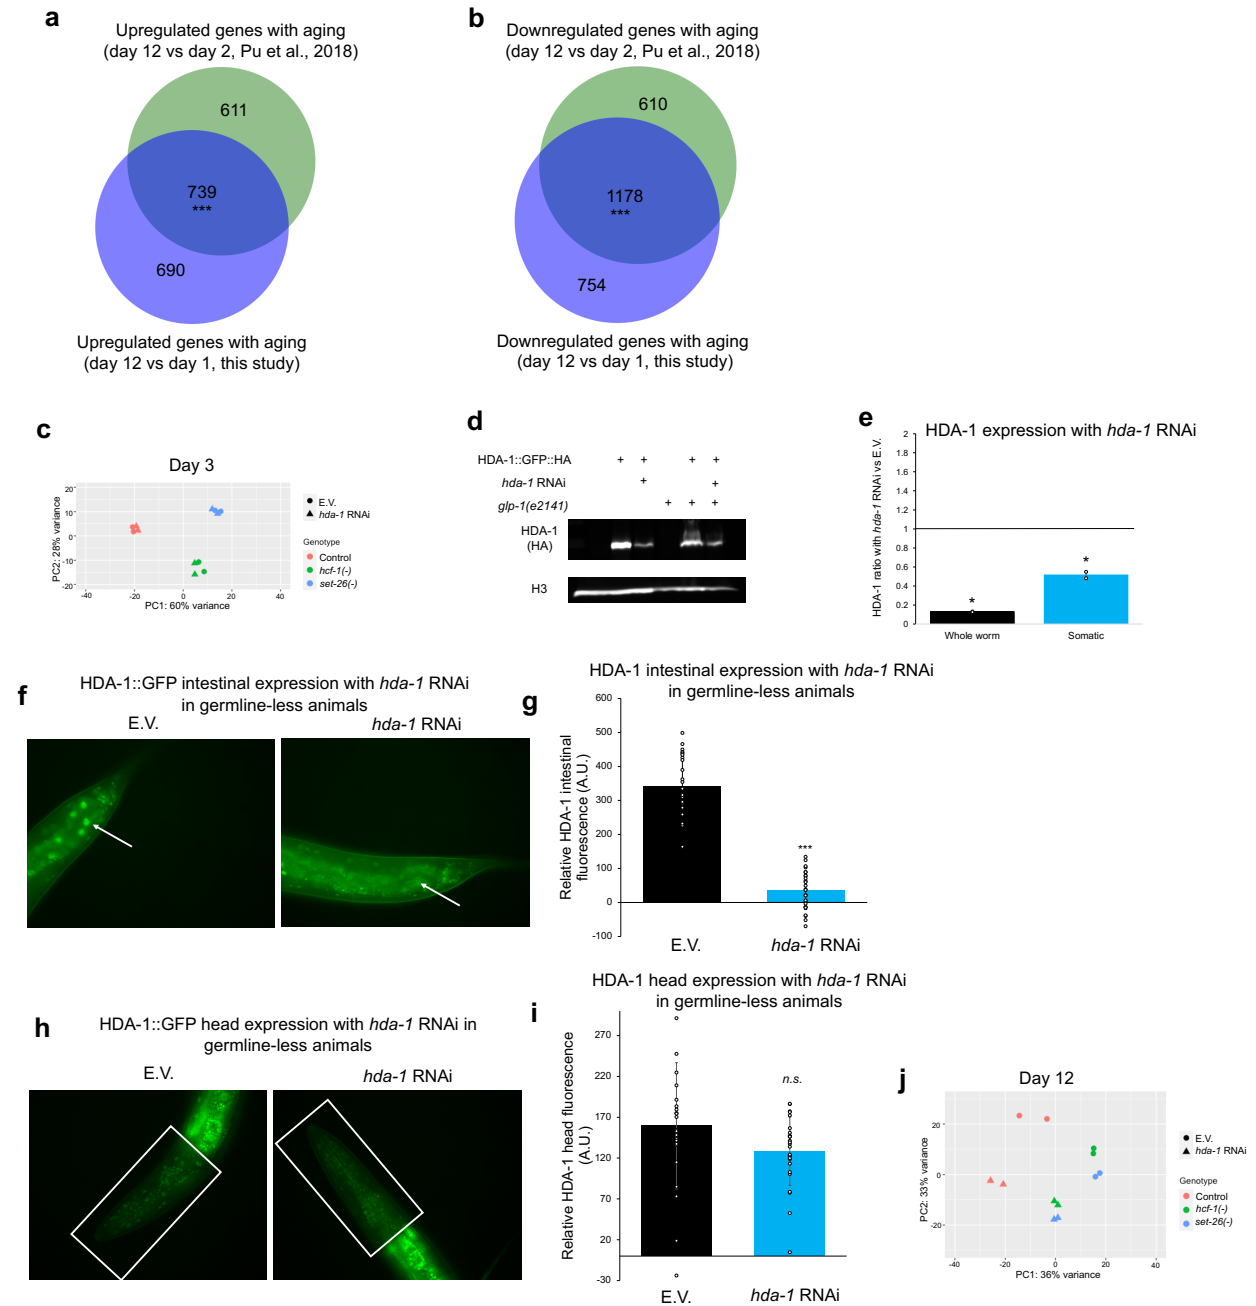

**Supplementary Fig. 7. Age-related HDA-1-dependent gene expression.** **a-b** Venn diagram showing genes **(a)** upregulated or **(b)** downregulated in RNA expression during aging in the current study or in Pu et al.<sup>2</sup>, and the **(a)** 739 or **(b)** 1,178 common genes. **c** PCA plot showing RNA-seq replicates (N=2) for day 3 adult *glp-1(-)*, *glp-1(-);hcf-1(-)*, and *glp-1(-);set-26(-)* mutants aged on E.V. or *hda-1* RNAi initiated on day 1 of adulthood. **d** Representative replicate of immunoblotting experiments targeting HDA-1 or H3 in day 3 adults in controls (*hda-1::gfp::ha* worms) or germline-less *glp-1(-)* mutants exposed to control E.V. or *hda-1* RNAi initiated on day 1 of adulthood. N2 and *glp-1(-)* untagged worms were used as negative controls for the HA antibody (lanes 1 and 4). **e** Quantification of immunoblotting comparing HDA-1 level normalized to H3 in worms exposed to *hda-1* RNAi versus E.V. in wildtype (whole worm) or germline-less

*glp-1(-)* mutants (somatic). N = 2, with each dot representing an individual replicate. **f-i** Representative images and quantification of **(f)** posterior intestinal cells (n=25 and 26) or **(h)** heads (n=27 and 26) of *glp-1(-)* germline-less worms expressing the HDA-1::GFP::HA-tag as day 3 adults after being subjected to E.V. or *hda-1* RNAi since day 1 of adulthood. In **f**, arrows point to examples of intestinal cells. In **(h)**, boxes outline heads. In **(g)** and **(i)**, values represent the relative fluorescence of the region of interest (intestinal cell or head) compared to a nearby region without signal in the same worm. N=2, and each dot represents a measurement from an individual worm. **j** PCA plot showing RNA-seq replicates (N=2) for day 12 adult *glp-1(-)*, *glp-1(-);hcf-1(-)*, and *glp-1(-);set-26(-)* mutants aged on E.V. or *hda-1* RNAi initiated on day 1 of adulthood. In **(a)** and **(b)**, \*\*\* indicates  $p < 1 \times 10^{-15}$  as calculated by Fisher's Test. In **(e)**, \* represents  $p < 0.05$  as determined by one-tailed t-test and error bars represent standard errors. In **(g)** and **(i)**, \*\*\* indicates  $p < 1 \times 10^{-15}$  and *n.s.* indicates  $p > 0.05$  as calculated by two-tailed t-test and error bars represent standard deviation. Quantitative data are available in Source Data and genes are provided in Supplementary Data 3. A.U., arbitrary units. PC, principal component.

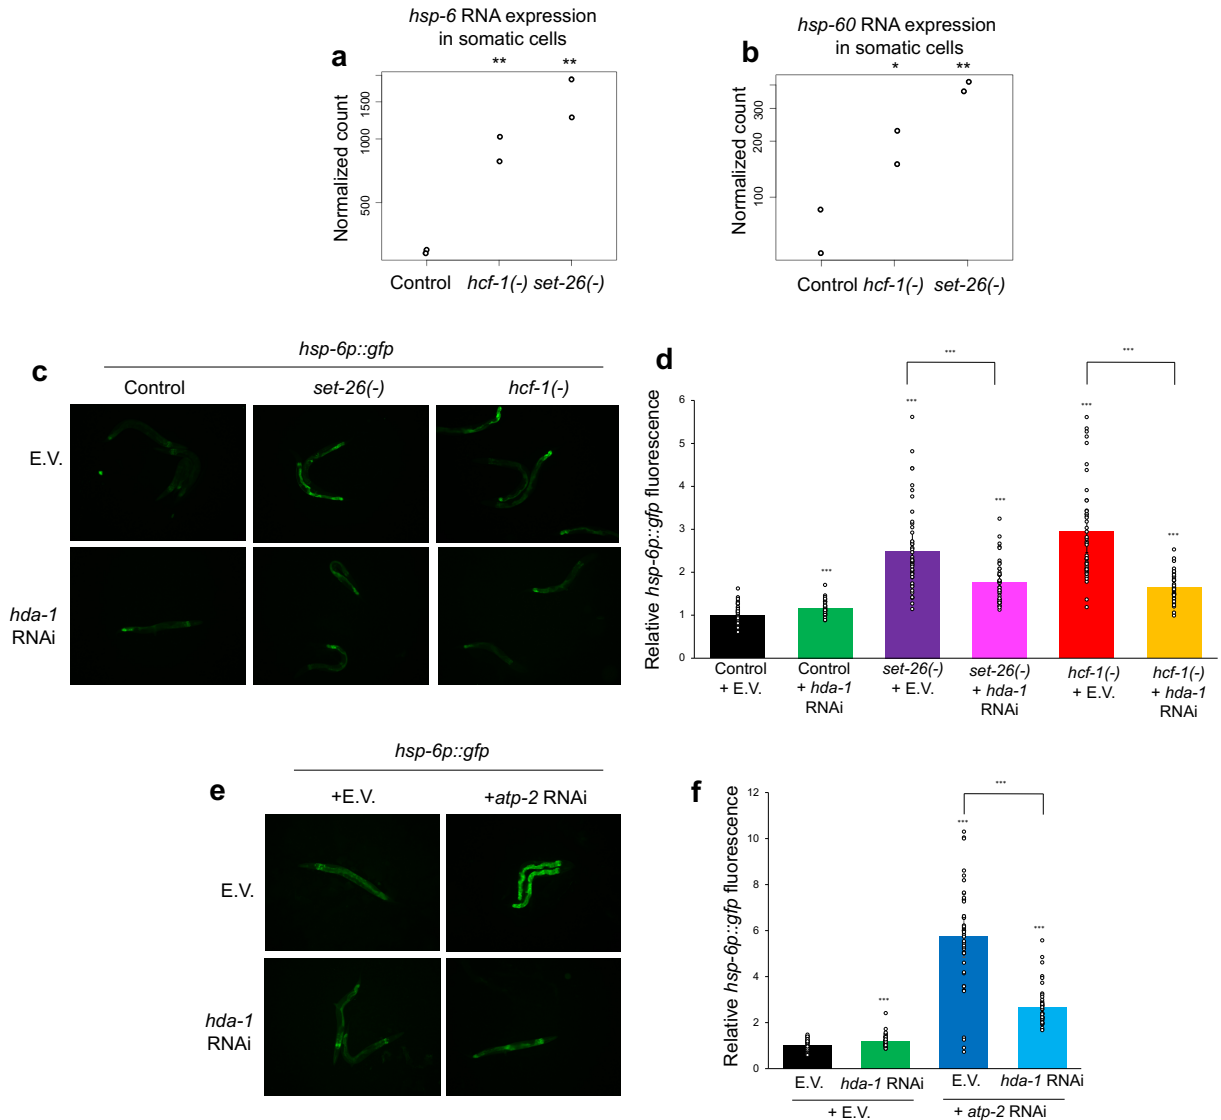

**Supplementary Fig. 8. MitoUPR activation in *set-26(-)* and *hcf-1(-)* mutants.** **a-b** Normalized read counts as determined by DESeq2 of (a) *hsp-6* or (b) *hsp-60* RNA expression from RNA-seq of day 1 adult *glp-1(-)*, *glp-1(-);set-26(-)*, and *glp-1(-);hcf-1(-)* mutants. Each dot represents one biological replicate. *hsp-6* RNA displays a fold change increase of 5.46 in *set-26(-)* mutants and 3.12 in *hcf-1(-)* mutants respectively, while *hsp-60* RNA displays a fold change increase of 5.82 in *set-26(-)* mutants and 2.79 in *hcf-1(-)* mutants respectively. **c-d** Representative images and quantification of the GFP fluorescence of young adult control worms, *set-26(-)* mutants, and *hcf-1(-)* mutants expressing *hsp-6p::gfp* grown on empty vector (E.V.) or *hda-1* RNAi from egg-lay (n=49, 49, 44, 43, 40, and 45 worms, respectively). **e-f** Representative images and quantification of young adult control worms expressing *hsp-6p::gfp* and grown on either E.V. or *hda-1* RNAi from egg-lay, having been supplemented with either E.V. control or *atp-2* RNAi bacteria to induce the mitoUPR 24h after egg-lay as in Shao et al.<sup>4</sup> (n=37, 41, 44, and 46 worms, respectively). In (d) and (f), values represent the relative fluorescence of the GFP channel compared to the channel background and autofluorescence for each worm. N=2 biological

replicates, and each dot represents a measurement from an individual worm. In (a and b), \* represents  $FDR < 0.05$  and \*\* represents  $FDR < 1 \times 10^{-5}$  as determined by DESeq2. In (d and f), \*\*\* represents  $p < 0.00833$ , after Bonferroni post-hoc testing following ANOVA. Quantitative data are provided in Source Data.

## Supplementary Methods

### CUT&RUN data analysis (continued)

In the linux environment, adaptor sequences were trimmed and low-quality reads were filtered out from sequencing files using Trim Galore! (v0.6.5), which utilizes Cutadapt (v3.4)<sup>5</sup> and FastQC (v0.11.8), with the settings `–paired –q 20 –fastqc`. Trimmed paired-end sequencing files were then aligned to the ce11/WBcel235 *C. elegans* reference genome using bowtie2 (v2.4.3)<sup>6</sup> with the options `–very-sensitive-local –no-unal –no-mixed –no-discordant –phred33 –p 4 –l 10 –X 700`. The resulting sam files were then converted to bam files using ‘samtools view’ command in SAMTools (v1.14)<sup>7</sup> with the options `–hSb –F 4`. Since keeping duplicated reads is recommended for CUT&RUN, they were not removed<sup>8,9</sup>. The individual bam files corresponding to two biological replicates were considered both individually (for correlation analysis and DiffBind) and combined (for heatmaps, metaplots, and visualization on IGV (v2.4.19)<sup>10</sup>) using the ‘samtools merge’ command in SAMTools for downstream analysis. For Supplementary Fig. 1g, ce11 blacklisted regions were obtained from the ENCODE lists<sup>11</sup> and removed using the bedtools intersect -v command in BEDtools(v2.29.2)<sup>12</sup>. Similarly, for Supplementary Fig. 1g, HOT regions were obtained from Chen et al.<sup>13</sup>, converted to ce11 coordinates using the Lift Genome Annotations tool in the UCSC Genome Browser<sup>14</sup>, and removed using the bedtools intersect -v command. Bam files were then sorted using ‘samtools sort’ command and indexed using the ‘samtools index’ command in SAMTools using default settings.

Indexed bam files were used for narrow peak calling with MACS2 (v2.1.4)<sup>15</sup> using the settings `–f BAM –g ce –call-summits –keep-dup all –q 0.01 –m 5 50 –nomodel`. When calling peaks for factor binding to characterize binding sites (as in Fig. 1), peaks of each factor were called using combined replicates of factor binding against a control bam file of two combined biological replicates of experiments targeting the tag of interest in the N2 background (i.e. CUT&RUN with an anti-FLAG or anti-HA antibody in N2 or *glp-1(-)*, which produces background antibody binding tracks). When calling peaks for factor binding to directly compare the degree of binding in two genotypes (as in Fig. 3, 4, and 6), peaks were called with a control file representing H3 binding in each genotype (i.e. *hcf-1::gfp::3xflag set-26(-)* strain subjected to H3 CUT&RUN in parallel to FLAG). This process was repeated with the individual bam files for each replicate and the merged bam files representing both replicates as discussed above. The number of peaks discussed represents the number of unique peaks called (after removing duplicate locations with multiple summits called by MACS2) and results from peak calling using merged bam files.

To generate bigwig files for visualization, combined bam files from both biological replicates were put through the ‘bamCompare’ command in deepTools (v3.3)<sup>16</sup> with the settings `–binSize 20 –operation log2 –scaleFactors Method None –normalizeUsing CPM –numberOfProcessors 8 –outFileFormat bigwig –smoothLength 60 –extendReads –centerReads`, and with `–bamfile2`

representing a bam file with combined replicates of CUT&RUN experiments targeting either the tagged factor of interest in untagged control worms (N2 or *glp-1(-)*) or H3, as indicated in figure legends.

To determine the correlation between biological replicates, the mapped read count in 2 kb sliding windows was obtained for each bam file corresponding to a single replicate using the command 'bedtools multicov' in BEDtools (v2.29.2)<sup>12</sup> using a reference of the ce11/WBcel235 genome broken into 2 kb windows generated with the 'bedtools makewindows' command. The readcount of each sequencing file in each 2 kb window was uploaded into RStudio, converted into log10, and then the Pearson's correlation was calculated between each replicate using the 'cor' function in R. The correlations were saved in a matrix and plotted using the 'heatmap.2' function within the gplots package (v3.1.3) in R.

To find overlapping peaks, peak regions called by MACS2 for factor binding vs antibody background were uploaded into the R environment in the package ChIPpeakAnno (v3.28.1)<sup>17</sup> and used as input for the command 'findOverlapsOfPeaks' with the settings 'minoverlap=1, connectedPeaks="keepAll"'). The overlapping peaks were then plotted using the 'makeVennDiagram' command, and a hypergeometric test was performed to test the significance of overlap between the peaksets using the option 'totalTest=30000'.

To annotate the genomic features associated with peaks, the same peaks were used as input for the 'assignChromosomeRegion' command in ChIPpeakAnno using the default settings and the annotation data of TxDb.Celegans.UCSC.ce11.ensGene downloaded into the R environment from Bioconductor (v3.15). Note that a single peak may be annotated to multiple features if it spanned more than one feature. To produce density plots of factor binding around the TSS, the same peak regions were used as input for the 'binOverFeature' command in ChIPpeakAnno, using the default settings with radius = 3000 and the annotation data of TxDb.Celegans.UCSC.ce11.ensGene. To produce density plots of SET-26 and HCF-1 binding within common peak regions, the overlapping peaks identified from the 'findOverlapsOfPeaks' command were recentered with a width of 1. The factor binding signal extracted from bigwig files containing combined replicates of normalized factor binding versus antibody background were used as input (cvglists) for the 'featureAlignedSignal' command in ChIPpeakAnno, with the recentered overlapping peaks as the reference frame of which to plot (feature.gr).

To annotate CUT&RUN peaks with associated genes, the peaks of each factor binding versus antibody background were uploaded to ChIPpeakAnno and used as input for the 'annotatePeakInBatch' function in ChIPpeakAnno, with the settings of 'output = "nearestBiDirectionalPromoters", bindingRegion = c(-2000, 500)' and the annotation data of TxDb.Celegans.UCSC.ce11.ensGene. The process was repeated for regions found to be significantly differentially bound by DiffBind. BioVenn ([www.biovenn.nl](http://www.biovenn.nl)) was used for generating Venn Diagrams<sup>18</sup>, and the significance of overlapping genes were determined by Fisher's exact test calculated in RStudio. WormCat 2.0 ([www.wormcat.com](http://www.wormcat.com)) was used for gene ontology enrichment analysis, where the p values are determined by Fisher's test with FDR correction<sup>19</sup>.

To produce z-score normalized bigwig files of factor binding in different genotypes to use as input for heatmaps and metaplots, combined bam files from both biological replicates of factor binding were first converted to bedgraphs using the 'bamCompare' command with the settings – binSize 20 –operation log2 –scaleFactorsMethod readCount –numberOfProcessors 8 – outFileFormat bedgraph –smoothLength 60 –extendReads, and with –bamfile2 representing a bam file with combined replicates of CUT&RUN experiments targeting H3 in parallel in the same genotype. The resulting log2 signal bedgraph files were then uploaded into R (v4.1.2) using RStudio (v2022.02.0+443) and converted into z-scores using the 'scale' function in R. Z-score converted bedgraphs were uploaded back into the Linux environment, sorted using the command 'do sort -k1,1 -k2,2n', and converted to bigwig files using the UCSC bedGraphToBigWig (v4) program with default settings.

To generate heatmaps and metaplots, computeMatrix from deepTools was used to generate a standardized matrix of z-score factor binding in predetermined peak regions with the sub-command 'scale-regions' to scale all peak regions to the same size for visualization, with settings -b 2000 -a 2000 –binSize 20 –sortRegions keep –regionBodyLength 1000 -p 4 -p max/2. The bed files of predetermined peak regions (--regionsFileName argument) were generated from MACS2 peak calling of factor vs antibody background (e.g. FLAG signal in the *hcf-1::gfp::3xflag* strain vs FLAG signal in N2) in combined replicates as described above. The z-score normalized bigwig files generated above were used as the files containing scores to be plotted (--scoreFileName argument). The resulting matrix files were used as input for the 'plotHeatmap' command in deepTools.

To compare differentially bound regions between two genotypes, sorted bam files of factor binding and control immunoprecipitations (against H3) and peak calls from MACS2 of factor binding against H3 controls for each of two biological replicates were read into the R environment and analyzed using the DiffBind package (v3.4.11)<sup>20</sup> with the comparison: (factor binding in mutant - H3 binding in mutant) - (factor binding in control - H3 binding in control). The standard DiffBind workflow was used, with dba.count settings of 'minOverlap=2, bUseSummarizeOverlaps = TRUE', and Volcano plots and p values generated using DBA\_DESEQ2 to assess significance. Regions were considered significantly differentially bound if they were assigned an FDR value of less than 0.05 by the DESeq2 algorithm utilized by DiffBind.

### ChIP-seq data analysis

ChIP-seq data for H3K4me3 and H3 in day 2 adult *glp-1(e2141)* mutant worms were downloaded from GEO series GSE101964<sup>2</sup> [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE101964>]. The data were processed similarly to the CUT&RUN data above, with minor differences to account for single-end sequencing data and the ChIP-seq technique. Trim Galore! (v0.6.5), which utilizes Cutadapt (v4.1)<sup>5</sup> and FastQC (v0.12.1) was used in single-end mode with the settings -q 20 –fastqc. Alignment using bowtie2 (v2.4.3)<sup>6</sup> was used in single-end mode with default options. Multimapped reads were excluded during sam to bam conversion using the 'samtools view' command with the options -hSb -F 4 -q 2, and duplicates were removed using the 'samtools

rmDup' command in SAMTools (v1.15.1)<sup>7</sup>. Bam files were sorted, replicates were merged as described above, and files were indexed as described above. Narrow peaks were called for H3K4me3 against H3 control using MACS2 (v2.2.7.1)<sup>15</sup> with the settings described above.

### ATAC-seq data analysis

ATAC-seq data for accessible regions in young adult *glp-1(e2144)* mutants were downloaded from GEO series GSE114439<sup>3</sup> [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE114439>]. In the linux environment, adaptors were trimmed and low-quality reads were removed using Trim Galore! (v0.6.5), which utilizes Cutadapt (v4.1)<sup>5</sup> and FastQC (v0.12.1) with the settings -nextseq 20 -fastqc. Trimmed files were then aligned to the ce11/Wbcel235 *C. elegans* reference genome using bwa (v0.7.17)<sup>21</sup> with the settings mem -M. Resulting sam files were converted to bam using 'samtools view' command in SAMTools (v1.15.1)<sup>7</sup> with the options -@ 24 -b -h -F 0x0100. Bam files were sorted and indexed as above and mitochondrial DNA was removed using the 'samtools view' command. Blacklisted regions were removed as described above using the 'bedtools intersect' command, and duplicates were marked using 'MarkDuplicates' in Picard (v2.26.1) (<http://broadinstitute.github.io/picard/>) and removed using the 'samtools view' command. Replicates were merged and indexed as described above, and used for narrow peak calling in MACS2 (v2.2.7.1)<sup>15</sup> with the options -f BAM -gsize ce -q 0.05 -call-summits.

### Fluorescence imaging

2% agarose pads in M9 were prepared on glass slides for imaging. 5-10µl of 2 mM levamisole was added to the top of the agarose pad, 5-20 worms were picked into the levamisole, and a cover slip was added. Fluorescence was detected and captured using a Leica DM 5000B compound microscope and Leica LAX software.

### Fluorescence quantification

Fluorescence images were quantified using Fiji (version 2.1.0/1.53c)<sup>22</sup> using the mean gray value measurement tool. Briefly, the area of interest was manually selected for each image. For *hsp-6p::gfp* quantification, this was the entire worm. For HDA-1::GFP knockdown imaging, this was an individual intestinal cell or head region (ending immediately before the anterior intestine). The fluorescence of this region was quantified with Fiji. Next, background measurements were taken for normalization. For *hsp-6p::gfp* quantification, the background intensity of the GFP channel was taken (a region with no worms present), as well as the intensity of the worm in an autofluorescent channel and the background of the autofluorescent channel (a region with no worms present). To analyze the data for *hsp-6p::gfp* images, the GFP values of each worm were normalized to that worm's autofluorescence, while taking into account the background of each channel. Before plotting, each worm's fluorescent value was normalized to the average of the control's fluorescent value to allow for the y axis to represent relative fluorescence to control. Final plotted relative GFP values for *hsp-6p::gfp* imaging represent the following:  $([\text{GFP of the worm} - \text{GFP channel background}] / [\text{Autofluorescence of the worm} - \text{Autofluorescence channel background}]) / \text{average normalized fluorescent value in controls}$ . For HDA-1::GFP knockdown imaging, background levels were measured on the same image as the region of interest, using an adjacent region of the worm not expressing GFP

(either nearby the intestine or in the head). Final plotted relative GFP values for HDA-1::GFP imaging represent the following: Fluorescence of the region of interest – Fluorescence of a nearby background region. Two biological replicates were conducted for each fluorescent imaging experiment, and individual worms from both replicates were pooled together to calculate statistical significance using either an ANOVA with post-hoc Bonferroni correction (for *hsp-6p::gfp* experiments), or two-tailed t-tests (for HDA-1::GFP knock-down experiments).

### Supplementary References

1. Zhou, P. *et al.* Mixed lineage leukemia 5 (MLL5) protein regulates cell cycle progression and E2F1-responsive gene expression via association with host cell factor-1 (HCF-1). *J. Biol. Chem.* **288**, 17532–17543 (2013).
2. Pu, M., Wang, M., Wang, W., Velayudhan, S. S. & Lee, S. S. Unique patterns of trimethylation of histone H3 lysine 4 are prone to changes during aging in *Caenorhabditis elegans* somatic cells. *PLoS Genet.* **14**, e1007466 (2018).
3. Jänes, J. *et al.* Chromatin accessibility dynamics across *C. elegans* development and ageing. *eLife* vol. 7 Preprint at <https://doi.org/10.7554/elife.37344> (2018).
4. Shao, L.-W. *et al.* Histone deacetylase HDA-1 modulates mitochondrial stress response and longevity. *Nat. Commun.* **11**, 4639 (2020).
5. Martin, M. Cutadapt removes adapter sequences from high-throughput sequencing reads. *EMBnet.journal* **17**, 10–12 (2011).
6. Langmead, B. & Salzberg, S. L. Fast gapped-read alignment with Bowtie 2. *Nat. Methods* **9**, 357–359 (2012).
7. Li, H. *et al.* The Sequence Alignment/Map format and SAMtools. *Bioinformatics* **25**, 2078–2079 (2009).
8. Fu, Y., Wu, P.-H., Beane, T., Zamore, P. D. & Weng, Z. Elimination of PCR duplicates in RNA-seq and small RNA-seq using unique molecular identifiers. *BMC Genomics* **19**, 531 (2018).
9. Zhu, Q., Liu, N., Orkin, S. H. & Yuan, G.-C. CUT&RUNTools: a flexible pipeline for CUT&RUN processing and footprint analysis. *Genome Biol.* **20**, 192 (2019).
10. Robinson, J. T. *et al.* Integrative genomics viewer. *Nat. Biotechnol.* **29**, 24–26 (2011).
11. Amemiya, H. M., Kundaje, A. & Boyle, A. P. The ENCODE Blacklist: Identification of Problematic Regions of the Genome. *Sci. Rep.* **9**, 9354 (2019).
12. Quinlan, A. R. & Hall, I. M. BEDTools: a flexible suite of utilities for comparing genomic

- features. *Bioinformatics* **26**, 841–842 (2010).
13. Chen, R. A.-J. *et al.* Extreme HOT regions are CpG-dense promoters in *C. elegans* and humans. *Genome Res.* **24**, 1138–1146 (2014).
  14. Kent, W. J. *et al.* The human genome browser at UCSC. *Genome Res.* **12**, 996–1006 (2002).
  15. Zhang, Y. *et al.* Model-based analysis of ChIP-Seq (MACS). *Genome Biol.* **9**, R137 (2008).
  16. Ramírez, F., Dündar, F., Diehl, S., Grüning, B. A. & Manke, T. deepTools: a flexible platform for exploring deep-sequencing data. *Nucleic Acids Res.* **42**, W187–91 (2014).
  17. Zhu, L. J. *et al.* ChIPpeakAnno: a Bioconductor package to annotate ChIP-seq and ChIP-chip data. *BMC Bioinformatics* **11**, 237 (2010).
  18. Hulsen, T., de Vlieg, J. & Alkema, W. BioVenn - a web application for the comparison and visualization of biological lists using area-proportional Venn diagrams. *BMC Genomics* **9**, 488 (2008).
  19. Holdorf, A. D. *et al.* WormCat: An Online Tool for Annotation and Visualization of *Caenorhabditis elegans* Genome-Scale Data. *Genetics* **214**, 279–294 (2020).
  20. Ross-Innes, C. S. *et al.* Differential oestrogen receptor binding is associated with clinical outcome in breast cancer. *Nature* **481**, 389–393 (2012).
  21. Li, H. & Durbin, R. Fast and accurate short read alignment with Burrows–Wheeler transform. *Bioinformatics* **25**, 1754–1760 (2009).
  22. Schindelin, J. *et al.* Fiji: an open-source platform for biological-image analysis. *Nat. Methods* **9**, 676–682 (2012).

# Supplementary material for: The chromatin factors SET-26 and HCF-1 oppose the histone deacetylase HDA-1 in longevity and gene regulation in C. elegans
**Source:** Nat Commun. 2024 Mar 14;15:2320. doi: 10.1038/s41467-024-46510-6
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: Relative abundance of putative HCF-1 interactors identified through immunoprecipitation-mass spec experiments

File Name: Supplementary Data 2

Description: CUT&RUN binding sites (peaks and genes) under basal conditions in *C. elegans*

File Name: Supplementary Data 3

Description: Integration of RNA-seq and CUT&RUN data in *C. elegans* mutants

File Name: Supplementary Data 4

Description: CUT&RUN binding sites (peaks and genes) in mutant backgrounds in *C. elegans*

File Name: Supplementary Data 5

Description: *C. elegans* strains, primer sequences, and antibodies used in this study

# Supplementary material for: The chromatin factors SET-26 and HCF-1 oppose the histone deacetylase HDA-1 in longevity and gene regulation in C. elegans
**Source:** Nat Commun. 2024 Mar 14;15:2320. doi: 10.1038/s41467-024-46510-6
**Supplement:** Supplementary file 9 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | C. elegans mRNA sequencing reads were obtained by preparing mRNA sequencing libraries and sequencing through Illumina NextSeq 500.<br>C. elegans DNA sequencing reads corresponding to binding regions of the chromatin factors SET-26, HCF-1, and HDA-1 were obtained by preparing CUT&RUN libraries and sequencing through Illumina NextSeq 500.                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
| Data analysis   | CUT&RUN and mRNA sequencing data were analyzed using software as described in the manuscript. No custom software was generated for this study. The versions used are described in the manuscript and are included here.<br><br>Software analysis tools for CUT&RUN analysis included:<br>Trim Galore! (v0.6.5) which utilizes Cutadapt (v3.4) and FastQC (v0.11.8)<br>bowtie2 (v2.4.3)<br>SAMTools (v1.14)<br>BEDtools(v2.29.2)<br>MACS2 (v2.1.4)<br>deepTools (v3.3)<br>UCSC bedGraphToBigWig (v4)<br>UCSC Lift Genome Annotations ( <a href="https://genome.ucsc.edu/cgi-bin/hgLiftOver">https://genome.ucsc.edu/cgi-bin/hgLiftOver</a> )<br><br>In addition, software analysis tools for RNA-seq analysis included:<br>Trim Galore! (v0.6.5) which utilizes Cutadapt (v3.4) and FastQC (v0.11.8)<br>STAR (v2.7.9a) |

In addition, software analysis tools used for ChIP-seq analysis included:  
Trim Galore! (v0.6.5), which utilizes Cutadapt (v4.1) and FastQC (v0.12.1)  
bowtie2 (v2.4.3)  
SAMTools (v1.15.1)

In addition, software analysis tools used for ATAC-seq analysis included:  
Trim Galore! (v0.6.5), which utilizes Cutadapt (v4.1) and FastQC (v0.12.1)  
bwa (v0.7.17)  
SAMTools (v1.15.1)  
Picard (v2.26.1); MACS2 (v2.2.7.1)

R PACKAGES - R (v4.1.2) using RStudio (v2022.02.0+443), used for any/all omics analysis:  
gplots package (v3.1.3)  
ChIPpeakAnno (v3.28.1)  
Bioconductor (v3.15)  
DiffBind (v3.4.11)  
DESeq2 (v1.34.0)  
ComplexHeatmap (v2.10.0)  
ggplot2 (v3.3.6)

VISUALIZATION  
IGV (v2.4.19)  
BioVenn (www.biovenn.nl)  
WormCat 2.0 (www.wormcat.com)

Excel (version 16.66.1) was used for all other statistics.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

CUT&RUN and RNA-seq raw sequencing data, CUT&RUN bigwig files for visualization, and the RNA-seq read count matrix have been deposited in NCBI's Gene Expression Omnibus and are accessible through GEO series accession number GSE224075 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE224075] (RNA-seq), GSE224076 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE224076] (CUT&RUN) and can be found as SuperSeries GSE224078 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE224078]. IP-Mass spec proteomics data from the two independent experiments have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD047509 [https://proteomecentral.proteomexchange.org/cgi/GetDataset?ID=PX047509] (performed by co-author C.G.R.) and PXD047247 [https://proteomecentral.proteomexchange.org/cgi/GetDataset?ID=PX047247] (performed by co-author M.Z.). ChIP-seq data of H3K4me3 and H3 in day 2 adult glp-1(e2141) mutants were downloaded from GEO series GSE101964 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE101964] 35. ATAC-seq data of accessible regions in young adult glp-1(e2144) mutants were downloaded from GEO series GSE114439 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE114439] 36. Differentially expressed genes during aging were downloaded directly from Pu. et al.35. Blacklisted regions were obtained from ENCODE lists32 and HOT regions were obtained from Chen et al.33. For genome alignment, the ce11/WBcel235 C. elegans reference genome was downloaded from Ensembl (https://useast.ensembl.org/Caenorhabditis\_elegans/Info/Index).

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

Reporting on race, ethnicity, or other socially relevant groupings

Population characteristics

Recruitment

Ethics oversight

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://doi.org/10.1016/B978-0-12-394620-1.00012-6)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | For qPCR, immunoblotting, mRNA-sequencing, fluorescence imaging, and CUT&RUN experiments, the number of worms used was determined according to our pre-tests. For lifespan analysis, the sample size was determined according to the common standards of the <i>C. elegans</i> aging biology field, which typically uses a population of about 100 animals for a lifespan analysis (Wilkinson, Taylor, & Dillin, 2012; <a href="https://doi.org/10.1016/B978-0-12-394620-1.00012-6">https://doi.org/10.1016/B978-0-12-394620-1.00012-6</a> ). |
| Data exclusions | For lifespan analysis, worms that exploded, experienced internal hatching (bagged), or crawled off the plate were "censored" in the statistical analysis. This is common practice in the <i>C. elegans</i> aging biology field.                                                                                                                                                                                                                                                                                                               |
| Replication     | All experiments were repeated with at least two biological replicates with similar results. All attempts at replication were successful.                                                                                                                                                                                                                                                                                                                                                                                                      |
| Randomization   | For all experiments in which worms were allocated into groups (i.e. RNAi experiments), worms were selected at random to be placed into each group.                                                                                                                                                                                                                                                                                                                                                                                            |
| Blinding        | Blinding was not used in this study to allow for inter-group observations during the study, to facilitate ease of experiments, and because blinding was not practical. Specifically, the mutants used in this study have visible phenotypes, as do the RNAi systems used ( <i>hda-1</i> and <i>glp-1</i> ), making blinding impractical.                                                                                                                                                                                                      |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | <p>Primary Antibodies - for both CUT&amp;RUN and immunoblotting<br/> HA Tag (C29F4), Cell Signaling, #3724, Lot 10, 1:100 for CUT&amp;RUN, 1:1000 for immunoblotting<br/> FLAG (DYKDDDDK) Tag (FG4R), ThermoFisher, #MA1-91878, Lot VF298990, 1:100 for CUT&amp;RUN, 1:1000 for immunoblotting<br/> Histone H3, Abcam, #ab1791, Lot GR3252153-1, 1:100 for CUT&amp;RUN, 1:2000 for immunoblotting<br/> GFP Tag (3E6), Invitrogen, #A-11120; for IP-Mass Spec</p> <p>Secondary Antibodies<br/> Rabbit anti mouse IgG, Abcam, #ab46540, Lot GR3386453-2 - used for CUT&amp;RUN, 1:100 for CUT&amp;RUN<br/> Goat anti rabbit IgG, Li-cor, #926-32211, Lot C60321-05 - used for immunoblotting, 1:5000 for immunoblotting<br/> Goat anti mouse IgG, Li-cor, #926-68070, Lot C60107-03 - used for immunoblotting, 1:5000 for immunoblotting</p> |
| Validation      | Each antibody used in this study has been validated by the manufacturer and published elsewhere in the literature. Primary antibodies used were:                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |

HA Tag (C29F4) - Cell Signaling #3724 - Noted on the Cell Signaling website to be used in both western blotting and CUT&RUN. The website notes that as this antibody targets the HA-tag, an exogenously expressed protein, it is expected to be reactive in all species, and it has been previously used successfully in *C. elegans*, including Ahier et al., 2018 - <https://doi.org/10.1038/s41556-017-0023-x> and Xie et al., 2022 - <https://doi.org/10.1242/jcs.259396>.

FLAG (DYKDDDDK) Tag (FG4R) - ThermoFisher #MA1-91878 - Noted on ThermoFisher website to be used in both western blotting and ChIP. Again, ThermoFisher's website indicates that this antibody reacts to an exogenous tag and is not species-specific. This antibody has also been used previously in *C. elegans*, for example in Woglar et al., 2022 - <https://doi.org/10.1371/journal.pbio.3001784>.

Histone H3 - Abcam #ab1791 - Noted on the Abcam website to be used in both western blotting and ChIP. This has been previously used in *C. elegans* in several publications, including Wang et al., 2018 - <https://doi.org/10.7554/eLife.34970>.

GFP Tag (3E6), Invitrogen, #A-11120 - Noted on the Invitrogen website to be used in immunoprecipitation. This antibody is also noted to react to an exogenous tag and is not species-specific. This antibody has been previously used in *C. elegans* for immunoprecipitation, for example in Wei et al., 2016 - <https://doi.org/10.1038/ncomms12437>.

#### Secondary Antibodies

Rabbit anti mouse IgG, Abcam, #ab46540. This is a secondary antibody which binds to mouse IgG. It was previously been used as a negative control in *C. elegans* in Ikegami et al., 2010 - <https://doi.org/10.1186/gb-2010-11-12-r120>.

Goat anti rabbit IgG, Li-cor, #926-32211. This is a fluorescent secondary antibody, which has previously been used for immunoblotting analysis in *C. elegans*, as in Maduzia et al., 2011 - <https://doi.org/10.1074/jbc.M110.188581>.

Goat anti mouse IgG, Li-cor, #926-68070. This is a fluorescent secondary antibody, which has previously been used for immunoblotting in *C. elegans*, as in Xie et al., 2022 - <https://doi.org/10.1242/jcs.259396>.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

### Laboratory animals

*C. elegans* laboratory strains in the N2 background were used. All animals were hermaphrodites. All strains are listed in Supplementary Data 5. The age of animals for each experiment is specified within the text. All CUT&RUN experiments were conducted with day 1 adults. RNA-seq experiments were conducted on day 1, day 3, and day 12 adults. IP-Mass Spec experiments were conducted with mixed stage worms. Lifespan experiments were started at day 1 of adulthood and monitored until death. Immunoblotting experiments were conducted either at day 1 of adulthood (Supplementary Fig. 3d) or at day 3 of adulthood (Supplementary Fig. 7d). Fluorescence imaging studies were conducted at either day 3 of adulthood (Supplementary Fig. 7f-i) or at day 1 of adulthood (Supplementary Fig. 8c-f).

### Wild animals

Wild animals were not used.

### Reporting on sex

Only hermaphrodites were used in this study.

### Field-collected samples

Field-collected samples were not used.

### Ethics oversight

No ethics committee was required to approve this study as it was conducted in *C. elegans*.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

### Seed stocks

Plants were not used.

### Novel plant genotypes

Plants were not used.

### Authentication

Plants were not used.

## ChIP-seq

### Data deposition

☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).

☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

### Data access links

May remain private before publication.

NCBI GEO database under accession code GSE224076 (CUT&RUN) under SuperSeries GSE224078 (reviewer token ypcjawiehvalxav).

### Files in database submission

glp-1\_FLAGantibody\_rep1\_R1.fastq.gz  
glp-1\_FLAGantibody\_rep1\_R2.fastq.gz

glp-1\_FLAGantibody\_rep2\_R1.fastq.gz  
 glp-1\_FLAGantibody\_rep2\_R2.fastq.gz  
 glp-1\_HAantibody\_rep1\_R1.fastq.gz  
 glp-1\_HAantibody\_rep1\_R2.fastq.gz  
 glp-1\_HAantibody\_rep2\_R1.fastq.gz  
 glp-1\_HAantibody\_rep2\_R2.fastq.gz  
 hcf-1HDA-1GFP\_glp-1RNAi\_H3antibody\_rep1\_R1.fastq.gz  
 hcf-1HDA-1GFP\_glp-1RNAi\_H3antibody\_rep1\_R2.fastq.gz  
 hcf-1HDA-1GFP\_glp-1RNAi\_H3antibody\_rep2\_R1.fastq.gz  
 hcf-1HDA-1GFP\_glp-1RNAi\_H3antibody\_rep2\_R2.fastq.gz  
 hcf-1HDA-1GFP\_glp-1RNAi\_HAantibody\_rep1\_R1.fastq.gz  
 hcf-1HDA-1GFP\_glp-1RNAi\_HAantibody\_rep1\_R2.fastq.gz  
 hcf-1HDA-1GFP\_glp-1RNAi\_HAantibody\_rep2\_R1.fastq.gz  
 hcf-1HDA-1GFP\_glp-1RNAi\_HAantibody\_rep2\_R2.fastq.gz  
 hcf-1HDA-1GFP\_L4440\_H3antibody\_rep1\_R1.fastq.gz  
 hcf-1HDA-1GFP\_L4440\_H3antibody\_rep1\_R2.fastq.gz  
 hcf-1HDA-1GFP\_L4440\_H3antibody\_rep2\_R1.fastq.gz  
 hcf-1HDA-1GFP\_L4440\_H3antibody\_rep2\_R2.fastq.gz  
 hcf-1HDA-1GFP\_L4440\_HAantibody\_rep1\_R1.fastq.gz  
 hcf-1HDA-1GFP\_L4440\_HAantibody\_rep1\_R2.fastq.gz  
 hcf-1HDA-1GFP\_L4440\_HAantibody\_rep2\_R1.fastq.gz  
 hcf-1HDA-1GFP\_L4440\_HAantibody\_rep2\_R2.fastq.gz  
 hcf-1SET-26HA\_glp-1RNAi\_H3antibody\_rep1\_R1.fastq.gz  
 hcf-1SET-26HA\_glp-1RNAi\_H3antibody\_rep1\_R2.fastq.gz  
 hcf-1SET-26HA\_glp-1RNAi\_H3antibody\_rep2\_R1.fastq.gz  
 hcf-1SET-26HA\_glp-1RNAi\_H3antibody\_rep2\_R2.fastq.gz  
 hcf-1SET-26HA\_glp-1RNAi\_HAantibody\_rep1\_R1.fastq.gz  
 hcf-1SET-26HA\_glp-1RNAi\_HAantibody\_rep1\_R2.fastq.gz  
 hcf-1SET-26HA\_glp-1RNAi\_HAantibody\_rep2\_R1.fastq.gz  
 hcf-1SET-26HA\_glp-1RNAi\_HAantibody\_rep2\_R2.fastq.gz  
 hcf-1SET-26HA\_L4440\_H3antibody\_rep1\_R1.fastq.gz  
 hcf-1SET-26HA\_L4440\_H3antibody\_rep1\_R2.fastq.gz  
 hcf-1SET-26HA\_L4440\_H3antibody\_rep2\_R1.fastq.gz  
 hcf-1SET-26HA\_L4440\_H3antibody\_rep2\_R2.fastq.gz  
 hcf-1SET-26HA\_L4440\_HAantibody\_rep1\_R1.fastq.gz  
 hcf-1SET-26HA\_L4440\_HAantibody\_rep1\_R2.fastq.gz  
 hcf-1SET-26HA\_L4440\_HAantibody\_rep2\_R1.fastq.gz  
 hcf-1SET-26HA\_L4440\_HAantibody\_rep2\_R2.fastq.gz  
 HCF-1GFP\_FLAGantibody\_rep1\_R1.fastq.gz  
 HCF-1GFP\_FLAGantibody\_rep1\_R2.fastq.gz  
 HCF-1GFP\_FLAGantibody\_rep2\_R1.fastq.gz  
 HCF-1GFP\_FLAGantibody\_rep2\_R2.fastq.gz  
 HCF-1GFP\_glp1RNAi\_FLAGab\_rep2\_R1.fastq.gz  
 HCF-1GFP\_glp1RNAi\_FLAGab\_rep2\_R2.fastq.gz  
 HCF-1GFP\_glp1RNAi\_H3antibody\_rep2\_R1.fastq.gz  
 HCF-1GFP\_glp1RNAi\_H3antibody\_rep2\_R2.fastq.gz  
 HCF-1GFP\_glp-1RNAi\_FLAGantibody\_rep1\_R1.fastq.gz  
 HCF-1GFP\_glp-1RNAi\_FLAGantibody\_rep1\_R2.fastq.gz  
 HCF-1GFP\_glp-1RNAi\_H3antibody\_rep1\_R1.fastq.gz  
 HCF-1GFP\_glp-1RNAi\_H3antibody\_rep1\_R2.fastq.gz  
 HCF-1GFPglp-1\_FLAGantibody\_rep1\_R1.fastq.gz  
 HCF-1GFPglp-1\_FLAGantibody\_rep1\_R2.fastq.gz  
 HCF-1GFPglp-1\_FLAGantibody\_rep2\_R1.fastq.gz  
 HCF-1GFPglp-1\_FLAGantibody\_rep2\_R2.fastq.gz  
 HCF-1GFPglp-1\_H3antibody\_rep1\_R1.fastq.gz  
 HCF-1GFPglp-1\_H3antibody\_rep1\_R2.fastq.gz  
 HCF-1GFPglp-1\_H3antibody\_rep2\_R1.fastq.gz  
 HCF-1GFPglp-1\_H3antibody\_rep2\_R2.fastq.gz  
 HCF-1GFP\_L4440\_FLAGantibody\_rep1\_R1.fastq.gz  
 HCF-1GFP\_L4440\_FLAGantibody\_rep1\_R2.fastq.gz  
 HCF-1GFP\_L4440\_FLAGantibody\_rep2\_R1.fastq.gz  
 HCF-1GFP\_L4440\_FLAGantibody\_rep2\_R2.fastq.gz  
 HCF-1GFP\_L4440\_H3antibody\_rep1\_R1.fastq.gz  
 HCF-1GFP\_L4440\_H3antibody\_rep1\_R2.fastq.gz  
 HCF-1GFP\_L4440\_H3antibody\_rep2\_R1.fastq.gz  
 HCF-1GFP\_L4440\_H3antibody\_rep2\_R2.fastq.gz  
 HDA-1GFP\_glp-1RNAi\_H3antibody\_rep1\_R1.fastq.gz  
 HDA-1GFP\_glp-1RNAi\_H3antibody\_rep1\_R2.fastq.gz  
 HDA-1GFP\_glp-1RNAi\_H3antibody\_rep2\_R1.fastq.gz  
 HDA-1GFP\_glp-1RNAi\_H3antibody\_rep2\_R2.fastq.gz  
 HDA-1GFP\_glp-1RNAi\_HAantibody\_rep1\_R1.fastq.gz  
 HDA-1GFP\_glp-1RNAi\_HAantibody\_rep1\_R2.fastq.gz  
 HDA-1GFP\_glp-1RNAi\_HAantibody\_rep2\_R1.fastq.gz  
 HDA-1GFP\_glp-1RNAi\_HAantibody\_rep2\_R2.fastq.gz  
 HDA-1GFPglp-1\_HAantibody\_rep1\_R1.fastq.gz  
 HDA-1GFPglp-1\_HAantibody\_rep1\_R2.fastq.gz

HDA-1GFPglp-1\_HAantibody\_rep2\_R1.fastq.gz  
 HDA-1GFPglp-1\_HAantibody\_rep2\_R2.fastq.gz  
 HDA-1GFP\_HAantibody\_rep1\_R1.fastq.gz  
 HDA-1GFP\_HAantibody\_rep1\_R2.fastq.gz  
 HDA-1GFP\_HAantibody\_rep2\_R1.fastq.gz  
 HDA-1GFP\_HAantibody\_rep2\_R2.fastq.gz  
 HDA-1GFP\_L4440\_H3antibody\_rep1\_R1.fastq.gz  
 HDA-1GFP\_L4440\_H3antibody\_rep1\_R2.fastq.gz  
 HDA-1GFP\_L4440\_H3antibody\_rep2\_R1.fastq.gz  
 HDA-1GFP\_L4440\_H3antibody\_rep2\_R2.fastq.gz  
 HDA-1GFP\_L4440\_HAantibody\_rep1\_R1.fastq.gz  
 HDA-1GFP\_L4440\_HAantibody\_rep1\_R2.fastq.gz  
 HDA-1GFP\_L4440\_HAantibody\_rep2\_R1.fastq.gz  
 HDA-1GFP\_L4440\_HAantibody\_rep2\_R2.fastq.gz  
 N2\_FLAGantibody\_rep1\_R1.fastq.gz  
 N2\_FLAGantibody\_rep1\_R2.fastq.gz  
 N2\_FLAGantibody\_rep2\_R1.fastq.gz  
 N2\_FLAGantibody\_rep2\_R2.fastq.gz  
 N2\_HAantibody\_rep1forHDA1\_R1.fastq.gz  
 N2\_HAantibody\_rep1forHDA1\_R2.fastq.gz  
 N2\_HAantibody\_rep1forSET26\_R1.fastq.gz  
 N2\_HAantibody\_rep1forSET26\_R2.fastq.gz  
 N2\_HAantibody\_rep2\_R1.fastq.gz  
 N2\_HAantibody\_rep2\_R2.fastq.gz  
 set-26HCF1GFP\_glp-1RNAi\_FLAGantibody\_rep1\_R1.fastq.gz  
 set-26HCF-1GFP\_glp1RNAi\_FLAGantibody\_rep2\_R1.fastq.gz  
 set-26HCF-1GFP\_glp1RNAi\_FLAGantibody\_rep2\_R2.fastq.gz  
 set-26HCF-1GFP\_glp1RNAi\_H3antibody\_rep2\_R1.fastq.gz  
 set-26HCF-1GFP\_glp1RNAi\_H3antibody\_rep2\_R2.fastq.gz  
 set-26HCF-1GFP\_glp-1RNAi\_FLAGantibody\_rep1\_R2.fastq.gz  
 set-26HCF-1GFP\_glp-1RNAi\_H3antibody\_rep1\_R1.fastq.gz  
 set-26HCF-1GFP\_glp-1RNAi\_H3antibody\_rep1\_R2.fastq.gz  
 set-26HCF-1GFPglp-1\_FLAGantibody\_rep1\_R1.fastq.gz  
 set-26HCF-1GFPglp-1\_FLAGantibody\_rep1\_R2.fastq.gz  
 set-26HCF-1GFPglp-1\_FLAGantibody\_rep2\_R1.fastq.gz  
 set-26HCF-1GFPglp-1\_FLAGantibody\_rep2\_R2.fastq.gz  
 set-26HCF-1GFPglp-1\_H3antibody\_rep1\_R1.fastq.gz  
 set-26HCF-1GFPglp-1\_H3antibody\_rep1\_R2.fastq.gz  
 /set-26HCF-1GFPglp-1\_H3antibody\_rep2\_R1.fastq.gz  
 set-26HCF-1GFPglp-1\_H3antibody\_rep2\_R2.fastq.gz  
 set-26HCF-1GFP\_L4440\_FLAGantibody\_rep1\_R1.fastq.gz  
 set-26HCF-1GFP\_L4440\_FLAGantibody\_rep1\_R2.fastq.gz  
 set-26HCF-1GFP\_L4440\_FLAGantibody\_rep2\_R1.fastq.gz  
 set-26HCF-1GFP\_L4440\_FLAGantibody\_rep2\_R2.fastq.gz  
 set-26HCF-1GFP\_L4440\_H3antibody\_rep1\_R1.fastq.gz  
 set-26HCF-1GFP\_L4440\_H3antibody\_rep1\_R2.fastq.gz  
 set-26HCF-1GFP\_L4440\_H3antibody\_rep2\_R1.fastq.gz  
 set-26HCF-1GFP\_L4440\_H3antibody\_rep2\_R2.fastq.gz  
 set-26HDA-1GFP\_glp-1RNAi\_H3antibody\_rep1\_R1.fastq.gz  
 set-26HDA-1GFP\_glp-1RNAi\_H3antibody\_rep1\_R2.fastq.gz  
 set-26HDA-1GFP\_glp-1RNAi\_H3antibody\_rep2\_R1.fastq.gz  
 set-26HDA-1GFP\_glp-1RNAi\_H3antibody\_rep2\_R2.fastq.gz  
 set-26HDA-1GFP\_glp-1RNAi\_HAantibody\_rep1\_R1.fastq.gz  
 set-26HDA-1GFP\_glp-1RNAi\_HAantibody\_rep1\_R2.fastq.gz  
 set-26HDA-1GFP\_glp-1RNAi\_HAantibody\_rep2\_R1.fastq.gz  
 set-26HDA-1GFP\_glp-1RNAi\_HAantibody\_rep2\_R2.fastq.gz  
 set-26HDA-1GFP\_L4440\_H3antibody\_rep1\_R1.fastq.gz  
 set-26HDA-1GFP\_L4440\_H3antibody\_rep1\_R2.fastq.gz  
 set-26HDA-1GFP\_L4440\_H3antibody\_rep2\_R1.fastq.gz  
 set-26HDA-1GFP\_L4440\_H3antibody\_rep2\_R2.fastq.gz  
 set-26HDA-1GFP\_L4440\_HAantibody\_rep1\_R1.fastq.gz  
 set-26HDA-1GFP\_L4440\_HAantibody\_rep1\_R2.fastq.gz  
 set-26HDA-1GFP\_L4440\_HAantibody\_rep2\_R1.fastq.gz  
 set-26HDA-1GFP\_L4440\_HAantibody\_rep2\_R2.fastq.gz  
 SET-26HA\_glp-1RNAi\_H3antibody\_rep1\_R1.fastq.gz  
 SET-26HA\_glp-1RNAi\_H3antibody\_rep1\_R2.fastq.gz  
 SET-26HA\_glp-1RNAi\_H3antibody\_rep2\_R1.fastq.gz  
 SET-26HA\_glp-1RNAi\_H3antibody\_rep2\_R2.fastq.gz  
 SET-26HA\_glp-1RNAi\_HAantibody\_rep1\_R1.fastq.gz  
 SET-26HA\_glp-1RNAi\_HAantibody\_rep1\_R2.fastq.gz  
 SET-26HA\_glp-1RNAi\_HAantibody\_rep2\_R1.fastq.gz  
 SET-26HA\_glp-1RNAi\_HAantibody\_rep2\_R2.fastq.gz  
 SET-26HAglp-1\_HAantibody\_rep1\_R1.fastq.gz  
 SET-26HAglp-1\_HAantibody\_rep1\_R2.fastq.gz  
 SET-26HAglp-1\_HAantibody\_rep2\_R1.fastq.gz  
 SET-26HAglp-1\_HAantibody\_rep2\_R2.fastq.gz

SET-26HA\_HAantibody\_rep1\_R1.fastq.gz  
 SET-26HA\_HAantibody\_rep1\_R2.fastq.gz  
 SET-26HA\_HAantibody\_rep2\_R1.fastq.gz  
 SET-26HA\_HAantibody\_rep2\_R2.fastq.gz  
 SET-26HA\_L4440\_H3antibody\_rep1\_R1.fastq.gz  
 SET-26HA\_L4440\_H3antibody\_rep1\_R2.fastq.gz  
 SET-26HA\_L4440\_H3antibody\_rep2\_R1.fastq.gz  
 SET-26HA\_L4440\_H3antibody\_rep2\_R2.fastq.gz  
 SET-26HA\_L4440\_HAantibody\_rep1\_R1.fastq.gz  
 SET-26HA\_L4440\_HAantibody\_rep1\_R2.fastq.gz  
 SET-26HA\_L4440\_HAantibody\_rep2\_R1.fastq.gz  
 SET-26HA\_L4440\_HAantibody\_rep2\_R2.fastq.gz  
 HCF-1.vs.antibodybackground\_wildtype\_OP50\_MergedReps.bigwig  
 HCF-1.vs.antibodybackground\_wildtype\_OP50\_MergedReps\_narrow\_peaks\_peaks.narrowPeak  
 HCF-1.vs.antibodybackground\_wildtype\_OP50\_MergedReps\_narrow\_peaks\_peaks.xls  
 HCF-1.vs.H3\_glp-1mut\_OP50\_MergedReps.bigwig  
 HCF-1.vs.H3\_glp-1mut\_OP50\_MergedReps\_narrow\_peaks\_peaks.narrowPeak  
 HCF-1.vs.H3\_glp-1mut\_OP50\_MergedReps\_narrow\_peaks\_peaks.xls  
 HCF-1.vs.H3\_glp-1RNAi\_MergedReps.bigwig  
 HCF-1.vs.H3\_glp-1RNAi\_MergedReps\_narrow\_peaks\_peaks.narrowPeak  
 HCF-1.vs.H3\_glp-1RNAi\_MergedReps\_narrow\_peaks\_peaks.xls  
 HCF-1.vs.H3\_L4440\_MergedReps.bigwig  
 HCF-1.vs.H3\_L4440\_MergedReps\_narrow\_peaks\_peaks.narrowPeak  
 HCF-1.vs.H3\_L4440\_MergedReps\_narrow\_peaks\_peaks.xls  
 HCF-1\_somatic.vs.antibodybackground\_glp1\_OP50\_MergedReps.bigwig  
 HCF-1\_somatic.vs.antibodybackground\_glp1\_OP50\_MergedReps\_narrow\_peaks\_peaks.narrowPeak  
 HCF-1\_somatic.vs.antibodybackground\_glp1\_OP50\_MergedReps\_narrow\_peaks\_peaks.xls  
 HDA-1.vs.antibodybackground\_wildtype\_OP50\_MergedReps.bigwig  
 HDA-1.vs.antibodybackground\_wildtype\_OP50\_MergedReps\_narrow\_peaks\_peaks.narrowPeak  
 HDA-1.vs.antibodybackground\_wildtype\_OP50\_MergedReps\_narrow\_peaks\_peaks.xls  
 HDA-1.vs.H3\_glp-1RNAi\_mergedreps.bigwig  
 HDA-1.vs.H3\_glp-1RNAi\_mergedreps\_narrow\_peaks\_peaks.narrowPeak  
 HDA-1.vs.H3\_glp-1RNAi\_mergedreps\_narrow\_peaks\_peaks.xls  
 HDA-1.vs.H3\_L4440\_mergedreps.bigwig  
 HDA-1.vs.H3\_L4440\_mergedreps\_narrow\_peaks\_peaks.narrowPeak  
 HDA-1.vs.H3\_L4440\_mergedreps\_narrow\_peaks\_peaks.xls  
 HDA-1\_somatic.vs.antibodybackground\_glp-1\_OP50\_MergedReps.bigwig  
 HDA-1\_somatic.vs.antibodybackground\_glp-1\_OP50\_MergedReps\_narrow\_peaks\_peaks.narrowPeak  
 HDA-1\_somatic.vs.antibodybackground\_glp-1\_OP50\_MergedReps\_narrow\_peaks\_peaks.xls  
 set-26mutant\_HCF-1.vs.H3\_glp-1mut\_OP50\_MergedReps.bigwig  
 set-26mutant\_HCF-1.vs.H3\_glp-1mut\_OP50\_MergedReps\_narrow\_peaks\_peaks.narrowPeak  
 set-26mutant\_HCF-1.vs.H3\_glp-1mut\_OP50\_MergedReps\_narrow\_peaks\_peaks.xls  
 set-26mutant\_HCF-1.vs.H3\_glp-1RNAi\_MergedReps.bigwig  
 set-26mutant\_HCF-1.vs.H3\_glp-1RNAi\_MergedReps\_narrow\_peaks\_peaks.narrowPeak  
 set-26mutant\_HCF-1.vs.H3\_glp-1RNAi\_MergedReps\_narrow\_peaks\_peaks.xls  
 set-26mutant\_HCF-1.vs.H3\_L4440\_MergedReps.bigwig  
 set-26mutant\_HCF-1.vs.H3\_L4440\_MergedReps\_narrow\_peaks\_peaks.narrowPeak  
 set-26mutant\_HCF-1.vs.H3\_L4440\_MergedReps\_narrow\_peaks\_peaks.xls  
 set-26mutant\_HDA-1.vs.H3\_glp-1RNAi\_mergedreps.bigwig  
 set-26mutant\_HDA-1.vs.H3\_glp-1RNAi\_mergedreps\_narrow\_peaks\_peaks.narrowPeak  
 set-26mutant\_HDA-1.vs.H3\_glp-1RNAi\_mergedreps\_narrow\_peaks\_peaks.xls  
 set-26mutant\_HDA-1.vs.H3\_L4440\_mergedreps.bigwig  
 set-26mutant\_HDA-1.vs.H3\_L4440\_mergedreps\_narrow\_peaks\_peaks.narrowPeak  
 set-26mutant\_HDA-1.vs.H3\_L4440\_mergedreps\_narrow\_peaks\_peaks.xls  
 SET-26.vs.antibodybackground\_wildtype\_OP50\_MergedReps.bigwig  
 SET-26.vs.antibodybackground\_wildtype\_OP50\_MergedReps\_narrow\_peaks\_peaks.narrowPeak  
 SET-26.vs.antibodybackground\_wildtype\_OP50\_MergedReps\_narrow\_peaks\_peaks.xls  
 SET-26.vs.H3\_glp-1RNAi\_MergedReps.bigwig  
 SET-26.vs.H3\_glp-1RNAi\_MergedReps\_narrow\_peaks\_peaks.narrowPeak  
 SET-26.vs.H3\_glp-1RNAi\_MergedReps\_narrow\_peaks\_peaks.xls  
 SET-26.vs.H3\_L4440\_MergedReps.bigwig  
 SET-26.vs.H3\_L4440\_MergedReps\_narrow\_peaks\_peaks.narrowPeak  
 SET-26.vs.H3\_L4440\_MergedReps\_narrow\_peaks\_peaks.xls  
 SET-26\_somatic.vs.antibodybackground\_glp-1\_OP50\_MergedReps.bigwig  
 SET-26\_somatic.vs.antibodybackground\_glp-1\_OP50\_MergedReps\_narrow\_peaks\_peaks.narrowPeak  
 SET-26\_somatic.vs.antibodybackground\_glp-1\_OP50\_MergedReps\_narrow\_peaks\_peaks.xls  
 hcf-1mutant\_HDA-1.vs.H3\_glp-1RNAi\_mergedreps.bigwig  
 hcf-1mutant\_HDA-1.vs.H3\_glp-1RNAi\_mergedreps\_narrow\_peaks\_peaks.narrowPeak  
 hcf-1mutant\_HDA-1.vs.H3\_glp-1RNAi\_mergedreps\_narrow\_peaks\_peaks.xls  
 hcf-1mutant\_HDA-1.vs.H3\_L4440\_mergedreps.bigwig  
 hcf-1mutant\_HDA-1.vs.H3\_L4440\_mergedreps\_narrow\_peaks\_peaks.narrowPeak  
 hcf-1mutant\_HDA-1.vs.H3\_L4440\_mergedreps\_narrow\_peaks\_peaks.xls  
 hcf-1mutant\_SET-26.vs.H3\_glp-1RNAi\_MergedReps.bigwig  
 hcf-1mutant\_SET-26.vs.H3\_glp-1RNAi\_MergedReps\_narrow\_peaks\_peaks.narrowPeak  
 hcf-1mutant\_SET-26.vs.H3\_glp-1RNAi\_MergedReps\_narrow\_peaks\_peaks.xls  
 hcf-1mutant\_SET-26.vs.H3\_L4440\_MergedReps.bigwig

Genome browser session  
(e.g. [UCSC](#))

hcf-1mutant\_SET-26.vs.H3\_L4440\_MergedReps\_narrow\_peaks\_peaks.narrowPeak  
hcf-1mutant\_SET-26.vs.H3\_L4440\_MergedReps\_narrow\_peaks\_peaks.xls

*Provide a link to an anonymized genome browser session for "Initial submission" and "Revised version" documents only, to enable peer review. Write "no longer applicable" for "Final submission" documents.*

## Methodology

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
|-------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Replicates              | Two biological replicates were obtained for all CUT&RUN experiments, and the correlation analysis for each experiment is provided as figures within the manuscript.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
| Sequencing depth        | >5 million reads were obtained for each CUT&RUN experiment (as has been shown to be appropriate for CUT&RUN ( <a href="https://doi.org/10.7554/eLife.21856">https://doi.org/10.7554/eLife.21856</a> )). Sequencing reads were 2x32 paired-end sequencing with an Illumina NextSeq 500 machine. Reads were typically less around 50% or less duplicated, however reads appearing as duplicates are believed to be in part due to the precise nature of MNase cleavage in CUT&RUN experiments ( <a href="https://doi.org/10.1186/S12864-018-4933-1">https://doi.org/10.1186/S12864-018-4933-1</a> and <a href="https://doi.org/10.1186/S13059-019-1802-4">https://doi.org/10.1186/S13059-019-1802-4</a> ). |
| Antibodies              | Antibodies are provided in Supplementary Data 5.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
| Peak calling parameters | Indexed bam files were used for narrow peak calling with MACS2 (v2.1.4) using the settings -f BAM -g ce --call-summits --keep-dup all -q 0.01 -m 5 50 --nomodel. The control files used (either antibody background or H3 CUT&RUN) are detailed in the Supplementary Methods section of the Supplementary Information File.                                                                                                                                                                                                                                                                                                                                                                              |
| Data quality            | Adaptor sequences were trimmed and low quality reads were filtered out from sequencing files using Trim Galore! (v0.6.5), which utilizes Cutadapt (v3.4) and FastQC (v0.11.8), with the settings --paired --q 20 --fastqc. Only properly paired and aligned sequences were kept after the alignment process. A q value of 0.01 was used in peak calling parameters in MACS2. Correlation analyses for all CUT&RUN replicates are shown within supplementary figures of the manuscript. Bigwig files were also manually inspected for all experiments in IGV and showed similar results in each experiment.                                                                                               |
| Software                | All software used for data analysis including version number is included within the manuscript and in the Supplementary Methods section of the Supplementary Information File.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |

How the deposited data were processed for this re-analysis (not part of the article)

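RNA levels were measured by 3′ mRNA sequencing (QuantSeq) in germline-less *glp-1(-)* controls, *glp-1(-);set-26(-)* mutants and *glp-1(-);hcf-1(-)* mutants. Worms were sampled at day 1 on empty vector (EV) bacteria, and at days 3 and 12 on EV or *hda-1* RNAi. The 15 groups had 2 replicates each, 30 libraries in all, and each library was assigned to its group by its label.

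The authors trimmed the reads with Trim Galore, aligned them to WBcel235 with STAR, kept reads that mapped to a single place with no more than 2 mismatches, and counted reads on each gene by strand. They deposited these raw counts in 1 table of 46934 genes, without normalization or filtering. Of these genes, 46924 were found in the Ensembl annotation of WBcel235 (release 115), from which positions are given, and 44113 had a symbol in the name table. The annotation release the authors counted on is not named in the paper's text.

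From the counts, each comparison was fitted with edgeR 4.0.16 in R 4.3.3, with TMM normalization and the quasi-likelihood F test. P-values were adjusted by the Benjamini-Hochberg method over the genes tested, and genes with an adjusted p under 0.05 were called. The standard error of a log2 fold change is its size divided by the square root of F. The filter and the sets of libraries were those of the paper's methods. A gene needed more than 10 reads in at least 2 of the libraries in the fit. Mutants were compared with controls in the 6 libraries of 1 day and diet, and *hda-1* RNAi with EV in the 4 libraries of 1 genotype and day. Aging was tested in the 4 control libraries on EV at days 1 and 12. The interaction of genotype and diet at day 12, and the average effect of *hda-1* RNAi over the 3 genotypes, used 12 libraries each. CPM (reads of a gene scaled by library size) use TMM factors. Those given with an SD were normalized within the libraries of the fit. The CPM of *hda-1* by library and of *hcf-1* at day 3 were normalized over all 30 libraries. Values on these 2 scales cannot be compared. A gene whose libraries in 1 group all had 3 reads or fewer was given a lower bound of the fold change, with counts under 3 set to 3.

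Gene sets at day 12 were tested with camera in limma 3.58.1. Principal components used the 500 most variable genes after the variance-stabilizing transformation of DESeq2 1.42.0. Clusters came from complete-linkage hierarchical clustering of log2 fold changes, cut into 3.

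Library totals ran from 6045498 to 17748121 reads, with a median of 8323966. The floor of 3 reads is 4.96e-05% of the smallest library. The 10 genes with the most reads held 9.73% to 19.41% of a library. With 2 replicates per group, the number of replicates limits precision more than counting does for well-expressed genes. The fits were tested on simulated counts with 200 changed genes. They recovered 81.5% of them in the day 1 design and 95.0% in each of the 2 day 12 *hda-1* RNAi designs simulated, with no wrong signs. Unchanged genes called by the main fits numbered 11 at day 1, and 11 (*hcf-1(-)*) and 8 (*set-26(-)*) at day 12. The interaction model recovered 74.5%, with 13 unchanged genes called. All simulated changes were large, so the shares recovered do not apply to smaller ones.

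The main fits have no replicate block, as in the paper. The pairing comes from the paper's methods, which describe the division of each day 1 population between EV and *hda-1* RNAi plates, and from the replicate numbers in the library labels. Mutants and controls with the same number are different populations. The alternatives were the replicate block, DESeq2's Wald test, DESeq2's size factors in edgeR, no filter on low counts, other libraries in the fit, and leaving out each replicate in turn. Other libraries in the fit meant leaving out the other mutant where a mutant was compared with controls. For *hda-1* RNAi against EV it meant adding the other genotypes of that day, and for aging the other control libraries. For principal components they were all genes and log2 CPM with a prior count of 2, and for clusters average linkage and DESeq2's log2 fold changes.

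Genes are named by a rule set before the data were examined. It covers every gene the paper names as measured by RNA-seq, the mutated and targeted genes with *set-9*, and genes ranked by size of change. For day 1 and for day 12 these are the 3 genes highest and the 3 lowest by the smaller change in the 2 mutants, and for aging the 2 highest and the 2 lowest. Ranked genes needed a mean of at least 50 reads per library and replicates that do not overlap between groups. Genes called at day 3 on *hda-1* RNAi were named after their values were seen.

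Binding data (CUT&RUN), lifespan, protein and reporter measurements, the gene lists of earlier studies and the downregulated gene categories were not analysed here.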

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

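All tests in this part were chosen after the results were seen.

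The comparisons of mutants with controls on EV at day 3 stand out because the paper's text does not report them, although the libraries were sequenced. Of 12517 genes, 1779 were called (1023 higher, 756 lower) in the libraries labelled *set-26(-)*, whose reads of *set-26* were not lower than in controls. In those labelled *hcf-1(-)*, 1766 were called (853 higher, 913 lower). At an unadjusted p under 0.05 there were 3341 and 3378 genes, against 625.9 by chance. The mutants shared 471 genes that were higher and 454 that were lower, and 26 went in opposite directions. The log2 fold changes of the mutants had a correlation of 0.71 across genes, which are not independent replicates. Across the alternatives the counts ran from 1589 to 2306 and from 1532 to 2107. Of the genes called at day 1 and day 3 in the libraries labelled *set-26(-)*, 561 of 571 kept their direction, and in those labelled *hcf-1(-)* 776 of 781. Between day 3 and day 12 these were 216 of 236 and 289 of 322, and between day 1 and day 12 they were 107 of 129 and 207 of 247. The changes of 2 days had correlations across genes of 0.562 and 0.634 for days 1 and 3, 0.393 and 0.398 for days 3 and 12, and 0.26 and 0.259 for days 1 and 12.

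Several technical explanations were tested. With every day 3 library drawn down to 7680222 reads, the median counts over 5 draws were 1732 and 1739, so library size does not account for them. Without the 50 genes with the most reads, which held 22.3% to 32.8% of a library, the counts were 1752 and 1724. Log2 fold change and gene length had a Spearman correlation across genes of -0.057 and -0.004, for 12515 genes with a length. With separate control replicates for the 2 mutants, their log2 fold changes had a correlation of 0.46 or 0.52 across genes, against 0.73 for either shared control replicate. Sharing controls thus raises the correlation but does not account for all of it. The libraries labelled *hcf-1(-)* had at most 2.66 CPM of *hcf-1* at day 3, against at least 4.33 in any other day 3 library, which does not point to exchanged labels. No such check exists for *set-26(-)*, because reads of *set-26* did not separate its libraries. GC content, reads shared between paralogs, strain variants and a difference in developmental stage at day 3 were not tested, so these changes cannot be told apart from those explanations. A candidate biological explanation, left as a hypothesis, is that part of the changes in both mutants seen at day 1 continues to day 3; by day 12 the correlation with day 1 was lower.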

How the results depend on the processing

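The alternatives below were all chosen before the data were examined. Unless a cause is named, the cause of each difference was not tested. Values are given for comparisons of libraries by their labels, with *hda-1* RNAi against EV in the order controls, *set-26(-)*, *hcf-1(-)*, and mutants against controls in the order *set-26(-)*, *hcf-1(-)*.

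Leaving out the filter on low counts raised most counts. On simulated counts without the filter, 64 unchanged genes were called in the day 1 design, against 11 with it. In the day 12 designs these were 40 (*hcf-1(-)*) and 0 (*set-26(-)*), against 11 and 8. At day 1, 1010 and 1447 genes were upregulated and 1280 and 1448 downregulated, with 725 up and 968 down in both mutants. On *hda-1* RNAi the counts were 63, 43 and 60 genes at day 3, 848, 1125 and 1642 at day 12, and 214 over the 3 genotypes at day 3. For EV at day 12 they were 1536 and 1819 genes, of which 295 and 462 also changed on *hda-1* RNAi. Genes called in a mutant and not in controls numbered 1579, and the interaction called 167 and 85. The median log2 fold change of the collagen genes on EV at day 12 in *hcf-1(-)* became 0.286 from -0.234, and was not past the threshold under either.

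With other libraries in the fit, which at day 1 meant controls and 1 mutant only, 320 genes were upregulated and 301 downregulated in *set-26(-)*. Both mutants then shared 220 up and 238 down. The aging comparison gave 2299 upregulated genes. On *hda-1* RNAi the counts were 2 genes in controls and 1 in *set-26(-)* at day 3, and 518, 346 and 454 at day 12. On EV at day 12, 424 genes were called in *hcf-1(-)*. The genes changed in both comparisons numbered 42 and 62, and those called in a mutant and not in controls 346.

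DESeq2's Wald test called 872 genes down in *set-26(-)* and 602 down in both mutants at day 1. On *hda-1* RNAi it called 10 genes in controls and 12 in *hcf-1(-)* at day 3, 357 in controls and 470 in *set-26(-)* at day 12, and 122 over the 3 genotypes at day 3. For EV at day 12 it called 972 genes in *set-26(-)*. The genes changed in both comparisons were 113 and 207, and the interaction called 20 and 15. The collagen median in *hcf-1(-)* at day 1 was 6.889. DESeq2's size factors in edgeR changed 1 main count by more than 1.5 times, to 100 genes on *hda-1* RNAi in *set-26(-)* at day 12.

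With the replicate block, which fits the pairing of split populations within a genotype, *hda-1* RNAi called 104, 71 and 144 genes at day 3. At day 12 it called 1678, 2202 and 3074. Over the 3 genotypes at day 3 the count was 139, with a block shared by the genotypes that does not match the split populations. The genes changed in both comparisons were 284 and 511. Of the 210 and 340 with opposite directions, 88 and 127 were not called against controls on *hda-1* RNAi, against 12 of 19 and 60 of 88 without the block. Genes called in a mutant and not in controls numbered 2807, and the interaction, again with a block shared by the genotypes, called 16 and 15. All 128, 161 and 756 genes called without the block at day 12 were called with it. On simulated day 12 counts the block called 22 (*hcf-1(-)*) and 29 (*set-26(-)*) unchanged genes, against 11 and 8 without it. Its counts may thus hold more wrong calls than those of the main fits. Mutants and controls are different populations, and where the correlation of same-numbered libraries was within 0.1 of 0 the block gave the following. At day 1 in *set-26(-)* (correlation 0.01) it called 1366 genes, 1007 of them among the 1069 called without it. On EV at day 12 in *set-26(-)* (0.064) it called 829 genes. On EV at day 3 in *hcf-1(-)* (-0.027) it called 2107, against 1766 without it. The aging comparison lies within controls, where the day 12 worms were what remained of the day 1 population. There (0.003) the block called 2427 genes.

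Clusters depended on the linkage. With average linkage, the median log2 fold change at baseline in *set-26(-)* became -0.953 in the cluster lowest on *hda-1* RNAi and 0.319 in the middle one, which also became 0.196 in *hcf-1(-)*. With DESeq2's log2 fold changes it was 0.188 in the middle cluster in *set-26(-)*.

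The fits that each left out 1 replicate gave the following ranges of median log2 fold changes. At day 1 the mitochondrial metabolism genes ran from 1.86 to 1.953 and from 1.415 to 1.515, and the collagen genes from 2.455 to 5.576 and from 6.719 to 7.572. On EV at day 12 the mitochondrial metabolism genes ran from 0.172 to 0.356 and from 0.337 to 0.542, and the collagen genes from 0.074 to 0.692 and from -0.29 to 0.472. On *hda-1* RNAi at day 12 in the 2 mutants the mitochondrial metabolism genes ran from -0.422 to -0.298 and from -0.273 to -0.233, and the collagen genes from 0.519 to 1.567 and from 1.643 to 2.054. Opposite directions made up 70.4% in each such fit in *set-26(-)* and from 63.9% to 65.7% in *hcf-1(-)*; these fits kept the genes called with all libraries, so they show no stability of the share. Over the 3 genotypes, *hda-1* RNAi called from 49 to 57 genes at day 3 and from 1036 to 1938 at day 12.

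The directions of the mitochondrial metabolism medians at days 1 and 12 held under all the alternatives listed, and opposite directions made up from 69.2% to 75.0% of the shared genes in *set-26(-)* and from 59.7% to 67.6% in *hcf-1(-)* across the 5 other settings, all of which share the EV libraries. With 2 replicates, the counts of genes on *hda-1* RNAi depend on the fit.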

Differences from the paper's values

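At day 1, the median fold change of the collagen genes was 191 in the libraries labelled *hcf-1(-)*, against the paper's 118.53. Among the alternatives set before the data were examined, DESeq2's Wald test gave 119, the fit without control replicate 2 gave 138 and the fit without *hcf-1(-)* replicate 1 gave 105, which do not differ. The replicate block (185), DESeq2's size factors in edgeR (190.0), no filter (191), other libraries in the fit (195) and the fits without control replicate 1 (185) and without *hcf-1(-)* replicate 2 (190.0) did differ. Set against a floor of 3 reads, the median was 98.0-fold.

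The number of genes downregulated at day 1 was 518 in the libraries labelled *set-26(-)*, against 868 in the paper's supplementary list, and 365 in both mutants, against the paper's 602. DESeq2's Wald test gave 872 and 602, and the replicate block 665 and 484, both near enough to count as no difference. Without the filter the first count was 1280, also within 1.5 times the paper's, while the second was 968 and differed. DESeq2's size factors in edgeR gave 540 and 381, and other libraries in the fit 301 and 238, all different from the paper's.

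At day 12, the genes changed by *hda-1* RNAi in the libraries labelled *set-26(-)* numbered 161, against the paper's 471. With DESeq2's Wald test it was 470, and with other libraries in the fit 346. The replicate block (2202), no filter (1125) and DESeq2's size factors in edgeR (100) differed. The genes changed on EV numbered 636 there, against the paper's 967. DESeq2's Wald test gave 972, the replicate block 829 and DESeq2's size factors 668, which do not differ, while no filter (1536) and other libraries in the fit (484) do.

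The genes changed in both comparisons in the libraries labelled *set-26(-)* numbered 27, or 4.2% of those changed on EV, against the paper's 114 and 12%. With DESeq2's Wald test these were 113 and 11.6%. Other libraries in the fit gave 8.7%, which does not differ, but 42 genes, which does. The replicate block (284 genes, 34.3%), no filter (295 genes, 19.2%) and DESeq2's size factors (20 genes, 3.0%) differed in both.

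Of these genes, 19 changed in opposite directions against the paper's 80, 12 were no longer called on *hda-1* RNAi against the paper's 50, and 0 were called in the opposite direction against the paper's 1. At an unadjusted p under 0.05, 2803 of all genes differed from controls on *hda-1* RNAi. With DESeq2's Wald test these counts were 79, 47 and 1, which do not differ. The replicate block (210, 88 and 3), no filter (204, 128 and 4), other libraries in the fit (30, 25 and 0) and DESeq2's size factors (15, 8 and 0) differed in all 3.

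In the libraries labelled *hcf-1(-)*, 88 genes changed in opposite directions, against the paper's 138, and 1 was called in the opposite direction on *hda-1* RNAi, against the paper's 2. DESeq2's Wald test gave 140 and 2. The first count differed under the replicate block (340), no filter (306), DESeq2's size factors (86) and other libraries in the fit (37). For the second, no filter gave 2, and the other 3 alternatives gave 1.

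The cluster of genes lowest on *hda-1* RNAi held 184 genes, against 332 in the paper's cluster 1. Average linkage gave 2 and DESeq2's log2 fold changes 183, so none of the alternatives set before the data were examined closed the gap. The genes called by DESeq2 were not clustered.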

Other observations

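The tests of shared controls at day 1, of shared EV libraries by separate replicates, of molting genes, of other splits and of germline genes were written before their results were seen. The others, including the version of the shared-library test that uses whole replicates, were chosen after a result was seen.

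Both mutants are compared with the same 2 control libraries at day 1, which can make their changes look alike. With a separate control replicate for each mutant, the log2 fold changes had a correlation of 0.54 or 0.56 across genes, depending on the assignment, against 0.83 and 0.78 with a shared replicate. Genes are not independent replicates. Sharing the controls raised the correlation but did not account for all of it.

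The baseline comparison and the comparison of *hda-1* RNAi with EV share the mutant's EV libraries, so an error in those libraries would push the changes in opposite directions. The share of opposite directions was recomputed with separate replicates, among genes with a mean of at least 50 reads that changed at least 2-fold in both. It was 45.6% of 228 genes and 67.5% of 157 genes in the 2 assignments in libraries labelled *set-26(-)*, against 69.7% and 77.7% with a shared replicate. In those labelled *hcf-1(-)* it was 48.9% of 262 genes and 54.2% of 229 genes, against 66.3% and 63.6% with a shared replicate. When 1 replicate number gave the whole baseline change and the other the whole *hda-1* RNAi change, the shares were 34.8% of 184 genes and 79.7% of 320 genes in libraries labelled *set-26(-)*, and 53.7% of 201 genes and 56.4% of 307 genes in those labelled *hcf-1(-)*. With both changes from the same replicate number, they were 47.6% of 212 genes and 75.7% of 243 genes in libraries labelled *set-26(-)*, and 63.4% of 202 genes and 60.7% of 313 genes in those labelled *hcf-1(-)*. For *hcf-1(-)*, the excess of opposite directions may come in part from the shared libraries. For *set-26(-)*, the result depends on which replicate is used, and with whole replicates replicate 1 showed no excess even when shared, so the pattern cannot be told apart from that explanation. Libraries labelled *hda-1* RNAi had more reads of *hda-1*, and those labelled *set-26(-)* no fewer of *set-26*.

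Genes called on *hda-1* RNAi in a mutant and not in controls need not respond differently in controls. Of those genes, 96.3% (*set-26*) and 94.7% (*hcf-1*) changed in the same direction in controls, against 65.4% and 69.5% of the genes called in neither. No gene had an adjusted p under 0.05 for the interaction. At an unadjusted p under 0.05 there were 839 and 535 genes, against 741.8 by chance. The same model recovered 74.5% of simulated differences, but these were large. Differences as small as those between the median log2 fold changes in mutant and control were not simulated. Those medians were 1.82 and 1.27 for the *set-26(-)* genes and 1.46 and 1.18 for the *hcf-1(-)* genes. DESeq2's Wald test called 20 and 15 interactions, the replicate block 16 and 15, and leaving out the filter on low counts 167 and 85. Among the genes called in a mutant and not in controls, 31 of 108 and 90 of 661 had an unadjusted interaction p under 0.05. Their choice by the mutant's change would raise these counts, so they do not decide whether part of the genes respond differently. The shared directions would follow from a response in controls that did not pass the threshold. They do not show that the responses are equal.

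More genes were called on *hda-1* RNAi in libraries labelled *hcf-1(-)* than in those labelled *set-26(-)*, and 1 library of the former on each diet was deeper than any other at day 12. With every day 12 library drawn down to 6045498 reads, the median over 5 draws was 666 genes (546 to 698) in libraries labelled *hcf-1(-)*, 146 (106 to 175) in those labelled *set-26(-)* and 97 in controls. Library size does not account for the difference in counts. Whether the effect of *hda-1* RNAi differs between the 2 mutants was not tested.

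The libraries of each day were also split in other ways that part every same-numbered pair. At day 3, 1 of the 32 splits, the real one, gave as many as 60 genes over the 3 genotypes, and the largest other count was 3. At day 12, 1 of the 32 splits gave as many as 2529 genes, and the largest other count was 0, so the diet label and not another split carries the difference. The other splits put libraries of both diets on each side, so a difference between diets would itself keep their counts low. They cannot tell diet from anything else shared by the libraries of 1 diet.

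Higher collagen expression at day 1 would also follow if mutants were collected at an earlier stage than controls, in which case molting genes that are not collagens would be higher. Of 18 such genes, 17 could be tested. Their median log2 fold change was -0.173 in libraries labelled *set-26(-)*, with 6 of 17 higher and 0 called (adjusted p = 0.266 from limma's camera over the 2 tests). In those labelled *hcf-1(-)* it was 1.207, with 14 of 17 higher and 6 called (adjusted p = 0.00276 from limma's camera). The day 1 changes had correlations across genes of -0.028 and 0.063 with the change from day 1 to day 3 in controls. The test goes against a difference in stage for *set-26(-)*, while for *hcf-1(-)* the collagen change cannot be told apart from it.

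Differences between replicates could come from residual germline or embryos. In 1 of the 10 groups with enough germline genes to test, the median difference of 5 to 9 germline genes was larger than in 95% of 1000 random lists of the same size and expression. At 1 in 20 by chance, a single group does not stand out.

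Reads of *hda-1* were higher in all 12 libraries labelled *hda-1* RNAi, and the lowest of them had 2.15 times the CPM of the highest of the 18 labelled EV. This separates the diets in every library and does not point to exchanged labels, but whether the reads come from the worms' own transcripts was not tested. On EV at day 1, which was examined after the values were seen, *hda-1* had 106 and 613 reads in controls, 637 and 241 in libraries labelled *set-26(-)* and 286 and 459 in those labelled *hcf-1(-)*.

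Reads of *hcf-1* in libraries labelled *set-26(-)* were examined at the later days after the day 1 value was seen. On EV at day 3 there were 118 and 118 reads against 54 and 49 in controls (log2 fold change 0.86, standard error 0.33, adjusted p = 0.0969 from edgeR). At day 12 there were 174 and 181 against 104 and 80 on EV (0.52, standard error 0.25, adjusted p = 0.279 from edgeR), and 204 and 187 against 126 and 79 on *hda-1* RNAi (0.86, standard error 0.29, adjusted p = 0.134 from edgeR). At day 1 there were 110 and 85 against 60 and 67 (0.46, standard error 0.36, adjusted p = 0.466 from edgeR). Under the replicate block, the adjusted p from edgeR was 0.428 at day 1, 0.0598 at day 3, and 0.222 on EV and 0.0208 on *hda-1* RNAi at day 12. With the libraries labelled *hcf-1(-)* left out of the fit, the adjusted p from edgeR was 0.0251 at day 3. *hcf-1* was thus higher in each of these 4 comparisons, and whether it is called at day 3 and on *hda-1* RNAi at day 12 depends on the fit. The days were not tested together, and reads of *set-26* were not lower in these libraries.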
